# Transcriptome analysis reveals genes associated with stem cell activation by physical exercise in the dentate gyrus of aged p16Ink4a knockout mice

**DOI:** 10.3389/fcell.2023.1270892

**Published:** 2023-10-19

**Authors:** Laura Micheli, Giorgio D'Andrea, Teresa Maria Creanza, Daniel Volpe, Nicola Ancona, Raffaella Scardigli, Felice Tirone

**Keywords:** adult neurogenesis, aging, dentate gyrus, neural stem cells, self-renewal, physical exercise, running, p16INK4a

## Abstract

Throughout adulthood neural stem cells divide in neurogenic niches–the dentate gyrus of the hippocampus and the subventricular zone–producing progenitor cells and new neurons. Stem cells self-renew, thus preserving their pool. Furthermore, the number of stem/progenitor cells in the neurogenic niches decreases with age. We have previously demonstrated that the cyclin-dependent kinase inhibitor p16Ink4a maintains, in aged mice, the pool of dentate gyrus stem cells by preventing their activation after a neurogenic stimulus such as exercise (running). We showed that, although p16Ink4a ablation by itself does not activate stem/progenitor cells, exercise strongly induced stem cell proliferation in p16Ink4a knockout dentate gyrus, but not in wild-type. As p16Ink4a regulates stem cell self-renewal during aging, we sought to profile the dentate gyrus transcriptome from p16Ink4a wild-type and knockout aged mice, either sedentary or running for 12 days. By pairwise comparisons of differentially expressed genes and by correlative analyses through the DESeq2 software, we identified genes regulated by p16Ink4a deletion, either without stimulus (running) added, or following running. The p16Ink4a knockout basic gene signature, i.e., in sedentary mice, involves upregulation of apoptotic, neuroinflammation- and synaptic activity-associated genes, suggesting a reactive cellular state. Conversely, another set of 106 genes we identified, whose differential expression specifically reflects the pattern of proliferative response of p16 knockout stem cells to running, are involved in processes that regulate stem cell activation, such as synaptic function, neurotransmitter metabolism, stem cell proliferation control, and reactive oxygen species level regulation. Moreover, we analyzed the regulation of these stem cell-specific genes after a second running stimulus. Surprisingly, the second running neither activated stem cell proliferation in the p16Ink4a knockout dentate gyrus nor changed the expression of these genes, confirming that they are correlated to the stem cell reactivity to stimulus, a process where they may play a role regulating stem cell activation.

## Introduction

In the adult brain, some areas retain the capacity of generating new neurons throughout an individual’s lifespan (Jurkowski et al., 2020). In particular, the two most studied neurogenic niches are the subgranular zone (SGZ) of the dentate gyrus of the hippocampus and the subventricular zone (SVZ) of the lateral ventricle (Doetsch et al., 1999; Seri et al., 2001; Obernier and Alvarez-Buylla, 2019). In the dentate gyrus, glia-like stem cells, called type-1, express Glial Fibrillary Acidic Protein (GFAP), Sex Determining Region Y-Box 2 (Sox2), and nestin, and mature into progenitor cells, classified as type-2a, positive for nestin and Sox2 (nestin^+^/Sox2^+^), type-2b positive for nestin and doublecortin (nestin^+^/DCX^+^) or type-3 (DCX^+^; Filippov et al., 2003; Fukuda et al., 2003; Kronenberg et al., 2003; Steiner et al., 2006). In turn, the progenitor cells develop into early post-mitotic cells (stage 5, co-expressing DCX and NeuN) and then into fully differentiated neurons (stage 6, expressing calbindin and NeuN) (Brandt et al., 2003; Steiner et al., 2004).

During aging both neurogenic niches exhibit a decline in the ability of stem cells to self-renew and produce new neurons (Kuhn et al., 1996; Bizon and Gallagher, 2003; Bondolfi et al., 2004; Enwere et al., 2004; Maslov et al., 2004; Couillard-Despres et al., 2009). In the SGZ, this is accompanied by a reduced performance of memory tasks dependent on the hippocampus (van Praag et al., 2005).

Moreover, it is known that following the removal of cell cycle inhibitors, such as p21 or Btg1, dentate gyrus stem and progenitor cells gradually lose their capacity to proliferate and self-renew (Kippin et al., 2005; Farioli-Vecchioli et al., 2012). This underscores the pivotal importance of cell cycle regulation in sustaining self-renewal.

In this regard, a critical role in aging and senescence is played by the cell cycle inhibitor *p16 Ink4a* (Rayess et al., 2012) (hereafter called p16), which binds to CDK4 and CDK6, inhibiting the phosphorylation of the retinoblastoma suppressor (Rb) and the subsequent start of the G1/S cell cycle checkpoint (Serrano et al., 1993; Hannon and Beach, 1994). The expression of p16 increases with age in mouse tissues and becomes noticeable within the neurogenic niches at 1 year of age (Molofsky et al., 2006; Micheli et al., 2019).

Furhermore, p16 negatively controls SVZ neurogenesis during aging. In fact, the knockout of p16 reverts the age-dependent loss of self-renewal in the aging SVZ; yet, notably, no effect on neural cell self-renewal or proliferation is seen in the adult and aging p16 knockout dentate gyrus (Molofsky et al., 2006).

Nevertheless, we have recently shown that in the dentate gyrus of aging (1-year-old) p16 knockout mice the number of proliferating stem cells (type-1) and early progenitor cells (type-2a) is greatly enhanced by voluntary physical exercise (running), without any effect on the stem cells of wild-type mice (Micheli et al., 2019). The majority of the newly formed stem and progenitor cells developed into neurons, demonstrating that in p16 knockout mice the new stem cells were capable of growth and were not restricted solely to self-renewal, although part of them underwent apoptosis. Furthermore, after the neurogenic stimulus of running was arrested, the new stem and progenitor cells continued to actively proliferate in p16 knockout mice for a longer period of time than in wild-type mice, demonstrating that stem cell reactivation was sustained (Micheli et al., 2019). Therefore, p16 prevents the activation of dentate gyrus stem cells by a stimulus during aging, thereby preserving the pool (Micheli et al., 2019). On the other hand, it is known that the increased expression of p16 drives the stem cells into senescence, with a terminal exit from the cell cycle (Rayess et al., 2012).

The activation of neurogenesis/self-renewal in the p16 knockout dentate gyrus by running is in line with our previous observations that a neurogenic stimulus (running or other types of stimuli) can reactivate neural stem cells whose proliferative potential has been reduced as consequence of aging or deletion of a cell cycle inhibitor, such as Btg1 (Farioli-Vecchioli et al., 2014; Micheli et al., 2018a; D’Andrea et al., 2020). All this suggests that neural stem cells of adult neurogenic niches have a reserve of proliferative capability exploitable during aging or throughout life upon stimulation **(** Bonaguidi et al., 2011; Farioli-Vecchioli et al., 2014; Mastrorilli et al., 2017; Micheli et al., 2018a; Ceccarelli et al., 2020), rather than being subjected to progressive, complete depletion (Martín-Suárez and Encinas, 2021).

Although running is capable to counteract the decrease in neurogenesis during aging (van Praag et al., 2005; Marlatt et al., 2012), as it induces the proliferation of hippocampal adult progenitor cells (Ryan and Kelly, 2016) and SVZ neuroblasts (Bednarczyk et al., 2009), is nevertheless unable to activate wild-type stem cells in the dentate gyrus (Kronenberg et al., 2003; Brandt et al., 2010; Micheli et al., 2017). We concluded that the activation of stem cells in p16 knockout dentate gyrus by running indicates that p16 prevents neural stem and progenitor cells from responding to a neurogenic stimulus, thereby preserving the stem cell pool and its capacity for self-renewal during aging (Micheli et al., 2019).

To better define the role of p16 in the maintenance of the stem cell pool during aging, in this report we analyzed by RNA sequencing the whole transcriptome of the neurogenic niche of dentate gyrus, in p16 knockout and wild-type aging mice, subjected to voluntary running or sedentary conditions.

Through pairwise comparisons of differentially expressed genes and by software-assisted correlative analyses, we identified genes that represent either the basic signature of p16 knockout (i.e., in sedentary mice) or whose expression matches the previously observed pattern of activation of stem cells by running. The two gene ensembles do not overlap, except marginally, suggesting that the p16 knockout genetic signature and stem cell activation by running in p16 knockout dentate gyrus involve different neural processes.

Moreover, to investigate the plasticity of the process of neural cell self-renewal in the SGZ and the role of p16 in this process, we have experimentally tested the resilience of the activation response in stem cells to sequential running stimuli, in correlation with the stem cell-specific gene regulation; for this purpose, we subjected p16 wild-type and knockout mice to two consecutive voluntary running sessions, spaced 3 weeks apart. It turned out that the second stimulus, unlike the first, failed to induce a proliferative response in p16 knockout stem cells. This suggests that the process of stem cell activation is strictly regulated and/or undergoes exhaustion. The expression of the genes that we found to be regulated concomitantly with stem cell activation in p16 knockout mice is not changed or is counter-regulated after the second stimulus, further indicating that they play a role in stem cell activation.

## Materials and methods

### Mouse line, genotyping and husbandry

The *p16Ink4a* knockout (p16 KO) and *p16Ink4a* wild-type (p16 WT) mouse lines in the C57BL/6 background were obtained as previously described (Micheli et al., 2019). The C57BL/6 mouse strain was chosen as is frequently used for research on neurogenesis (Molofsky et al., 2006; Kim et al., 2017). Briefly, the *p16Ink4a* knockout was previously generated as a homozygous knockout mouse in FVB background (Sharpless et al., 2001) and was obtained from the Frederick National Laboratory for Cancer Research (strain number 01XE4; Frederick, MD, USA). This strain has functional *p19Arf* despite having a null allele of the *p16Ink4a* gene. Then, by breeding *p16Ink4a+/-* mice with the C57BL/6 strain for at least six generations, until an isogenic progeny was established, *p16Ink4a* knockout and p16Ink4a wild-type strains with a C57BL/6 background were generated (also referred to as p16 KO and p16 WT throughout the paper).

Regarding the predisposition to tumorigenesis in p16 KO mice (Sharpless et al., 2001), in 1-year old p16KO mice we did not observe evident difference in survival relative to wild-type, which is in agreement with Sato et al. (2015). Any p16 KO mice exhibiting noticeable physical or behavioral abnormalities were excluded from the study.

Genotyping was routinely performed by PCR analysis, using genomic DNA from tail tips as previously described (Farioli-Vecchioli et al., 2012). The primers used for genotyping were: C015: 5′-ggc​aaa​tag​cgc​cac​cta​t-3'; C016: 5′-gac​tcc​atg​ctg​ctc​cag​at-3'; C017: 5′-gcc​gct​gga​cct​aat​aac​ttc-3' (Micheli et al., 2019).

Mice were maintained under standard specific-pathogen-free conditions and were housed in standard cages until they reached 1 year of age. Then, mice were randomly assigned to either a standard cage or one containing a running wheel. Wheel rotations were recorded daily with an automatic counter. The body weights of the mice were also recorded and no significant differences related to the genotype or treatment were observed (data not shown).

All animal procedures were performed on male mice and completed in accordance with the current European (Directive 2010/63/EU) Ethical Committee guidelines and the protocol of the Italian Ministry of Health (authorizations 1209/2015-PR and 550/2022-PR).

### Running protocol for p16 KO and p16 WT mice used for RNA-seq analysis and real-time PCR validation

For RNA analyses, one-year-old mice were allowed to run for 12 days and then were euthanized to dissect the dentate gyrus (see the experimental timeline in Figure 1A).

**FIGURE 1:**
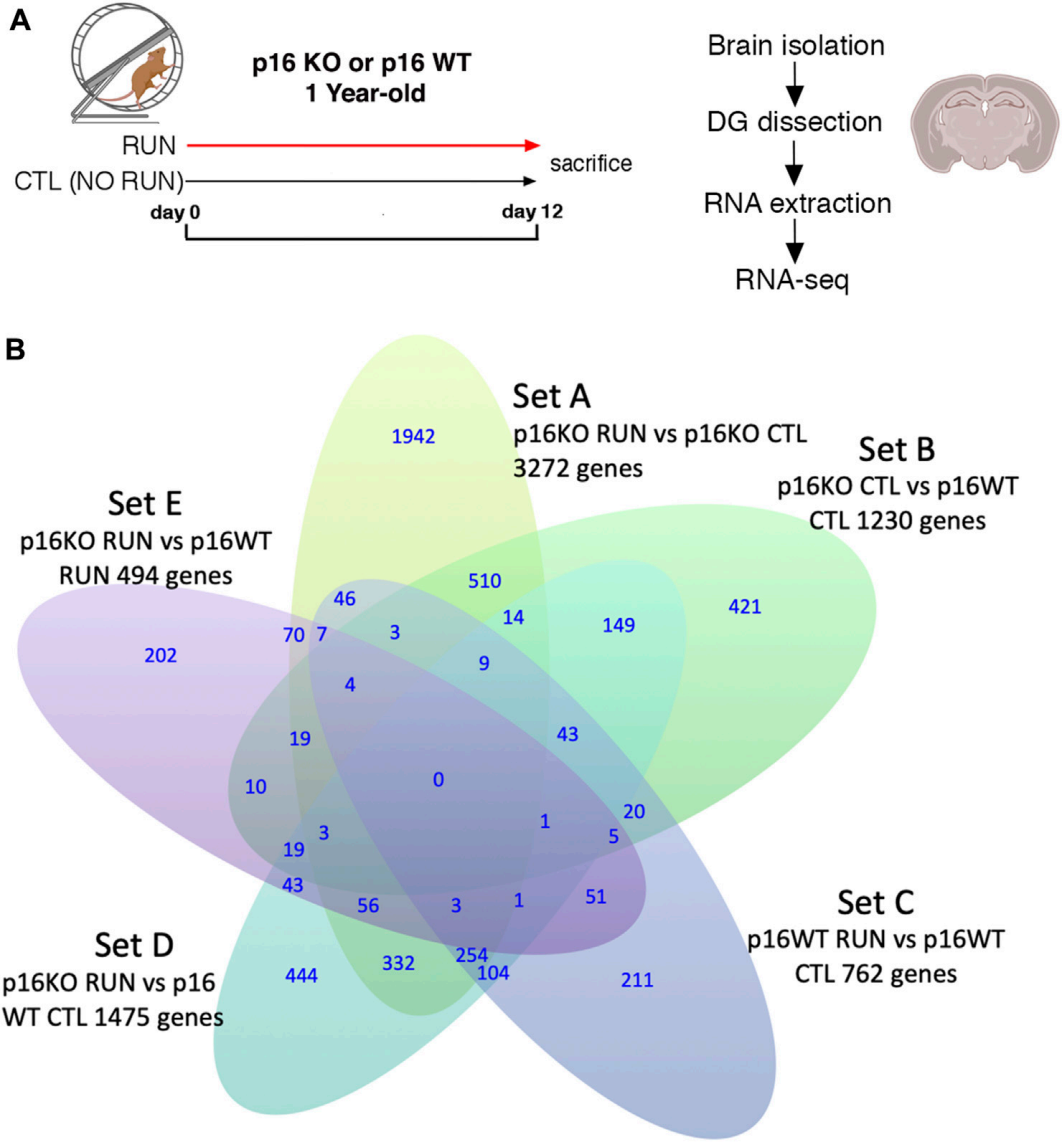
**(A)** Timeline of voluntary running exercise with experimental scheme of RNA seq. **(B)** Venn Diagram indicating five pairwise comparisons (i.e., sets) of genotypes (p16 KO and p16 WT) vs treatment (RUN and CTL) relative to the expression of genes in the dentate gyrus, as well as the intersection of the differentially expressed gene sequences in sets A-E. Set A corresponds to the pairwise comparison p16 KO RUN vs p16 KO CTL; set B indicates p16 KO CTL vs p16 WT CTL; set C represents p16 WT RUN vs p16 WT CTL, set D corresponds to the comparison p16 KO RUN vs p16 WT CTL, and set E to the comparison p16 KO RUN vs p16 WT RUN. The genes showing significant pairwise differential expression were identified by the DESeq2 software using the Wald test (Love et al., 2014), with significance threshold of the log_2_ fold change *p*-value <0.05. RNA seq results were obtained from four independent samples for each of the four experimental groups (two mice per sample).

The average running wheel distance over the 12-day-experiment was 2.71 km/day ±0.67 Standard Error Mean (SEM) for p16 WT mice and 2.98 km/day ±0.92 (SEM) for KO mice, without significant differences (*p* = 0.86, Student’s t-test); the total distances run were on average 32.54 km ± 8.00 (SEM) for p16 WT and 35.74 km ± 11.03 (SEM) for p16 KO mice, *p* = 0.86; n p16 WT mice = 8, n p16 KO mice = 8, Student’s t-test.

### Running protocol for p16 KO and p16 WT mice used for immunohistochemistry analyses and real-time PCR

For immunohistochemistry analyses and Real-Time PCR (RT-PCR) studies, one-year-old mice had access to the running wheel for 12 days and/or 7 days, or were housed in standard cages (sedentary, NO RUN) and were sacrificed after the end of the experimental protocol, as indicated (see experimental timelines in Figure 5A).

When compared, p16 WT and p16 KO mice did not show significant differences in 12 days running performances, as measured in the different protocols. The average running wheel distance was 2.17 km/day ±0.26 (SEM) for p16 WT mice and 2.56 km/day ±0.39 (SEM) for p16 KO mice (*p* = 0.42, Student’s t-test); the total distances run were on average 26.07 km ± 3.21 (SEM) for p16 WT and 30.81 km ± 4.78 (SEM) for p16 KO mice (*p* = 0.42, p16 WT mice n = 11, p16 KO mice n = 11, Student’s t-test).

Analogously, no significant differences were observed between p16 WT and p16 KO mice that were exposed to the running wheel for 7 days (in different protocols). The average running wheel distance was 1.81 km/day ±0.34 (SEM) for p16 WT mice and 2.34 km/day ±0.39 (SEM) for p16 KO mice (*p* = 0.31, Student’s t-test); the total distances run were on average 12.68 km ± 2.36 (SEM) for p16 WT and 16.38 km ± 2.74 (SEM) for p16 KO mice (*p* = 0.31, p16 WT mice n = 11, p16 KO mice n = 11, Student’s t-test).

### Dentate gyrus dissection and RNA isolation

One-year-old p16 WT and p16 KO mice, sedentary, 12 days runner (for RNA-seq) or subjected to a further 7 days of running (protocol 12d RUN +21d + 7d RUN in Figure 5A), were sacrificed by rapid decapitation. The bilateral dentate gyri were dissected under a stereomicroscope according to the procedure described by Hagihara et al. (2009), immediately homogenized in TRIzol Reagent (Invitrogen, San Diego, CA, USA). Subsequently, total RNA extraction was performed as described previously (Farioli-Vecchioli et al., 2012). Extracted RNA was quantified and assessed for purity using a NanoDrop ND-1000 Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA) and an Agilent 2,100 bioanalyzer (Agilent Technologies, Santa Clara CA). The RNAs were subsequently employed for Transcriptome sequencing and/or for real-time PCR experiments.

### Transcriptome sequencing

RNA-sequencing was performed using total RNA isolated from the dentate gyrus of one-year-old p16 wild-type or knockout mice, either submitted to running for 12 days or sedentary (8 animals per group). Four independent samples were used in total for each of the four experimental groups, and each sample was obtained by pooling together the dentate gyri from two mice.

The purified RNA was sent to IGA Technology Services (https://www.igatechnoloy.com) for RNA library preparation using a universal Plus mRNA-Seq kit (Tecan Genomics, Redwood City CA, USA, following the manufacturer’s instructions). Final libraries were checked with both Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA) and by Caliper LabChip GX (PerkinElmer, Waltham, MA). RNA sequencing was performed by NovaSeq 6,000 (Illumina, San Diego, CA) through paired-end 150 bp reads, and 80M reads on average per sample, followed by standard bioinformatic analysis.

This consisted of processing raw data for base calling and demultiplexing by Bcl2Fastq 2.20 version of the Illumina pipeline; adapters masking with Cutadapt v1.11; trimming of lower quality bases and adapters by ERNE software; aligning reads on reference mm10-ucsc genome/transcriptome with STAR; executing transcripts count by Stringtie; quality control by the RSeqQC package.

This was followed by pair-wise differential expression analysis: initially htseq-count (Anders et al., 2015) was used to preprocess RNA-Seq data for differential expression analysis by counting the overlap of reads with genes. DESeq2 (Anders and Huber, 2010; Love et al., 2014) was then used to perform comparisons between expression levels of genes and transcripts in two different conditions. Briefly, DESeq2 models the raw counts, using normalization factors (size factors) to account for differences in library depth. Then, it estimates the gene-wise dispersions and shrinks these estimates to generate more accurate estimates of dispersion to model the counts. Finally, DESeq2 fits the negative binomial model and perform hypothesis testing using the Wald test, which gives the probability that the observed differences of gene expression are significantly different than by chance (Love et al., 2014).

We used also a method included in the DESeq2 package, preliminary or alternative to pair-wise comparisons, by fitting a Generalized Linear Model (GLM) for each gene that accounts for all levels of a factor and its interactions at once and uses the Likelihood ratio test (LRT). LRT method makes a ratio of likelihood estimates between a “full” model, which comprises the full variance inherent to all factors (in our case genotype and treatment) including their interaction (genotype vs treatment), and a “reduced” model that comprises the full variance of factors except their interaction. The *p*-values are determined by the difference in deviance between the ‘full’ and ‘reduced’ model formula, allowing to calculate by difference the interaction between factors, even in a multi-level experiment, and to identify all differentially expressed (DE) genes with significant differences (i.e., interaction between the two levels) in the effect of treatment over genotype.

Moreover, the RNA sequencing datasets are deposited at the Gene Expression Omnibus (GEO) repository with Accession Number GSE237736 (https://www.ncbi.nlm.nih.gov/geo/).

### Gene Ontology enrichment

We carried out a Gene Ontology (GO) enrichment analysis with the aim to discover GO terms that were significantly over-represented in genes that were differentially regulated in specific comparisons, and then, to explore possible functional properties of these genes. It is possible to infer regulatory mechanisms or functional pathways that are activated or repressed in the analyzed conditions by looking at the GO terms enriched in the set of genes that are significantly differentially expressed.

We used the GO annotations retrieved from the Molecular Signatures Database (MSigDB) web site (https://www.gsea-msigdb.org/gsea/msigdb/) for the *Homo sapiens* species. This web site was also used to compute overlaps between our set of differentially regulated genes and gene sets in MSigDB. In detail, the *p*-values for enrichment are determined by the cumulative distribution function of the hypergeometric distribution (Fisher’s test), and the provided false discovery rate (FDR) q-values are an analog of the hypergeometric *p*-value after correction for multiple hypothesis testing according to Benjamini and Hochberg. Regarding the genes counter-regulated in SetB with respect to the CellAge senescence gene database (https://genomics.senescence.info/cells/signatures.php), their GO enrichment analysis was performed using the GSEA software applied to the existing Gene Ontology annotations for *Mus musculus*. The *p*-values for enrichment were calculated by Fisher’s exact test using the GSEA software.

### Real-time PCR

To validate the RNA sequencing results, total RNA extracted from the isolated dentate gyri was reverse-transcribed as previously described (Farioli-Vecchioli et al., 2012). The same samples used for RNA sequencing were employed for analysis in each of the four groups (four samples per group). Each sample consisted of dentate gyri from two mice.

Analogously, total RNA was extracted and reverse-transcribed for analysis of expression in dentate gyrus of p16 WT and p16 KO mice subjected to the protocol of double running (12d RUN +21d +7d RUN). Five samples per group were used.

The Applied Biosystems’ 7900HT System was used to perform real-time PCR on triplicate samples using SYBR Green I dye chemistry. Relative quantification was performed by the comparative cycle threshold method (Livak and Schmittgen, 2001). The mRNA expression levels were normalized to those of the TATA-binding protein (TBP) gene set as endogenous control. Statistical analysis of mRNA expression values was performed by Mann-Whitney U test on the RQ values of each comparison, after the Kruskal-Wallis test to analyze the main effects in the different groups together (i.e., p16 WT and KO, either CTL and RUN, or RUN and double RUN). TBP sequences were: TBP-F: 5′ CCA​ATG​ACT​CCT​ATG​ACC​CCT​A-3′ and TBP-R: 5′-CAG​CCA​AGA​TTC​ACG​GTA​GAT-3’. Average ±SEM values of fold-changes relative to the control sample are shown. Specific RT-PCR primers used were deduced from published murine cDNA sequences; their sequence is available upon request.

### Immunohistochemistry

The mouse brains were collected after transcardiac perfusion with 4% paraformaldehyde (PFA) in PBS 1x and kept overnight in 4% PFA. Brains were then equilibrated in 30% sucrose and cryopreserved at −80°C. Immunohistochemistry was performed on serial free-floating coronal sections cut at 40 μm thickness in a cryostat at −25°C from brains embedded in Tissue-Tek OCT (Sakura Finetek, Torrance, CA, USA).

Proliferating stem and progenitor cells were visualized by means of a rabbit monoclonal antibody against Ki67 (Invitrogen, San Diego, CA, USA; MA514520; 1:200), a goat polyclonal antibody against Sox2 (Abcam, Cambridge, UK; Ab239218; 1:300), and a mouse monoclonal antibody against GFAP (Sigma-Aldrich, St Louis, MO; G6171; 1:200). Sections were previously permeabilized with 0.3% TritonX-100 in PBS, and then incubated with primary antibodies against Ki67 and Sox2 with 3% normal donkey serum in 0.3% TritonX-100 in PBS for 16–18 h at 4°C, followed by incubation with secondary antibodies. Sections were post-fixed with 4% paraformaldehyde (PFA) for 10 min and then incubated with the anti-GFAP antibody with 3% normal donkey serum in 0.3% TritonX-100 in PBS for 16–18 h at 4°C, followed by incubation with the secondary antibody.

Secondary antibodies used to visualize the antigen were from Jackson ImmunoResearch (West Grove, PA, USA) as follows: a donkey anti-rabbit antiserum conjugated to tetramethylrhodamine isothiocyanate (TRITC) (Ki67) and a donkey anti-goat antiserum conjugated to Alexa-647 (Sox2); a donkey anti-mouse antiserum conjugated to Alexa-488 (GFAP), incubated for 1 h. At the end of the procedure, to reduce auto-fluorescence of the tissue, slices were treated with 0.3% Sudan Black (Sigma-Aldrich, St Louis, MO) in 70% ethanol for 30 s and rinsed thoroughly with PBS 1x. Nuclei were counterstained by Hoechst 33,258 (Sigma–Aldrich, St Louis, MO; 1 μg/ml in PBS).

Confocal Z-stacks and single plane-images of the immunostained sections were obtained using a TCS SP5 confocal laser scanning microscope (Leica Microsystem, Wetzlar, Germany).

### Quantification of cell numbers

The cells positive for the indicated markers were counted throughout the whole rostrocaudal extent of the dentate gyrus, in one-in-six series of 40-μm free-floating coronal sections (240 μm apart), analyzed with confocal microscopy. To obtain the total estimated number of positive cells within the whole dentate gyrus, the average number of positive cells per section was multiplied by the total number of sections including the entire dentate gyrus (approximately 50–60 sections), as described (Farioli-Vecchioli et al., 2008; Jessberger et al., 2005; see also Noori and Fornal, 2011 regarding the cell counting theory). Approximately 8–10 sections (16–20 dentate gyri areas) per mouse and at least three animals per group were analyzed. Cell number analyses were performed manually by trained experimenters, in blinded fashion, using the IAS software to register positive cells (Delta Sistemi, Rome, Italy).

### Statistical analyses

The Wald test *p*-value (p) (part of the DESeq2 package; Love et al., 2014; Anders and Huber, 2010) was used to perform the pairwise comparison of differential gene expression, i.e., the comparison of the mean fold-expression changes between samples of two groups from the different data sets (*n* = 4 samples per group); *p*-value was corrected for False Discovery Rate (FDR) to obtain the *padj*-value, i.e., *p*-value adjusted for multiple hypothesis testing using the procedure of Benjamini and Hochberg (Love et al., 2014; Figure 1, Supplementary Table S1; Figure 2, Supplementary Table S4; Table 1, Supplementary Table S5; Table 2, Supplementary Table S6).

**FIGURE 2:**
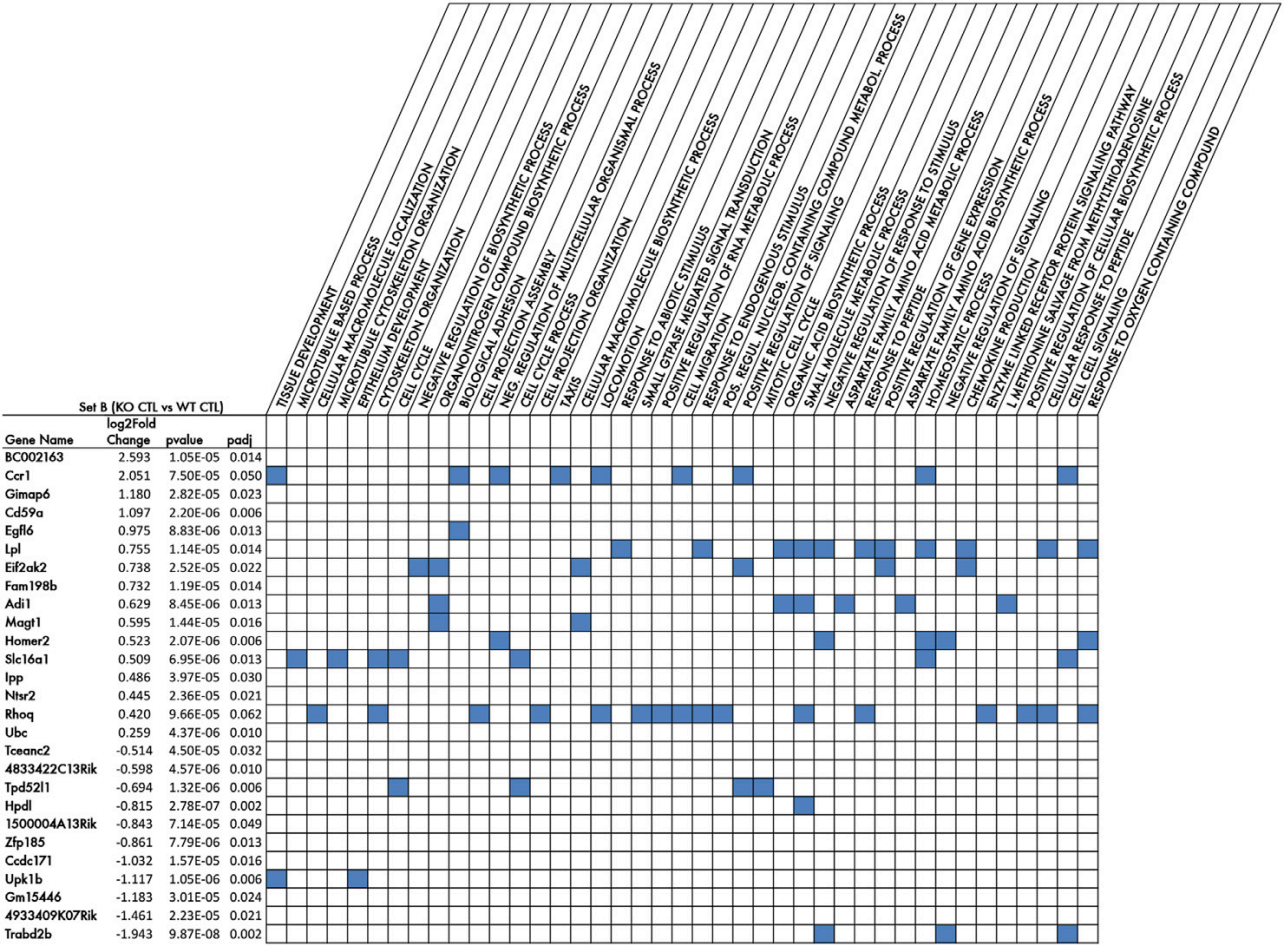
Top DE genes of Set B comparison, i.e., the genetic signature of p16 knockout in aged dentate gyrus, and the biological processes enriched in these genes (GOBP terms). Listed in rows are the 27 genes showing the top significant differences in expression between the two groups of the Set B comparison, i.e., p16KO CTL vs p16WT CTL, (differentially expressed genes with log2fold change *p*-value **≤** 0.0001) sorted by decreasing log2 Fold change. The pairwise calculations of differential gene expression and their statistical significance were performed by DESeq2 (Love et al., 2014). The full list of DE genes of Set B comparison is shown in Supplementary Table S1. Log2 Fold change is the expression fold change occurring for each gene within the Set B comparison; *p*-value is the probability generated by the Wald test (Love et al., 2014), under the null hypothesis, of obtaining the Set B log2 Fold change observed; padj is the *p*-value adjusted for multiple testing with the Benjamini-Hochberg procedure to control the false discovery rate (FDR). Columns show the GO Biological Processes significantly enriched (FDR q-value <0.05) of Set B genes DE with Wald test *p*-value <0.01 and including the top DE genes indicated in the rows. The full list of the significantly enriched (FDR q-value <0.05) GO Biological Processes is shown in Supplementary Table S2 **.**

**TABLE 1:** Focused search for genes correlated to the proliferative activation of stem cells: selection of the differentially expressed GLM genes whose expression was significantly changed in the dentate gyrus by running in both Set D and Set E (termed Set D_Set E_GLM). The genes identified by the GLM procedure, i.e., whose expression was significantly changed by interaction between running and genotype, were further selected for their expression being induced or reduced by running with *p* < 0.05 in the pairwise comparisons of Set D (p16 KO RUN vs p16 WT CTL) and of Set E (p16 KO RUN vs p16 WT RUN). In this way 29 genes in total were selected (Set D_Set E_GLM selection). The regulation of these genes matches the pattern of activation of p16 KO stem cells by running (see Micheli et al., 2021), with maximal differential change of expression in the pairwise comparisons analyzed (i.e., with p16 WT CTL or with p16 WT RUN). Among Set D_Set E_GLM genes we show here those having a function that, according to the current literature, can be connected with the activation of neurogenesis, i.e., of stem and progenitor cells of the dentate gyrus, ranked by decreasing log2 fold change in Set D. The full list of 29 genes of Set D_Set E_GLM is shown in Supplementary Table S5. The genes written in red are those with significant differential expression also in Set B (p16 KO CTL vs p16 WT CTL groups). p-values for Set D and Set E genes were obtained by DESeq2 analysis through the Wald test, while p-values for genes selected by the GLM model were obtained by testing the difference between the ‘full’ and ‘reduced’ model (Love et al., 2014).

	Set D		Set E		GLM		
	KO RUN vs WT CTL		KO RUN vs WT RUN				
Gene name	log2Fold change	P-value	log2Fold change	P-value	P-value	Gene function correlated to stem cell activation	References
Mki67	1.3571	0.00000003	1.48700	0.0000212	0.00055784	Cell cycle regulator	Scholzen and Gerdes (2000)
Top2a	1.2416	0.0006039	1.44020	0.0000284	0.0081051	Cell cycle regulator	Gómez-Herreros et al. (2014)
Lepr	1.1527	0.000036	0.80141	0.001078	0.0041875	Synaptic plasticity regulator	Dhar et al. (2014)
Zic4	0.9007	0.04344	0.91747	0.042865	0.04725	Activator of stem cell proliferation	Blank et al. (2011)
Nlrc5	0.8740	0.014378	0.91737	0.045703	0.0014689	Negative ROS regulator	Li et al. (2021a)
Slc18a2	0.8177	0.0022055	0.86778	0.0011748	0.016933	Synaptic plasticity regulator	Stefanovic et al. (2016)
Prc1	0.7320	0.049167	1.15650	0.0027045	0.0083644	Cell cycle regulator	Mollinari et al. (2002)
Gstm2	0.6531	0.040371	0.81297	0.0047004	0.021936	Negative ROS regulator	Segura-Aguilar et al. (2014)
Pole	0.6457	0.00032249	0.34811	0.039086	0.011691	Cell cycle regulator	Hogg and Johansson (2012)
Cenpf	0.6309	0.0052725	0.83230	0.0001357	0.0014211	Synaptic plasticity regulator	Tanaka et al. (2012)
Unc13d	0.5407	0.04825	0.46491	0.024812	0.025937	Synaptic plasticity regulator	Dittman (2019)
Mocos	0.4824	0.046743	0.37830	0.020257	0.015645	Negative ROS regulator	Féron et al. (2016)
Lpin2	0.2358	0.0000206	0.17873	0.015751	0.00075486	Fatty acid metabolism regulator	Chen et al. (2015)
Gabbr2	0.1696	0.0010229	0.13118	0.024323	0.0091136	Synaptic plasticity regulator	Heaney and Kinney (2016)
Cnbp	−0.1752	0.001746	−0.14838	0.0061765	0.031318	Cell cycle regulator	Calcaterra et al. (2010)
Rgs14	−0.2057	0.018748	−0.22733	0.0043943	8.33E-05	Synaptic plasticity negative regulator	Evans et al. (2018)
Ttc9	−0.2738	0.031716	−0.33005	0.01287	0.002817	Cell division?	Cao et al. (2008)
Ramp3	−0.5486	0.0086496	−0.60432	0.018916	0.015335	Pro-differentiative	Li et al. (2021b)

**TABLE 2:** Wide search for genes correlated to the proliferative activation of stem cells: selection of the 866 differentially expressed GLM genes whose expression was significantly changed in the dentate gyrus by running in both Set A and Set E (termed Set A_Set E_GLM). This analysis is parallel to, but wider than, the one shown for Set D_Set E_GLM in Table 1. In fact the 866 genes identified by the GLM procedure, i.e., whose expression was significantly changed by the interaction between running and genotype, were further selected for genes changed by running with *p* < 0.05 in both pairwise comparisons of Set A (p16 KO RUN vs p16 KO CTL) and of Set E (p16 KO RUN vs p16 WT RUN). The total number of genes identified in this way was 106: this group was named Set A_Set E_GLM selection and its differential gene regulation reproduces the pattern of proliferative activation of p16 KO stem cells by running, with respect to the other groups. Moreover, Set A_Set E_GLM selection includes all genes of Set D_Set E_GLM shown in Table 1, indicating that the Set A_Set E_GLM is more comprehensive. The list shown here is a selection among the Set A_Set E_GLM genes of those that could be functionally correlated, according to the existing literature, to the activation of stem and progenitor cells of the dentate gyrus, sorted by decreasing log2 fold change in Set A. The full list of 106 genes of Set D_Set E_GLM is shown in Supplementary Table S6. The genes highlighted in red are those with significant differential expression also in Set B (p16 KO CTL vs p16 WT CTL groups), i.e., the set representing the genetic signature of p16 knockout. p-values for Set A and Set E genes were obtained by DESeq2 analysis through the Wald test, while p-values for genes selected by the GLM model were obtained by testing the difference between the ‘full’ and ‘reduced’ model (Love et al., 2014).

	Set A		Set E		GLM		
	KO RUN vs KO CTL		KO RUN vs WT RUN				
Gene name	log2Fold change	P-value	log2Fold change	P-value	P-value	Gene function correlated to stem cell activation	References
Tfap2c	2.5099	0.0041173	2.1996	0.022623	0.0017784	Promotes hippocampal neurogenesis	Mateus-Pinheiro et al. (2017)
Npw	1.8813	0.0005558	1.0357	0.043069	0.043133	Hippocampal signaling	Chottova Dvorakova (2018)
Nlrc5	1.7969	0.0000344	0.91737	0.045703	0.0014689	Negative ROS regulator	Li et al. (2021a)
Mki67	1.5041	0.0000001	1.487	2.12E-05	0.00055784	Cell cycle regulator	Scholzen and Gerdes (2000)
Lepr	1.4658	0.0000007	0.80141	0.001078	0.0041875	Synaptic plasticity regulator	Dhar et al. (2014)
Clcn1	1.3064	0.0079431	0.74279	0.0053492	0.0098998	Synaptic regulator	Imbrici et al. (2015)
Cyp11a1	1.1998	0.0001284	0.54095	0.023468	0.010046	Hippocampus response to injury	Chia et al. (2008)
Top2a	1.1833	0.00011062	1.4402	2.84E-05	0.0081051	Cell cycle regulator	Gómez-Herreros et al. (2014)
Eomes	1.1415	0.008134	2.38	1.88E-05	0.00023908	Hippocampal progenitor cell marker	Nelson et al. (2020)
Zic4	1.099	0.01369	0.91747	0.042865	0.04725	Activator of stem cell proliferation	Blank et al. (2011)
Pole	1.0115	0.0000071	0.34811	0.039086	0.011691	Cell cycle regulator	Hogg and Johansson (2012)
Insm2	0.99643	0.0470330	1.1039	0.044601	0.02797	Glycolitic pathway activator	Wang et al. (2018)
Mocos	0.94776	0.0000387	0.3783	0.020257	0.015645	Negative ROS regulator	Féron et al. (2016)
Unc13d	0.89326	0.0000370	0.46491	0.024812	0.025937	Synaptic plasticity regulator	Dittman (2019)
Slc18a2	0.88805	0.0012173	0.86778	0.0011748	0.016933	Synaptic plasticity regulator	Stefanovic et al. (2016)
Prc1	0.87277	0.01267	1.1565	0.0027045	0.0083644	Cell cycle regulator	Mollinari et al. (2002)
Cenpf	0.82583	0.00035633	0.8323	0.00013571	0.0014211	Synaptic plasticity regulator	Tanaka et al. (2012)
Gstm2	0.77843	0.0048713	0.81297	0.0047004	0.021936	Negative ROS regulator	Segura-Aguilar et al. (2014)
Dpf3	0.44617	0.000012	0.28425	0.0014714	0.0006557	Promotes stem cell proliferation	Lessard et al. (2007)
Trp73	0.41055	0.04942	0.31332	0.027558	0.018847	Promotes stem cell proliferation	Talos et al. (2010)
Ncapd2	0.38713	0.0001085	0.16293	0.04469	0.023229	Promotes cell proliferation	He et al. (2023)
Lpin2	0.37591	8.83E-11	0.17873	0.015751	0.00075486	Fatty acid metabolism regulator	Chen et al. (2015)
Dbn1	0.37119	0.000000031	0.14431	0.010052	0.0081834	Synaptic plasticity regulator	Jung et al. (2015), Aoki et al. (2005)
Grm1	0.30756	0.00023736	0.20714	0.0025639	0.0018544	Synaptic plasticity regulator	Baskys et al. (2005)
Cog1	0.26607	0.00024705	0.099728	0.047439	0.0038386	Regulator of neuronal vesicles	Climer et al. (2018)
Zfp143	0.26463	0.0049829	0.18189	0.043793	0.0011626	Regulator of stemness	Choi et al. (2012)
Gabbr2	0.22451	0.000032	0.13118	0.024323	0.0091136	Synaptic plasticity regulator	Heaney and Kinney (2016)
Glrb	−0.14419	0.036066	−0.14323	0.0083886	0.0010861	Synaptic plasticity regulator	Lee et al. (2017)
Cnbp	−0.22151	0.0021957	−0.14838	0.0061765	0.031318	Proliferation regulator	Calcaterra et al. (2010)
Nrxn1	−0.23221	0.00000080	−0.10842	0.013282	0.013987	Synaptic plasticity regulator	Luo et al. (2021)
Mzt1	−0.2335	0.00020106	−0.15501	0.014654	2.71E-06	Cell division regulator	Batzenschlager et al. (2014)
Purb	−0.24099	0.00065256	−0.1747	0.00039673	2.41E-05	Exercise-dependent synaptic plasticity regulator	Chen et al. (2007)
Fgf12	−0.25472	0.00087818	−0.15989	0.01975	0.032654	Synaptic plasticity regulator	Zhang et al. (2012)
Pbx1	−0.26346	0.0000677	−0.1229	0.016314	0.043764	Stem cell regulator	Hau et al. (2021)
Nudt3	−0.28487	0.0015394	−0.17299	0.032189	0.013985	Involved in insulin signaling	Williams et al. (2015)
Pou3f3	−0.31284	0.0000008	−0.17004	0.038589	0.00028684	Stem cell regulator; favors quiescence	Castro et al. (2006)
Galk1	−0.34371	0.0032957	−0.26377	0.041561	0.0028659	Glycolysis regulator	Oh et al. (2020)
Crim1	−0.3589	0.0016505	−0.24056	0.013359	0.00066872	Involved in neural development	Ponferrada et al. (2012)
Rgs14	−0.38356	0.0000044	−0.22733	0.0043943	8.33E-05	Synaptic plasticity negative regulator	Evans et al. (2018)
Grm3	−0.50434	0.00086289	−0.15248	0.045464	0.020496	Synaptic plasticity regulator, Neurotransmitter receptor	Dogra et al. (2021)
Ttc9	−0.5047	0.0000805	−0.33005	0.01287	0.002817	Cell migration ?	Cao et al. (2008)
Klhl4	−0.50857	0.0017137	−0.31945	0.02117	0.0069358	Cell cycle regulator	Choi et al. (2020)
Gabra3	−0.595	0.0017071	−0.2893	0.041659	0.015167	Synaptic plasticity regulator, Neurotransmitter receptor	Wagner et al. (2021)
Ramp3	−0.75442	0.0010749	−0.60432	0.018916	0.015335	Pro-differentiative	Li et al. (2021b)
Sp8	−1.0514	0.0048701	−0.88825	0.022895	0.012781	Marker of quiescent stem cells	Zhang et al. (2016)
Chrm5	−1.3817	0.010806	−1.0349	0.025201	0.026236	Synaptic plasticity regulator, Neurotransmitter receptor	Sakata and Overacre (2017)
Nov	−1.6364	0.034359	−0.85695	0.0011469	0.016149	Inhibitor of progenitor cell proliferation	Le Dréau et al. (2010)

The Fisher’s Exact test was used to determine the statistical significance of the overlap between differentially expressed genes from different data sets (e.g., Set B genes vs the CellAge Senescence database; Supplementary Table S3), or the probability that a Gene Ontology functional class is enriched in DE genes (Figure 2, Supplementary Table S2, Supplementary Table S3, Supplementary Table S7, Supplementary Table S8). Moreover, the statistical significance of stem cells number in immunohistochemistry data was evaluated by two-way Analysis of Variance (ANOVA) to test the main effects of both genotype and running, while individual between-group comparisons to evaluate simple effects were carried out by Fisher’s PLSD ANOVA *post hoc* test (Figures 5C, D).

Real-time PCR data, after performing Levene’s and Bartlett’s tests to assess the homogeneity of variance, were analyzed by non-parametric tests, being fold-change data; Kruskal-Wallis test was used for statistical analysis when the main effects of both genotype and running were evaluated (Figure 4B; Figure 5E); individual between-group comparisons (i.e., simple effects in Set B, Set A, Set D, Set E comparisons) were analyzed by the Mann-Whitney U *post hoc* test (Figures 4A, B; Figure 5E).

Kruskal-Wallis and Mann-Whitney U tests were carried out using the Stat View 5.1 software (SAS Institute, Cary, NC, USA), Levene’s and Bartlett’s tests by XLSTAT (Addinsoft, Paris, France). Differences were considered statistically significant at *p*-value <0.05. Real-time PCR and immunohistochemistry data were expressed as mean ± SEM.

## Results and discussion

Our aims were i) to identify genes differentially regulated by p16 knockout, relative to wild-type, i.e., genes representing the genetic signature of p16 knockout in the aged dentate gyrus; ii) to identify genes responsible for, or correlated with, the activation of stem cell proliferation exerted by running in the dentate gyrus of aged p16 knockout mice, as previously observed (Micheli et al., 2019); iii) to investigate the effect of hyperstimulation of stem cells through a repeated stimulus and the correlation with the expression of the stem cell-specific genes identified in this study. This would allow to define the role of p16 in the maintenance of the stem cell pool.

### Global differences in gene expression induced by running in the dentate gyrus of the aged p16 knockout model

By RNA sequencing we assessed the transcriptomic profiles of the dentate gyrus isolated from the same mouse model used by Micheli et al., 2019, i.e., one-year-old p16 wild-type or *p16* knockout mice, submitted to physical exercise or sedentary. 

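The dentate gyri of 8 animals per group were pooled 2 by 2, so that each of the 4 groups (p16 WT CTL, p16 KO CTL, p16 WT RUN and p16 KO RUN) was measured in 4 libraries, 16 in all, numbered as replicates 1 to 16. The authors aligned the paired reads to the mm10 mouse genome with STAR and computed the abundance of each gene with StringTie, in TPM, a unit of transcript share that corrects for gene length and sums to the same total in every library. The paper's own comparisons used reads counted by htseq-count and the DESeq2 software, whereas the values given beside its results come from the TPM tables, which hold no read counts. The tables list 24421 gene names. Libraries were scaled by the median of their ratios to the mean library over the 13226 genes with at least 1 TPM in each of the 16 libraries, and log2 values were taken after adding 0.1 TPM. The 17317 genes with a mean of at least 0.1 TPM were compared with limma, a linear model whose variances are moderated across genes, with only the 8 libraries of the 2 groups in each fit. Levels are given as TPM without scaling, with their mean ± SD over 4 libraries, and log2 fold changes come from the scaled values. Adjusted p-values follow Benjamini and Hochberg over the 17317 genes. For single genes an exact two-sided permutation test over the 35 splits of 8 libraries into 4 against 4 was added, whose smallest p is 0.0286. Each library holds 2 mice, so the spread between single animals was not measured. The relative depth of a library was taken as the median over genes of coverage divided by FPKM, set against the median library. It was 0.999 to 2.21 (median 1.19) in p16 WT CTL, 1.02 to 1.91 (median 1.10) in p16 KO CTL, 0.710 to 0.982 (median 0.826) in p16 WT RUN and 0.905 to 1.00 (median 0.988) in p16 KO RUN, so that p16 WT RUN had the lowest relative depth. With no read counts in the tables, the counting error of a low value is not known. Replicates of a group correlated across genes with a Pearson r of 0.969 to 0.987, where genes are not independent replicates. Cdkn2a itself, on chromosome 4 of mm10 from 89274473 to 89294619, was at most 0.586 TPM in p16 WT CTL, 0.344 in p16 KO CTL, 0.475 in p16 WT RUN and 0.413 in p16 KO RUN, near 0 in every group, so its level does not tell the genotypes apart. Its log2 fold change was 0.0071 (standard error 0.77, adjusted p = 0.998) in Set B (p16 KO CTL against p16 WT CTL), positive only by its sign, since it was -0.027 with a pseudocount of 1, -0.013 with TPM as deposited and -0.027 with FPKM and ran from -0.43 to 0.64 with 1 library left out.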

The wild-type and knockout mice had free access to a running wheel (called here p16 WT RUN and p16 KO RUN) for 12 days, following a protocol used previously (Farioli-Vecchioli et al., 2014; see protocol scheme and timeline in Figure 1A).

At the end of the 12-day exercise regimen, the dentate gyrus from p16 WT RUN and p16 KO RUN mice, as well as the dentate gyrus from control sedentary p16 wild-type (p16 WT CTL) and p16 knockout animals (p16 KO CTL), were isolated according to a described procedure (Hagihara et al., 2009), and processed for transcriptome analysis.

As a preliminary analysis, we examined the global gene expression to identify the differentially expressed (DE) genes in different pairwise comparisons, performed by the DESeq2 software using the Wald test (Love et al., 2014), with the significance threshold of the *p*-value of differential gene expression (log_2_ fold change) set to *p*-value <0.05.

The pairwise comparisons taken into consideration here were defined as Set A (p16 KO RUN vs p16 KO CTL, 3,272 genes), Set B (p16 KO CTL vs p16 WT CTL, 1,230 genes), Set C (p16 WT RUN vs p16 WT CTL, 762 genes), Set D (p16 KO RUN vs p16 WT CTL, 1,475 genes) and Set E (p16 KO RUN vs p16 WT RUN, 494 genes); see the Venn diagram, Figure 1B, showing the gene numbers belonging to these pairwise comparisons, with *p*-value <0.05 as well as the intersection of the differentially expressed gene sequences in sets A-E.

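Among the 17317 genes tested with limma, unadjusted p-values under 0.05 were reached by 3200 genes in Set A (1857 higher and 1343 lower), 1151 in Set B (529 higher, 622 lower), 834 in Set C (463 higher, 371 lower), 1499 in Set D (850 higher, 649 lower) and 670 in Set E (364 higher, 306 lower). At this threshold 866 genes are reached by chance alone when no gene differs. With adjusted p-values under 0.05 there were 3 genes in Set A, 0 in Set B, 0 in Set C, 0 in Set D and 1 in Set E, and the smallest adjusted p was 0.0265 in Set A, 0.624 in Set B, 0.0731 in Set C, 0.0533 in Set D and 0.00031 in Set E. With all 16 libraries in one fit, the count at an unadjusted p under 0.05 in Set B was 2208. Leaving out 1 library gave 2015 to 4734 genes in Set A, 557 to 3028 genes in Set B, 541 to 1023 genes in Set C, 1123 to 1935 genes in Set D and 486 to 1051 genes in Set E.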

Set D, Set A and Set E comparisons were used to select genes with pattern of expression changes comparable to the proliferative changes exerted by running in p16 knockout stem cells, as observed in Micheli et al. (2019), whereas Set B comparison was taken into consideration to identify the p16 knockout signature (see below).

In global terms, Set A (KO RUN vs KO CTL, 3,272 genes) is the most abundant in DE genes, possibly because it incorporates a double differential regulatory effect, that of running in KO mice relative to wild-type control (Set D), and the effect of KO control relative to wild-type control (Set B). 

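The 3200 genes of Set A make up 18.5% of those tested. In 1799 genes (10.4%) the libraries of p16 KO RUN and p16 KO CTL did not overlap, where chance gives 2.86%. Leaving out 1 library gave from 2015 genes (without p16 KO CTL replicate 7) to 4734 (without p16 KO CTL replicate 5) at an unadjusted p under 0.05, and from 0 (without p16 KO CTL replicate 6) to 179 (without p16 KO CTL replicate 5) at an adjusted p under 0.05. Set A shared 643 genes with Set D and 481 with Set B at an unadjusted p under 0.05. Of the latter, 477 had opposite signs in the pair of sets, which use the same 4 p16 KO CTL libraries on opposite sides of the comparison. The 3 genes of Set A with an adjusted p under 0.05 were all higher in p16 KO RUN, and all 3 also had the same sign in Set C, running in the wild type. Hectd2 (chromosome 19 of mm10 from 36554639 to 36621135) was at 47.7 ± 5.58 TPM (SD, n = 4) in p16 KO RUN and 20.7 ± 2.38 TPM (SD, n = 4) in p16 KO CTL, with a log2 fold change of 1.13 (standard error 0.10, adjusted p = 0.0265) and a range of 1.07 to 1.22 with 1 library left out. Slc27a3 (chromosome 3 of mm10 from 90385233 to 90389927) was at 20.5 ± 1.27 TPM (SD, n = 4) in p16 KO RUN and 10.2 ± 1.40 TPM (SD, n = 4) in p16 KO CTL, with a log2 fold change of 0.94 (standard error 0.10, adjusted p = 0.0387) and a range of 0.89 to 1.00 with 1 library left out. Inhba (chromosome 13 of mm10 from 16014475 to 16027211) was at 18.8 ± 3.85 TPM (SD, n = 4) in p16 KO RUN and 6.18 ± 0.706 TPM (SD, n = 4) in p16 KO CTL, with a log2 fold change of 1.51 (standard error 0.16, adjusted p = 0.0387) and a range of 1.38 to 1.59 with 1 library left out. Every p16 KO RUN library lay above every p16 KO CTL library in these 3 genes (exact permutation p = 0.0286). In the wild type, Hectd2 was at 49.43 ± 15.04 TPM (SD, n = 4) in p16 WT RUN and 21.95 ± 7.95 TPM in p16 WT CTL. Inhba was at 16.59 ± 8.062 TPM (SD, n = 4) in p16 WT RUN and 5.508 ± 1.29 TPM in p16 WT CTL. The means of Hectd2 and Inhba were thus higher with running in the wild type too. The count of genes at an adjusted p under 0.05 in Set A was 0 with all 16 libraries in one fit, 0 without the variance trend and 6 with genes of mean TPM of at least 1.

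**Figure D1:**
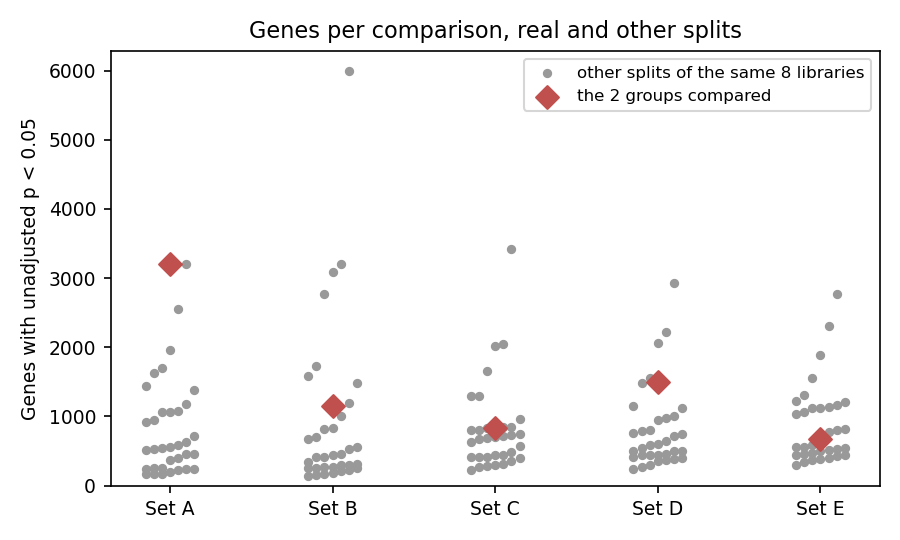
Number of genes with an unadjusted p under 0.05 (vertical axis) in each set for the 35 splits of its 8 libraries into 4 against 4, with the real groups as red diamonds and the other splits as grey points. In Set A the real groups gave 3200 genes and the other splits at most 3199, and in Set B other splits gave up to 5995 genes against 1151.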

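In Set B, which compares p16 KO CTL with p16 WT CTL, the genes at an unadjusted p under 0.05 were 6.65% of those tested, against the 5% that chance gives, and 466 genes (2.69%) had no overlap between the 8 libraries, against 2.86% by chance. Their median absolute log2 fold change was 0.456. The count ran from 557 genes without p16 KO CTL replicate 7 to 3028 without p16 WT CTL replicate 2, and from 0 to 6 at an adjusted p under 0.05 (6 without p16 KO CTL replicate 8).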

Notably, the knockout of p16, compared to wild-type control, has in itself a deregulatory effect on many genes (Set B, 1,230 genes). Whereas Set E is the least abundant set of DE genes, probably because there is a limited number of genes differentially regulated by running in KO mice, relative to the effect of running in wild-type mice - an effect not active in wild-type stem cells. Thus, Set E should include, similarly to Set A and Set D, stem cell-specific genes regulated by KO and by running.

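Set E held 3.87% of the genes tested at an unadjusted p under 0.05, below the 5% given by chance, and 423 genes (2.44%) whose libraries did not overlap. Without p16 WT RUN replicate 12 the count was 1051 genes. The 1 gene of Set E with an adjusted p under 0.05 was Nfix, on chromosome 8 of mm10 from 84704712 to 84800338, at 286 ± 32.1 TPM (SD, n = 4) in p16 KO RUN and 104 ± 3.98 TPM (SD, n = 4) in p16 WT RUN. The Nfix log2 fold change was 1.46 (standard error 0.081, adjusted p = 0.00031), with a range of 1.40 to 1.51 with 1 library left out and exact permutation p = 0.0286. With all 16 libraries in one fit 0 genes had an adjusted p under 0.05 in Set E, and without the variance trend 2 had. Across the groups the TPM of Nfix stood at separate levels within a group, since in p16 WT CTL replicate 2 it was at 86.0 TPM against 272.3 to 286 in the other 3 libraries, and the paper's reported Set E log2 fold change for Nfix, from its read counts, is -0.003.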

### Genetic signature of the p16 knockout in the aged dentate gyrus (set B comparison)

The first aim of this report was, as mentioned above, to identify genes differentially regulated in p16 knockout versus wild-type, thus, genes representing the genetic signature of p16 knockout in the aged dentate gyrus. We analyzed the DE genes of the Set B comparison (p16 KO CTL vs p16 WT CTL) presenting significance threshold of the differential gene expression at *p*-value <0.05. This analysis yielded 1,230 genes that resulted differentially induced or reduced by p16 knockout (listed in Supplementary Table S1).

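Of the 1230 genes in the paper's Set B list, 1202 were among those tested here. Their log2 fold changes had the paper's direction in 1192 genes, and 750 of these also had an unadjusted p under 0.05 (586 of the 1202 were higher and 616 lower in p16 KO CTL). Across genes, which are not independent replicates, the rank correlation with the paper's log2 fold changes was 0.96. No gene of the list had an adjusted p under 0.05 over all genes tested (smallest 0.624), and 0 had one adjusted over the list alone, a list that the study chose on these same libraries and that is no independent evidence. In 265 genes the 8 libraries did not overlap. The 750 genes became 331 without p16 KO CTL replicate 7 and 921 without p16 WT CTL replicate 2. In Set E, which shares no library with Set B, 735 of the 1202 genes had the paper's Set B direction and 37 of these an unadjusted p under 0.05.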

A selection of the top significant DE genes of Set B with highest significance (*p*-value **≤** 0.0001, 27 genes) and the corresponding Gene Ontology biological processes (GOBP) enriched in that gene list, are shown in Figure 2. 

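All 27 genes were tested here, and each had the paper's direction and an unadjusted p under 0.05 in Set B (16 higher and 11 lower in p16 KO CTL), with a median absolute log2 fold change of 0.75. None reached an adjusted p under 0.05 over all genes (smallest 0.624), whereas all 27 did when adjusted over the list alone, a list that the study chose on these libraries for its small p-values, so this count is no independent evidence. The libraries of p16 KO CTL and p16 WT CTL did not overlap in 25 of the 27 genes. Each gene was turned into a z-score over the 16 libraries, signed by the paper's Set B direction, and averaged over the 27 genes. This mean was 1.05 in p16 KO CTL and -0.733 in p16 WT CTL (exact permutation p = 0.0286), and 0.104 in p16 KO RUN and -0.424 in p16 WT RUN (exact permutation p = 0.343). In Set E 25 of the 27 genes kept the sign, 0 had an unadjusted p under 0.05, and their median absolute log2 fold change was 0.207. The difference between the effect of the knockout in sedentary and in running mice had an unadjusted interaction p under 0.05 in 9 of the 27 genes. The interaction includes the Set B difference for which the genes were chosen. Their choice thus favours this count, which is no independent evidence of a weaker effect of the knockout in running mice.

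**Figure D2:**
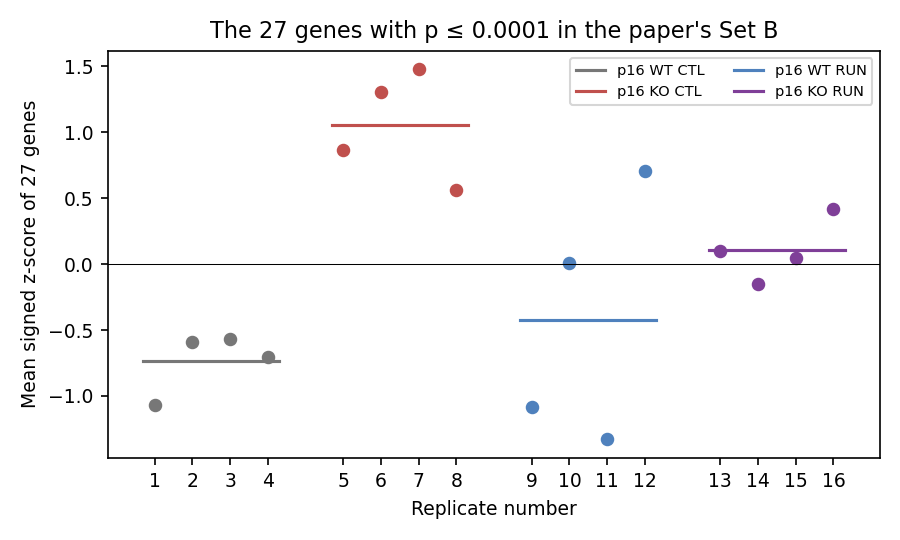
Mean signed z-score of the 27 genes (vertical axis) for each of the 16 libraries by replicate number, with a line at the mean of each group. The means are 1.05 in p16 KO CTL and -0.733 in p16 WT CTL, which chose the genes, and 0.104 in p16 KO RUN and -0.424 in p16 WT RUN.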

Among the genes upregulated by p16 knockout, we find genes that are upregulated in neurodegeneration and inflammation, such as the proapoptotic serine/threonine kinase *Eif2ak2* (Tible et al., 2019), or the C-C motif chemokine receptor 1 (*Ccr1*) linked to neuro-inflammation (Ciechanowska et al., 2020), or the neuroprotective molecule *Cd59a* that protects against cell injury after brain damage (Stahel et al., 2009; Britschgi et al., 2012). 

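Eif2ak2, on chromosome 17 of mm10 from 78852550 to 78882572, was at 7.38 ± 1.44 TPM (SD, n = 4) in p16 KO CTL and 4.66 ± 0.384 TPM (SD, n = 4) in p16 WT CTL. The Eif2ak2 log2 fold change in Set B was 0.70 (standard error 0.17, adjusted p = 0.624), and 0.57 to 0.81 with 1 library left out. Ccr1, on chromosome 9 of mm10 from 123962126 to 123968692, was near the lower limit of detection, at 0.606 ± 0.235 TPM (SD, n = 4) in p16 KO CTL and 0.173 ± 0.0797 TPM (SD, n = 4) in p16 WT CTL. The Ccr1 log2 fold change was 1.41 (standard error 0.35, adjusted p = 0.624), with a range of 1.20 to 1.61 over the fits that left out 1 library, and its size depended on the value added before taking logs: it was 0.47 with a pseudocount of 1 and 1.83 with one of 0.01. With all 16 libraries in one fit Ccr1 no longer had an unadjusted p under 0.05. Cd59a, on chromosome 2 of mm10 from 104095801 to 104115410, was at 10.6 ± 2.48 TPM (SD, n = 4) in p16 KO CTL and 5.23 ± 1.21 TPM (SD, n = 4) in p16 WT CTL, with a log2 fold change of 1.07 (standard error 0.21, adjusted p = 0.624) and 0.90 to 1.14 with 1 library left out. Single libraries stood apart in both groups of Cd59a, as in p16 WT CTL replicate 2 it was at 3.44 TPM against 5.61 to 5.94 in the other 3 libraries and in p16 KO CTL replicate 7 it was at 14.2 TPM against 8.87 to 9.70 in the other 3 libraries. In each of the 3 genes every p16 KO CTL library lay above every p16 WT CTL library (exact permutation p = 0.0286).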

Interestingly, the increased expression in p16 knockout of the proapoptotic gene *Eif2ak2* is consistent with the five-fold increase of apoptosis observed in the p16 knockout dentate gyrus (Micheli et al., 2019). Moreover, we observe an increase of lipoprotein Lipase (*Lpl*) expression, which may be associated with the repair of cellular damage (Loving and Bruce, 2020). This may indicate that the ablation of p16 leads to an inflammatory and dismetabolic state, without evident effect on neurogenesis, as no change is observed in stem and progenitor cells or dentate gyrus neurons (Micheli et al., 2019). 

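Lpl lies on chromosome 8 of mm10 from 68880555 to 68906932. It was at 108 ± 14.9 TPM (SD, n = 4) in p16 KO CTL and 66.0 ± 11.6 TPM (SD, n = 4) in p16 WT CTL, a log2 fold change of 0.77 (standard error 0.16, adjusted p = 0.624) that stayed within 0.65 to 0.90 when 1 library was left out. The highest p16 WT CTL library was below the lowest p16 KO CTL library (exact permutation p = 0.0286).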

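Magt1 (chromosome X of mm10 from 105968085 to 106011899), Homer2 (chromosome 7 of mm10 from 81600481 to 81706925), Slc16a1 (chromosome 3 of mm10 from 104638664 to 104658462), Ntsr2 (chromosome 12 of mm10 from 16653470 to 16660236) and Rhoq (chromosome 17 of mm10 from 86963111 to 87000069) were all higher in p16 KO CTL. Magt1 was at 11.8 ± 1.51 TPM (SD, n = 4) in p16 KO CTL and 8.21 ± 0.768 TPM (SD, n = 4) in p16 WT CTL, a log2 fold change of 0.57 (standard error 0.13, adjusted p = 0.624). For Slc16a1 the levels were 26.5 ± 3.40 TPM (SD, n = 4) in p16 KO CTL and 19.6 ± 1.94 TPM (SD, n = 4) in p16 WT CTL, with a log2 fold change of 0.49 (standard error 0.10, adjusted p = 0.624). Ntsr2 was at 191 ± 14.1 TPM (SD, n = 4) in p16 KO CTL and 149 ± 5.99 TPM (SD, n = 4) in p16 WT CTL, which gave 0.42 (standard error 0.085, adjusted p = 0.624) on the log2 scale. Rhoq reached 21.1 ± 1.41 TPM (SD, n = 4) in p16 KO CTL and 17.1 ± 0.161 TPM (SD, n = 4) in p16 WT CTL and a log2 fold change of 0.36 (standard error 0.087, adjusted p = 0.624). With 1 library left out, the log2 fold changes ran from 0.48 to 0.63 for Magt1, 0.42 to 0.56 for Slc16a1, 0.35 to 0.46 for Ntsr2 and 0.31 to 0.42 for Rhoq. Homer2 was at 19.0 ± 1.86 TPM (SD, n = 4) in p16 KO CTL and 12.0 ± 4.96 TPM (SD, n = 4) in p16 WT CTL with a log2 fold change of 0.85 (standard error 0.35, adjusted p = 0.624), of which a single library held a large part: in p16 WT CTL replicate 1 it was at 4.57 TPM against 14.2 to 14.7 in the other 3 libraries, and without that library the log2 fold change was 0.44. Its unadjusted p was under 0.05 in 4 of 8 fits (not without replicate 5, 6, 7 or 8) that left out 1 library. Homer2 also had no unadjusted p under 0.05 with all 16 libraries in one fit or without the variance trend. No p16 KO CTL library overlapped with the p16 WT CTL libraries in any of the 5 genes (exact permutation p = 0.0286).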

Other genes upregulated in Set B are involved in cell signaling, such as *Magt1* that activates the Mapk pathway (Bi et al., 2021), and *Homer2*, involved in glutamate signaling (Smothers et al., 2016), or genes activated in conditions involving neuroplasticity, namely, *Slc16A1*, the most abundant lactate transporter in the central nervous system, involved in activation of cellular brain metabolism and pH control (Halliday et al., 2019); or *NTSr2* that regulates NOS expression and activity at the synapse (Lores-Arnaiz et al., 2017); or also *Rhoq*, which plays an important role in axon elongation (Koinuma et al., 2021).

All this suggests that the ablation of p16 generates in the stem and progenitor cells a “priming” condition favorable to react to or to be activated by a stimulus. The set of genes downregulated in Set B includes the tumor suppressor *Trabd2b* (TraB domain containing 2B), which acts in glioma and osteosarcoma cells by inhibiting the Wnt signaling pathway, with consequent reduction in proliferation, colony formation ability and invasion of glioma and osteosarcoma cell lines (Li et al., 2014). This, although not obviously linked to an evident phenotype in the p16 KO dentate gyrus, is in line with the known pro-tumorigenic effect of p16 ablation (Sharpless et al., 2001; LaPak and Burd, 2014) and with the prompt proliferative response to stimulus.

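Trabd2b, on chromosome 4 of mm10 from 114406724 to 114615098, fell from 1.36 ± 0.429 TPM (SD, n = 4) in p16 WT CTL to 0.338 ± 0.183 TPM (SD, n = 4) in p16 KO CTL. This is a log2 fold change of -1.72 (standard error 0.34, adjusted p = 0.624), with -1.98 to -1.57 over the fits that left out 1 library and no overlap between the 8 libraries (exact permutation p = 0.0286). Trabd2b lies within 30 Mb of Cdkn2a. For that region the closing section leaves FVB sequence flanking the knocked-out gene open as an explanation.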

The biological processes significantly enriched in the top DE genes of Set B (as judged by *p*-value), shown in Figure 2, are associated with either cellular signaling (GOBP_Cell cell signaling: *Ccr1*, *Slc16a1, Trabd2b*; GOBP_Negative regulation of signaling: T*rabd2b*, *Homer2*), or with different types of cellular responses, e.g., GOBP_Cellular response to endogenous stimulus, and GOBP_Chemokine production: *Lpl* and *Eif2ak2*, consistently with a role in neurodegeneration and neuroinflammation. Other gene-enriched processes are GOBP__Biosynthetic process: *Magt1*, and GOBP_cell projection assembly: *Rhoq*, matching with their role in development and axon elongation (Figure 2). Moreover, a broad category is the GOBP_Response to oxygen-containing compound, comprising the upregulated genes *Lpl*, *Homer2* and *Rhoq*, which may underlie an availability to respond to stimulus.

An expanded analysis of the Gene Ontology Biological Processes, Cellular Components (GOCC) and Molecular Functions (GOMF), enriched in the Set B genes with log2 fold change DE *p*-value <0.01 (310 genes), is shown in Supplementary Table S2. 

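At an unadjusted p under 0.01, 190 genes of Set B were found here, and 0 at an adjusted p under 0.05, where 1151 had an unadjusted p under 0.05.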

Among the Biological processes enriched with greater number of differentially expressed genes there are genes related to cell cycle (GOBP_Cell cycle, 28 genes, *p*-value = 0.015), to nitric oxide generation (GOBP_Organonitrogen_compound_biosynthetic_process, 27 genes, *p*-value = 0.015) or to neurogenesis (GOBP_Neurogenesis, 22 genes, *p*-value = 0.013) and, as mentioned above regarding Figure 2, GOBP_ Cell_cell_signaling, 22 genes, *p*-value = 0.0135, and GOBP_Response to oxygen containing compound, 22 genes, *p*-value = 0.0133.

### Involvement of p16 knockout signature genes in the process of senescence

It is known that senescence is a critical process in which p16 plays a role as inducer (Rayess et al., 2012); however, this did not emerge through the GO enrichment analysis of Set B. Thus, to identify genes potentially regulated by senescence and associated with Set B genes, we compared the whole Set B (1,230 genes with log2 fold change DE *p*-value <0.05) with the senescence signature from the CellAge database (https://genomics.senescence.info/cells/signatures.php?) comprising 1,259 genes, and found that 91 genes are in common, with significant enrichment of Set B in the CellAge database of senescence genes (Fisher’s exact test, *p* < 0.0001). Of these, we selected the Set B genes whose expression is counter-regulated (43), with respect to the CellAge Senescence genes (Supplementary Table S3 **)**, as we reasoned that the p16 ablation should contrast the changes in age-induced senescence genes (Molofsky et al., 2005; Micheli et al., 2019). 

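Of the paper's 43 counter-regulated genes, 41 were tested and 40 had the paper's direction (30 higher and 11 lower in p16 KO CTL). An unadjusted p under 0.05 in the paper's direction was found in 33 of them, an adjusted p under 0.05 over all genes in 0, and 30 passed when adjusted over the list alone, which the study drew from its own Set B calls on these libraries and which is therefore no independent evidence. The 33 genes became 19 without p16 WT CTL replicate 1. The 8 libraries did not overlap in 11 of the 41 genes.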

We analyzed the GO biological processes enriched in the counter-regulated genes and found that the most significant process involves neuron death (GOBP_Neuron_death, *p*-value = 0.000002, *Gba*, *Btg2*, *Tnfrsf1b*, *Gpnmb*, *Fas*, *Ncstn*) (Supplementary Table S3). In fact, the Tnf receptor *Tnfrsf1b* induces apoptosis (Grabinger et al., 2017) and its expression is upregulated in Set B comparison, while *Ncstn* (Nicastrin) and *Btg2*, both of which inhibit apoptosis (Corrente et al., 2002; Micheli et al., 2015; Wang et al., 2020), are downregulated in Set B. The opposite regulation occurs during senescence, where *Btg2* acts as an important inhibitor of neural proliferation and inducer of terminal differentiation (Farioli-Vecchioli et al., 2009; 2008). Moreover, *Fas* (cell surface death receptor), which is activated in senescent cells and is downregulated in Set B, exerts neuroprotective activities in neural progenitor cells (Knight et al., 2010). 

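Tnfrsf1b (chromosome 4 of mm10 from 145212368 to 145246870) was at 3.12 ± 0.331 TPM (SD, n = 4) in p16 KO CTL and 2.65 ± 0.136 TPM (SD, n = 4) in p16 WT CTL, a log2 fold change of 0.28 (standard error 0.15, adjusted p = 0.624) (exact permutation p = 0.0571). Its unadjusted p was not under 0.05, except without the variance trend and without p16 KO CTL replicate 8, a library in which it was at 2.63 TPM against 3.28 to 3.30 in the other 3 (log2 fold change 0.36 without it). Ncstn (chromosome 1 of mm10 from 172066013 to 172082749) was at 51.7 ± 5.08 TPM (SD, n = 4) in p16 KO CTL and 59.7 ± 2.98 TPM (SD, n = 4) in p16 WT CTL, with a log2 fold change of -0.15 (standard error 0.066, adjusted p = 0.624) and -0.18 to -0.12 with 1 library left out. Its unadjusted p remained under 0.05 in 2 of 8 fits (not without replicate 1, 2, 3, 4, 7 or 8) and was 0.05 or more without the variance trend. Btg2 (chromosome 1 of mm10 from 134074865 to 134079155) was at 17.2 ± 3.09 TPM (SD, n = 4) in p16 KO CTL and 24.5 ± 4.71 TPM (SD, n = 4) in p16 WT CTL, with a log2 fold change of -0.44 (standard error 0.16, adjusted p = 0.624) and -0.57 to -0.35 with 1 library left out, where the unadjusted p was under 0.05 in 4 of 8 fits (not without replicate 1, 3, 7 or 8). The exact permutation p was 0.0286 for Ncstn and 0.0857 for Btg2.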

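Fas, on chromosome 19 of mm10 from 34290659 to 34327770, was at 1.13 ± 0.468 TPM (SD, n = 4) in p16 KO CTL and 1.97 ± 0.564 TPM (SD, n = 4) in p16 WT CTL, and its log2 fold change was -0.74 (standard error 0.29, adjusted p = 0.624), with -0.93 to -0.54 when 1 library was left out (exact permutation p = 0.0857). Gpnmb (chromosome 6 of mm10 from 49036518 to 49058182), which belongs to the same neuron death class in the paper, was also lower in p16 KO CTL. It was at 4.69 ± 1.64 TPM (SD, n = 4) in p16 KO CTL and 7.32 ± 0.623 TPM (SD, n = 4) in p16 WT CTL, a log2 fold change of -0.63 (standard error 0.23, adjusted p = 0.624) (exact permutation p = 0.114). With 1 library left out the unadjusted p stayed under 0.05 in 4 of 8 fits (not without replicate 3, 4, 6 or 7) for Fas and 5 of 8 (not without replicate 4, 6 or 8) for Gpnmb, and with quantile normalization Gpnmb did not have one.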

All this would be consistent with the increase of apoptosis observed in p16 knockout and with a counter-regulation of these genes occurring during senescence.

More generally, the p16 knockout causes disinhibition of cell cycle, which is known to be associated with an increase in apoptosis (Pucci et al., 2000), and this may lead to a conflict with the aging condition that would instead make cells prone to quiescence and senescence.

### Identification of genes correlated to the activation of the proliferation of stem cells exerted by running in p16 knockout dentate gyrus

The second aim of this study is the identification of genes correlated to the phenotype of proliferative activation of aged stem cells due to running, occurring in p16 knockout but not in p16 wild-type dentate gyrus, as described by Micheli et al. (2019). This response to running implies that the deletion of p16 allows stem cells to be in a more permissive condition to respond to a neurogenic stimulus (Micheli et al., 2019).

Thus, we sought genes whose transcriptomic profile showed a pattern similar to the phenotypic response of p16 knockout stem cells, i.e., a strong activation by running, relative to all other groups (p16 WT CTL, p16 WT RUN and p16 KO CTL). See in Figure 3A the outline of the phenotypic (proliferative) response of stem cells to running, according to the data published by Micheli et al. (2019).

**FIGURE 3:**
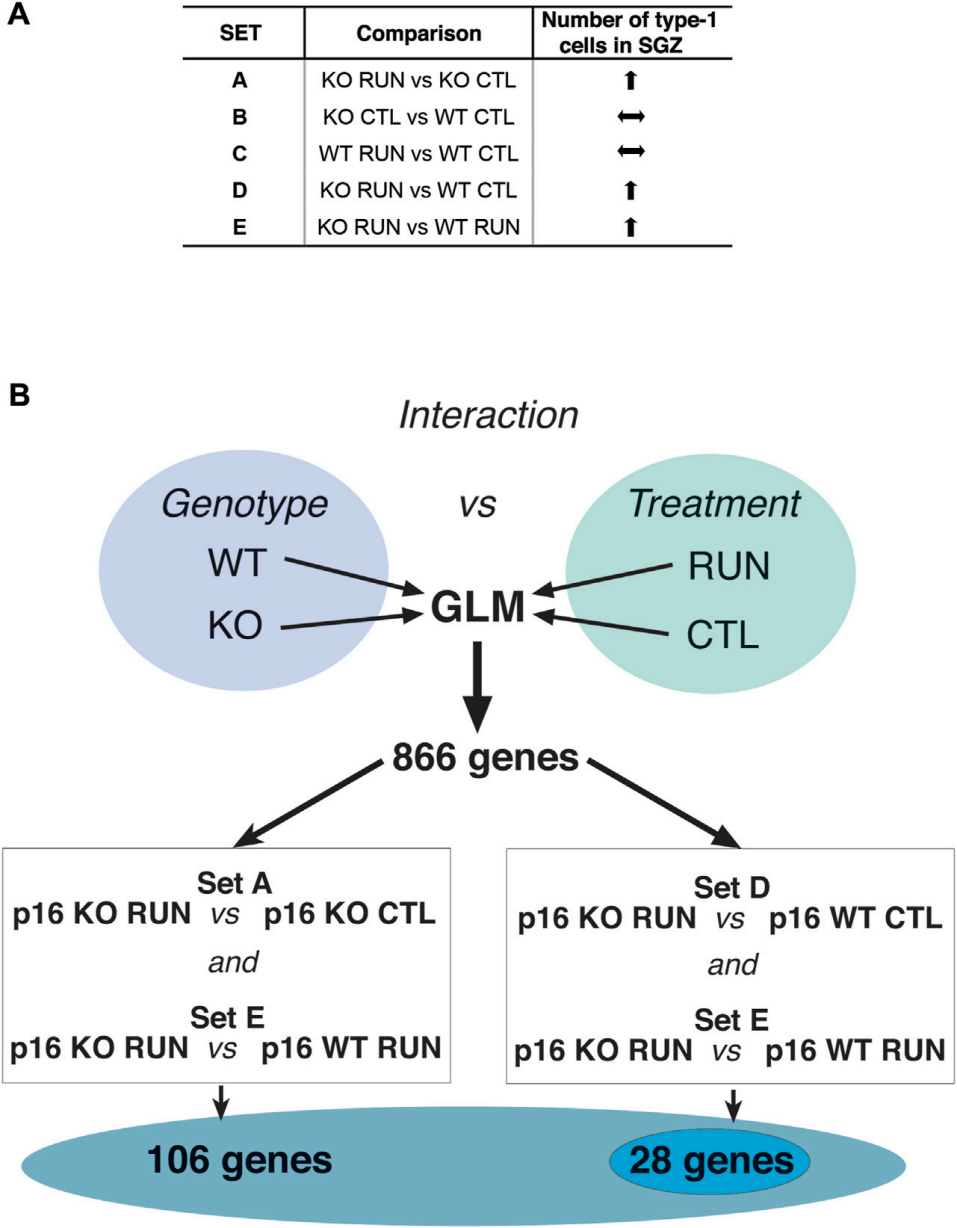
Flow chart of data analyses to identify genes correlated to stem cell activation by running in p16 knockout dentate gyrus. **(A)** Scheme of the pattern of proliferative response of stem cells in p16 knockout dentate gyrus SGZ by running, in the different pairwise comparisons between groups. This pattern is obtained from the data presented in Micheli et al. (2019). **(B)** To identify genes fitting with the pattern of proliferative activation of stem cells induced by running in p16 knockout dentate gyrus, relative to all other groups (p16 WT CTL, p16 WT RUN and p16 KO CTL), we performed an analysis by the General Linear Model (GLM), as part of the DESeq2 software package. After calculating by DESeq2 the significance of different pairwise comparisons of differentially expressed (DE) genes, through the Wald test (Love et al., 2014), the GLM analysis was used to identify the genes showing interaction between genotype and treatment by means of the Likelihood Ratio Test between a “full” model, comprising all factors (genotype and treatment) including their interaction, and a “reduced” model including all factors except their interaction. The DE genes with significant differences (i.e., interaction) in the effect of treatment over genotype, had *p*-value <0.05 in the difference between the ‘full’ and ‘reduced’ model. We found 866 genes with significant interaction between genotype and running. Among these genes we further selected those with significant expression difference within both the Set A (p16 KO RUN vs p16 KO CTL) and the Set E (p16 KO RUN vs p16 WT RUN) comparisons, obtaining in this way 106 genes, or within both the Set D (p16 KO RUN vs p16 WT CTL) and the Set E (p16 KO RUN vs p16 WT RUN) comparisons, thus identifying 29 genes. Both gene selections, named SetA_SetE_GLM and SetD_SetE_GLM, respectively, included genes showing the highest differential expression between the p16 KO RUN group and all other three groups, similar to the pattern of proliferative activation of stem cells elicited by running in p16 KO mice. Their function appears related to stem cell activation; see text. 28 out of 29 genes of SetD_SetE_GLM resulted comprised within the 106 genes of SetA_SetE_GLM, indicating that the two ensembles overlap.

#### Evaluation of genotype vs treatment interaction by generalized linear model analysis

First, we analyzed the whole transcriptome using the Generalized Linear Model (GLM, see Materials and Methods), which allows to identify the genes presenting interaction between genotype and treatment (running), i.e., the genes that show differences of expression in the effect of treatment depending on genotype. In this way we identified 866 genes with significant interaction between genotype and treatment (*p*-value <0.05, Likelihood ratio test LRT; Supplementary Table S4). 

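The interaction of genotype and running was tested here with limma on all 16 libraries, as the log2 fold change of running in the knockout less that in the wild type. An unadjusted p under 0.05 was found for 947 genes (519 with a positive and 428 with a negative interaction), which is 5.47% of those tested against 5% by chance. No gene had an adjusted p under 0.05 (smallest 0.755). With 1 library left out the count went from 618 (without p16 WT CTL replicate 3) to 2377 (without p16 WT CTL replicate 2).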

We considered this as a preliminary selection of genes differentially regulated by running in the p16 knockout genotype, relative to all other groups.

#### Selection of DE genes common to set D and set E pairwise comparisons (Set D_Set E_GLM gene selection)

To further select genes activated by running exclusively in p16 knockout dentate gyrus group, we searched among the 866 GLM genes, for those whose expression was significantly changed by running in p16 knockout mice, relative to both p16 wild-type sedentary mice (pairwise comparison Set D: p16 KO RUN vs p16 WT CTL, *p* < 0.05), and to p16 wild-type running mice (pairwise comparison Set E: p16 KO RUN vs p16 WT RUN, *p*-value <0.05) (see scheme in Figure 3B).

Thus, we assumed that the genes belonging to this selection (named Set D_Set E_GLM selection) were correlated to the phenotypic response of stem cells to running, and specifically focused on the difference induced by running in p16 knockout versus p16 wild-type, either sedentary or running (Table 1; full display in S5, 29 genes).

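Crossing Set D, Set E and the interaction at unadjusted p-values under 0.05 selected 41 genes here, 23 higher and 18 lower in p16 KO RUN than in p16 WT CTL. The paper's 29 genes were all tested and all had the paper's direction in Set D and in Set E. An unadjusted p under 0.05 was found for 23 of them in Set D, 22 in Set E, 23 in the interaction and 17 in all of these. Adjusted over the list alone, 17 passed in Set D, a count on libraries from which the study had picked the genes and so no independent evidence. The 17 genes became 10 with quantile normalization, and from 6 (without p16 WT RUN replicate 9) to 16 with 1 library left out.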

Representative genes of Set D_Set E_GLM selection, shown in Table 1, are some regulators of synaptic plasticity and function: *Lepr* (Dhar et al., 2014), *Nlrc5* (Li L. et al., 2021), *Slc18a2* (Stefanovic et al., 2016), *Unc13d* (Dittman, 2019), *Ttc9* (Guan et al., 2020) and *Cenpf* (Tanaka et al., 2012); moreover, the gene *Zic4* involved in neural cell proliferation (Blank et al., 2011), the negative regulators of reactive oxygen species (ROS) levels *Nlrc5*, *Gstm2* (Segura-Aguilar et al., 2014) and *Mocos* (Féron et al., 2016); the regulator of fatty acid metabolism *Lpin2* and the prodifferentiative gene *Ramp3* (downregulated in Set D; Li C. et al., 2021).

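In Set D, the log2 fold change was 1.09 (standard error 0.29, adjusted p = 0.315) for Lepr, 0.48 (standard error 0.14, adjusted p = 0.37) for Slc18a2, 0.24 (standard error 0.049, adjusted p = 0.236) for Lpin2 and -0.55 (standard error 0.15, adjusted p = 0.348) for Ramp3. These 4 genes had an unadjusted p under 0.05 in all 8 fits that left out 1 library. It was 0.58 (standard error 0.25, adjusted p = 0.566) for Unc13d, -0.30 (standard error 0.12, adjusted p = 0.54) for Ttc9, 0.53 (standard error 0.24, adjusted p = 0.576) for Gstm2 and 0.53 (standard error 0.23, adjusted p = 0.569) for Mocos, whose unadjusted p stayed under 0.05 in 2 of 8 (not without replicate 1, 2, 13, 14, 15 or 16), 2 of 8 (not without replicate 1, 2, 3, 13, 15 or 16), 2 of 8 (not without replicate 2, 3, 4, 13, 14 or 16) and 3 of 8 fits (not without replicate 1, 2, 14, 15 or 16) that left out 1 library. Unc13d had 0.38 without p16 WT CTL replicate 2. Among the other alternatives set before the data were examined, the unadjusted p was 0.05 or more for Unc13d without the filter on low values, with TPM as deposited or with quantile normalization, for Ttc9 with quantile normalization, for Gstm2 without the filter on low values, with a pseudocount of 0.01, with quantile normalization or without the variance trend, and for Mocos without the filter on low values, with TPM as deposited, with all 16 libraries in one fit or without the variance trend. No unadjusted p under 0.05 was found for Nlrc5 at 0.55 (standard error 0.34, adjusted p = 0.736), Zic4 at 0.55 (standard error 0.42, adjusted p = 0.798) or Cenpf at 0.41 (standard error 0.24, adjusted p = 0.694), apart from Cenpf without the variance trend. The Zic4 value was 0.15 without p16 KO RUN replicate 14, and that of Cenpf 0.27 without p16 WT CTL replicate 2. The exact permutation p was 0.0286 for Lepr, Lpin2, Ramp3 and Cenpf, and from 0.0571 to 0.314 for the others.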

#### Selection of DE genes common to set A and set E pairwise comparisons (Set A_Set E_GLM gene selection)

A complementary approach that we followed to pinpoint genes correlated to the activation of stem cells by running was to search among the 866 GLM genes for those whose expression was significantly changed by running in p16 knockout mice, relative to both p16 knockout sedentary mice (Set A, pairwise comparison: p16 KO RUN vs p16 KO CTL, *p* < 0.05), and to p16 wild-type running mice (Set E, i.e., p16 KO RUN vs p16 WT RUN, *p* < 0.05); the whole procedure is outlined in Figure 3B. This latter approach (named Set A_Set E_GLM selection; see representative genes in Table 2, and Supplementary Table S6 for full display) yielded a greater number of genes (106) than the Set D_Set E_GLM selection, since the Set D comparison is more restricted than that of Set A, because it accounts for significant differences of expression in both genotype and treatment factors. 

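Crossing Set A, Set E and the interaction at unadjusted p-values under 0.05 selected 140 genes here, 67 higher and 73 lower in p16 KO RUN. Of the paper's 106 genes, 104 were tested, and all 104 had the paper's direction in Set A and in Set E (39 higher and 65 lower in Set A). An unadjusted p under 0.05 was reached by 94 genes in Set A, 79 in Set E, 89 in the interaction and 71 in all of these, and an adjusted p under 0.05 over all genes by 0 in Set A and 0 in Set E. Adjusted over the list alone, 94 passed in Set A, 23 in Set E and 80 in the interaction, which is not independent evidence because the study chose the list on these libraries. The 71 genes became 34 without p16 KO RUN replicate 16.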

Clearly, the Set D_Set E_GLM selection and the Set A_Set E_GLM selection account mainly for the expression changes occurring within the pairwise comparisons of Set D and Set A, respectively (both filtered also by the Set E comparison). 

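Of the 41 genes selected here by Set D, Set E and the interaction, 37 were also among the 140 selected by Set A, Set E and the interaction. These selections have the Set E and interaction tests in common, and Set A and Set D both use the p16 KO RUN libraries.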

Of note, 28 out of 29 genes of Set D_Set E_GLM were comprised within the set of 106 genes (see below).

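Of the genes that the paper's text names from this selection, 38 were compared one by one. Of these, 35 had an unadjusted p under 0.05 in Set A, with adjusted p-values from 0.0793 to 0.261, and 30 had no overlap between the libraries of p16 KO RUN and p16 KO CTL. The study selected these genes for a difference in Sets A and E on the same libraries, so these counts are no independent evidence.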

The 106 genes of Set A_Set E_GLM selection include regulators of stem and progenitor cell proliferation: *Zic4*, *Prc1*, *Dpf3*, *Trp73*, *Klhl4* (Lessard et al., 2007; Talos et al., 2010; Blank et al., 2011; She et al., 2019; Choi et al., 2020), and several regulators of synaptic plasticity and neurotransmitter release, either upregulated: *Lepr, Slc18a2, Unc13d, Dbn1, Grm1, Gabbr2,* or downregulated: *Glrb, Nrxn1, Fgf12, Rgs14, Grm3, Gabra3, Chrm5* (Dhar et al., 2014 [*Lepr*]; Stefanovic et al., 2016 [*Slc18a2*]; Dittman, 2019 [*Unc13d*]; Jung et al., 2015 [*Dbn1*]; Bagot et al., 2012 [*Grm1*]; Heaney and Kinney, 2016 [*Gabbr2*]; Lee et al., 2017 [*Glrb*]; Luo et al., 2021 [*Nrxn1*]; Zhang et al., 2012 [*Fgf12*]; Evans et al., 2018 [*Rgs14*]; Dogra et al., 2021 [*Grm3*]; Wagner et al., 2021 [*Gabra3*]; Sakata and Overacre (2017) [*Chrm5*]). Moreover, the 106 genes of Set A_Set E_GLM include also other upregulated genes that may play a key role in the activation of stem cells, i.e., the regulator of the glycolitic pathway *Insm2* (Wang et al., 2018), negative regulators of ROS level, present also in Set D_Set E_GLM selection: *Nlrc5*, *Gstm2*, *Mocos* (Segura-Aguilar et al., 2014; Féron et al., 2016; Li L. et al., 2021), and the controller of fatty acid metabolism *Lpin2* (Chen et al., 2015) (see Table 2).

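In Set E, 30 of these 38 genes had an unadjusted p under 0.05, each with an adjusted p of 1, and in 18 of the 38 the p16 KO RUN libraries did not overlap with those of p16 WT RUN, counts that the choice of the genes by the study on these libraries favours.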

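Log2 fold changes in Set D of the cell cycle genes were -0.21 (standard error 0.079, adjusted p = 0.489) for Rgs14, 0.51 (standard error 0.27, adjusted p = 0.653) for Prc1, 0.80 (standard error 0.29, adjusted p = 0.476) for Mki67, 1.21 (standard error 0.33, adjusted p = 0.32) for Top2a and 0.60 (standard error 0.20, adjusted p = 0.44) for Pole. For Mki67, Top2a and Pole the unadjusted p was under 0.05 in all 8 fits that left out 1 library, for Rgs14 in 5 of 8 (not without replicate 3, 13 or 15) and for Prc1, which did not have one with all 8 libraries, in 1 (without p16 WT CTL replicate 3). The exact permutation p was 0.0286 for Mki67, Top2a and Pole, 0.0857 for Rgs14 and 0.143 for Prc1. A single library carried part of the difference in Mki67, as in p16 WT CTL replicate 2 it was at 0.527 TPM against 1.36 to 1.47 in the other 3 libraries, and the values without it were 0.50 for Mki67 and 0.26 for Prc1.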

Several genes of both Set D_Set E_GLM and Set A_Set E_GLM selections have also an impact on cell cycle, namely, *Rgs14* (Martin-McCaffrey et al., 2005), *Cenpf* (Zhou et al., 2019), *Prc1* (Mollinari et al., 2002), *Mki67* (Scholzen and Gerdes, 2000), *Top2a* (Gómez-Herreros et al., 2014), *Pole* (Hogg and Johansson, 2012), as would be expected in a process of stem cells reactivation (Table 1). The function of the SetA_Set E_GLM genes cited above is further discussed in relation to their up-or downregulation in the section below: “Function of genes related to stem cell activation by running in p16 knockout dentate gyrus, differentially expressed in Set A_Set E_GLM selection”.

Overall, Set A_Set E_GLM gene selection appears correlated to the phenotype of stem cells activation (i.e., significant expression changes occurring only in the p16 KO RUN group relative to the other three groups p16 WT RUN, p16 WT CTL, p16 KO CTL, as depicted in Figure 3A scheme). 

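The groups other than p16 KO RUN were compared with one another for the 104 tested genes of the paper's 106. At an unadjusted p under 0.05, 20 genes differed between p16 KO RUN and each of the 3 other groups (Sets A, D and E), and 24 genes differed in Set D. A difference between p16 KO CTL and p16 WT CTL (Set B) was found for 19 genes, between p16 WT RUN and p16 WT CTL (Set C) for 6, between p16 KO CTL and p16 WT RUN for 19, and in at least 1 of these for 35. The number of genes that differed in Sets A, D and E and in none of the comparisons among the other groups was 14, and from 7 (without p16 WT RUN replicate 9) to 17 with 1 library left out. A lack of difference at this threshold does not show that groups are equal. The mean of p16 KO RUN was the highest or the lowest of the 4 group means in 97 genes, which the choice of genes by Set A and Set E favours, and in 10 genes all 4 p16 KO RUN libraries lay beyond all 12 others. From the changes of the selected genes in p16 KO RUN relative to the other groups, the paper proposes that this selection is correlated to the activation of stem cells by running.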

In fact, the large majority of Set A_Set E_GLM genes display significant differences between KO RUN and all other groups, which instead do not show significant differences amongst them.

Interestingly, 22 genes out of the 106 of Set A_Set E_GLM belong to the p16 KO gene signature included in Set B (evidenced in red in Table 2). 

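In the paper's lists, 22 of the 106 genes are also in Set B. Of these 22, 15 had an unadjusted p under 0.05 in Set B here and 18 in Set E. All 22 had opposite signs in Set A and Set B, which share the p16 KO CTL libraries. Among the 140 genes selected here, 26 had an unadjusted p under 0.05 in Set B, and these too all had opposite signs in Set A. Of the same genes, 14 had one in Set C and 18 between p16 KO CTL and p16 WT RUN, where a gene can be in more than 1 of these counts.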

Despite Set B stands clearly as a gene ensemble different from Set A_Set E_GLM, these 22 genes (out of a total of 1,230 genes of Set B) may be considered relevant to the phenotype of stem cells activation because they show significant changes of expression between p16 KO RUN and p16 WT RUN (Set E), and are in line with the previously mentioned idea that the ablation of p16 produces in the stem and progenitor cells a “priming” condition favorable to being activated by a stimulus.

Moreover, the fact that virtually all genes of Set D_Set E_GLM selection were included among the 106 genes of Set A_Set E_GLM, indicates that the first gene ensemble is a subset of the second.

### Validation by real-time PCR of DE genes

The expression changes observed by RNA-seq of five top genes of Set B with statistical significance *p* **≤** 0.0001, *Ccr1*, *Eif2ak2*, *Magt1*, *Ntsr2*, and *Slc16a1* (see Figure 2), and of the gene *Rgs14* with Set B statistical significance *p*-value <0.05, were analyzed by real-time PCR in the dentate gyri isolated from one-year-old mice belonging to the groups analyzed. The real-time PCR expression values of these genes confirmed that they were significantly increased in Set B, as originally observed by RNA seq (*Ccr1 p* = 0.0023, *Eif2ak2 p* = 0.0022, *Magt1 p* = 0.006, *Ntsr2 p* = 0.001, *Slc16a1* and *Rgs14 p* = 0.002, Mann-Whitney U test, after analysis of main effects by Kruskal-Wallis test; see graphs in Figures 4A, B).

**FIGURE 4:**
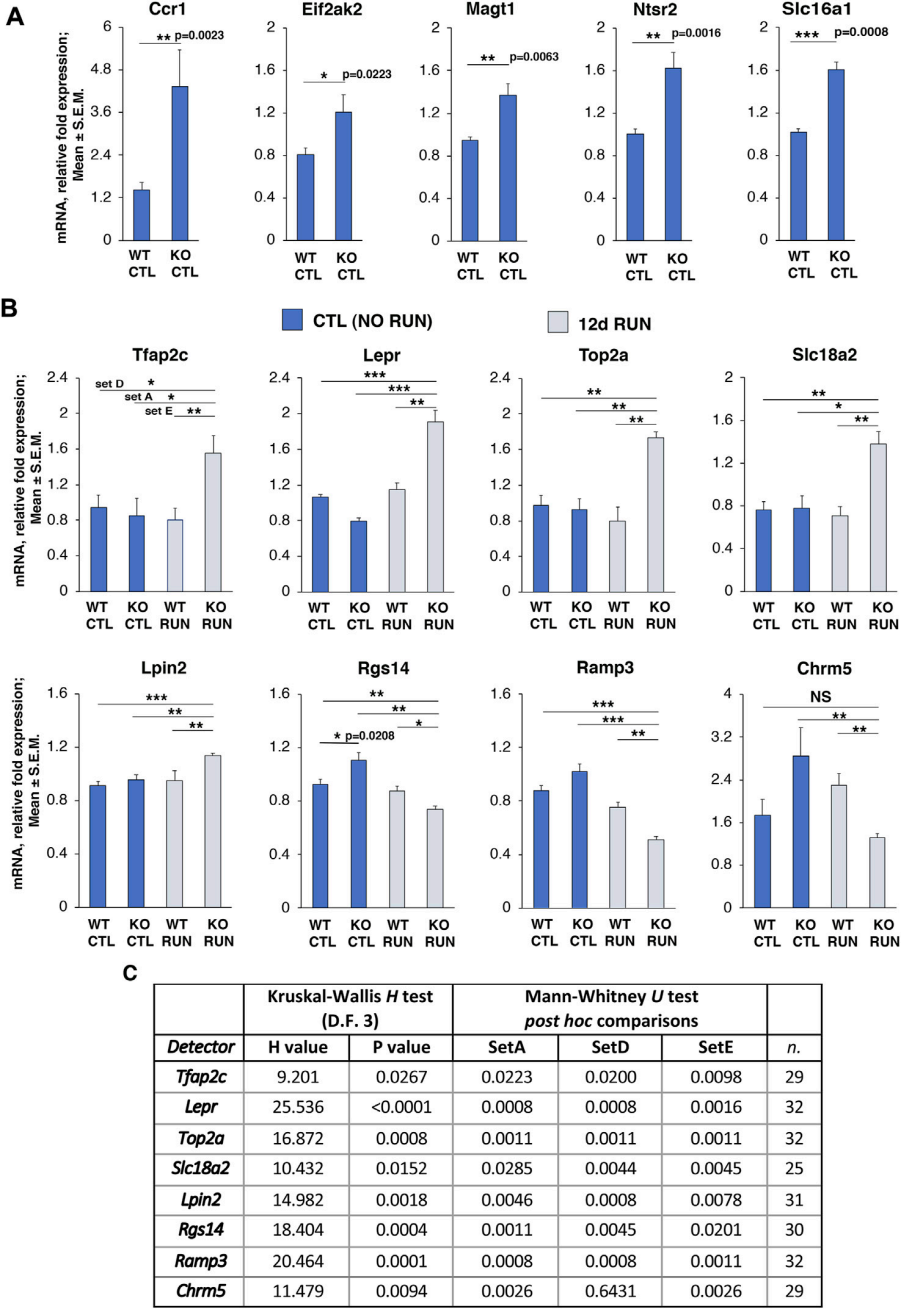
Validation by real-time PCR in dentate gyrus of genes differentially regulated by p16 KO and by running in Set B and in Set D_Set E_GLM as well as in Set A_Set E_GLM selection. **(A)** Validation by real-time PCR, in the dentate gyrus isolated from one-year-old mice, of six genes up-regulated in Set B comparison, i.e., p16 KO CTL vs p16 WT CTL, with *p* **≤** 0.05 (*Ccr1*, *Eif2ak2*, *Magt1*, *Ntsr2*, and *Slc16a1*), and **(B)** *Rgs14* (also regulated in other Sets) with *p* < 0.05. The average mRNA fold expression ±standard error of the mean (mean ± SEM) is plotted. Mean ± SEM fold changes are from two independent experiments. TBP was used to normalize data. *p < 0.05, **p < 0.01, ***p < 0.001, Mann-Whitney U *post hoc* test was used to detect simple effects; Set B data of Rgs14 were previously analyzed for main effects by Kruskal-Wallis test, since other Sets comparisons were analyzed as well (*p* < 0.0004, see Table at panel **(C)**. **(B)** Validation by real-time PCR of eight genes differentially regulated in Set A, Set E and Set D with statistical significance (*p*-value <0.05); upregulated genes: *Tfap2c*, *Lepr*, *Top2a*, *Slc18a2*, *Lpin2,* downregulated genes*: Rgs14, Ramp3*, *Chrm5*. The figure shows the mean mRNA fold expression changes ±SEM from two independent experiments. Number of biological replicates per group = 4. TBP was used to normalize data. The statistical analysis of real-time PCR data was performed by non-parametric Kruskal-Wallis test to detect main effects, followed by Mann-Whitney U *post hoc* test for single Set comparison and is shown in detail in the Table in **(C)**. *p < 0.05, **p < 0.01, ***p < 0.001, Mann-Whitney U *post hoc* test. **(C)** Full analysis by Kruskal-Wallis and Mann-Whitney U test of real-time PCR data of the eight genes differentially regulated in Set A, Set E and Set D, shown in panel **(B)**: shown are H values and *p*-values of Kruskal-Wallis test, and the Mann-Whitney U *post hoc* test *p*-values for each Set of pairwise comparison. n = total number of data analyzed for the four data groups (WT CTL and WT RUN, KO CTL and KO RUN).

We also assayed for validation by real time PCR the fold changes observed by RNA seq in 8 genes differentially expressed in both Set D_Set E_GLM and Set A_Set E_GLM selections, namely, *Tfap2c*, *Lepr*, *Top2a*, *Slc18a2*, *Lpin2, Rgs14, Ramp3*, and *Chrm5*.

We found that the expression values of these genes showed significant changes in Set A, Set D and in Set E that corresponded to those observed by RNA seq (*Tfap2c*, *Lepr*, *Top2a*, *Slc18a2*, *Lpin2, Rgs14, Ramp3*, *Chrm5:* set A [p16 KO RUN vs p16 KO CTL]: *p* ≤ 0.02, set D [p16 KO RUN vs p16 WT CTL]: *p* ≤ 0.02, set E [p16 KO RUN vs p16 WT RUN]: *p* ≤ 0.02, Mann-Whitney U *post hoc* test, after analysis of main effects by Kruskal-Wallis test). Of note, Chrm5 expression did not change significantly in Set D, as determined either by RNA seq, or, as expected, by real-time PCR (*p* = 0.643). See Figure 4B, and Figure 4C for the full statistical analysis, with *p*-values and n for each gene.

### Enrichment analysis of DE genes regulated by running and putatively related to stem cell activation in the dentate gyrus of p16 knockout mice

By evaluating the Gene Ontology (GO) databases, we then aimed to pinpoint the biological processes that are significantly enriched in the genes putatively related to stem cell activation, belonging to Set A_Set E_GLM or to Set D_Set E_GLM selection.

In particular, the 106 genes differentially expressed in Set A_Set E_GLM are significantly enriched in biological processes that appear representative of the activation of stem cells exerted by running in p16 knockout dentate gyrus: a selection of GO Biological Process is shown in Table 3.

**TABLE 3:** Most representative biological processes (GOBP terms) enriched in the 106 DE genes of Set A_Set E_GLM selection, i.e., the full set of genes activated by running in p16 knockout dentate gyrus with an expression pattern fitting the proliferative activation of stem cells. This table shows the list of the most representative Gene Ontology biological processes (GOBP) from the human database, whose enrichment in the 106 genes of SetA_SetE_GLM ensemble results statistically significant with q-value <0.05. These genes have been previously selected as described in Figure 3. Thus, the pattern of differential expression of all SetA_SetE_GLM genes in the different groups reproduces, though with broader extent than SetD_SetE_GLM, the pattern of the proliferative activation by running of p16 KO stem cells (see also Table 2). The enrichment *p*-value (<0.05) of SetA_SetE_GLM genes shown here in each functional GO class has been calculated using the Fisher’s Exact test, and the provided FDR q-value is the *p*-value adjusted for multiple testing with the Benjamini-Hochberg procedure to control the false discovery rate. GO term ID and Gene Set Name columns contain the identifier and the name of the GO group. K is the list size: total number of genes belonging to each GO process. k: number of DE genes referred to the genes of Set A_Set E_GLM selection, mapping to that GO group. The DE genes associated to each GO class are listed on the last right column. (See in Supplementary Table S7 the full list of GO categories, GOBP, GOCC and GOMC, i.e., Biological Processes, Cellular Components and Molecular Functions, respectively).

GO term ID	Gene set name	# Genes in gene set (K)	# Genes in overlap (k)	*p*-value	FDR q-value	Enriched DE genes
GO:0007267	GOBP_CELL_CELL_SIGNALING	1,672	21	7.350 E−10	0.0000055	Rgs14 Fgf12 Grm3 Gabbr2 Xiap Gnai1 Chrm5 Slc18A2
						Glrb Grm1 Nrxn1 Dbn1 Gabra3 Cgas Selenot Ccn3
						Pcsk5 Tfap2C Scel Tspan12 Nudt3
GO:0044092	GOBP_NEGATIVE_REGULATION_OF_MOLECULAR_FUNCTION	1,167	17	4.360 E−09	0.0000163	Rgs14 Fgf12 Grm3 Gabbr2 Xiap Ptpa Prkar1A Gstm2
						Nucks1 Ramp3 Ubqln1 Lepr Crim1 Set Eomes Rlim Nlrc5
GO:0099536	GOBP_SYNAPTIC_SIGNALING	712	12	0.0000002	0.0005340	Rgs14 Fgf12 Grm3 Gabbr2 Gnai1 Chrm5 Slc18A2 Glrb
						Grm1 Nrxn1 Dbn1 Gabra3
GO:0000278	GOBP_MITOTIC_CELL_CYCLE	1,032	13	0.0000017	0.0032000	Rgs14 Gnai1 Ptpa Pole Ush1C Knstrn Prc1 Mzt1 Cenpf
						Ncapd2 Mki67 Pbx1 Asah2
GO:0022402	GOBP_CELL_CYCLE_PROCESS	1,415	15	0.0000022	0.0032500	Rgs14 Gnai1 Ptpa Prkar1A Pole Ush1C Knstrn Prc1 Mzt1
						Cenpf Ncapd2 Mki67 Pbx1 Top2A Insm2
GO:0007049	GOBP_CELL_CYCLE	1872	17	0.0000034	0.0042600	Rgs14 Xiap Gnai1 Ptpa Prkar1A Pole Ush1C Knstrn Prc1
						Mzt1 Cenpf Ncapd2 Mki67 Pbx1 Asah2 Top2A Insm2
GO:1901698	GOBP_RESPONSE_TO_NITROGEN_COMPOUND	1,117	13	0.0000041	0.0042600	Gnai1 Chrm5 Slc18A2 Glrb Cgas Prkar1A Gstm2 Nucks1
						Ramp3 Ubqln1 Lpin2 Svip Cyp11A1
GO:0007051	GOBP_SPINDLE_ORGANIZATION	182	6	0.0000065	0.0054300	Rgs14 Gnai1 Ptpa Knstrn Prc1 Mzt1
GO:0007059	GOBP_CHROMOSOME_SEGREGATION	337	7	0.0000221	0.0165000	Rgs14 Knstrn Prc1 Cenpf Ncapd2 Mki67 Top2A
GO:0009719	GOBP_RESPONSE_TO_ENDOGENOUS_STIMULUS	1,624	14	0.0000485	0.0259000	Fgf12 Xiap Gnai1 Chrm5 Prkar1A Gstm2 Nucks1 Ramp3
						Lepr Crim1 Knstrn Lpin2 Cyp11A1
GO:0051276	GOBP_CHROMOSOME_ORGANIZATION	1,244	11	0.0000611	0.0278000	Nucks1 Set Pole Knstrn Prc1 Cenpf Ncapd2 Mki67 Top2A
						Dpf3 Pabpc1L
GO:0007610	GOBP_BEHAVIOR	541	8	0.0000631	0.0278000	Rgs14 Fgf12 Slc18A2 Glrb Grm1 Nrxn1 Lepr Npw
GO:0006518	GOBP_PEPTIDE_METABOLIC_PROCESS	903	10	0.0000851	0.0303000	Selenot Pcsk5 Gstm2 Cnbp Rps27 Rps5 Rps12 Etf1
						Mrps14 Eef1B2
GO:0051301	GOBP_CELL_DIVISION	600	8	0.0001290	0.0357000	Gnai1 Knstrn Prc1 Cenpf Ncapd2 Top2A Pou3F3
GO:0000819	GOBP_SISTER_CHROMATID_SEGREGATION	199	5	0.0001440	0.0383000	Knstrn Prc1 Cenpf Ncapd2 Top2A
GO:0006821	GOBP_CHLORIDE_TRANSPORT	109	4	0.0001620	0.0419000	Glrb Gabra3 Slc26A4 Clcn1
GO:0050877	GOBP_NERVOUS_SYSTEM_PROCESS	1,418	12	0.0002070	0.0458000	Rgs14 Fgf12 Chrm5 Glrb Grm1 Nrxn1 Gabra3 Ccn3
						Ush1C Slc26A4 Clcn1 Col18A1

These processes are involved mainly in the control of synaptic signaling (GOBP_Synaptic_signaling *p*-value = 0.0000002*: Rgs14, Fgf12, Grm3, Gabbr2, Gnai1, Chrm5, Slc18a2, Glrb, Grm1, Nrxn1, Dbn1, Gabra3*), (GOCC_Synapse *p*-value = 0.000003: *Grm1, Gabbr2, Rgs14, Prkar1A, Slc18a2, Gabra3, Glrb, Grm3, Chrm5, Dbn1, Nrxn1, Rps27, Ush1C, Fgf12*) and cell cycle regulation (GOBP_cell_cycle *p*-value = 0.0000034: *Rgs14, Xiap, Gnai1, Ptpa, Prkar1a, Pole, Ush1C, Knstrn, Prc1, Mzt1, Cenpf, Ncapd2, Mki67, Pbx1, Asah2, Top2a, Insm2*); see Table 3, and full list of GO Biological Process, GO Molecular Function, and GO Cellular Component enriched with *p*-value <0.05 in Supplementary Table S7.

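Among the genes of these classes were Gnai1, Xiap, Ppp2r4 (named Ptpa in the paper), Mzt1, Ncapd2, Asah2 and Knstrn. The Set A log2 fold changes were -0.31 for Gnai1, -0.19 for Xiap, -0.25 for Ppp2r4, -0.22 for Mzt1, 0.38 for Ncapd2, -0.44 for Asah2 and 0.63 for Knstrn, with adjusted p-values from 0.157 to 0.261. In Set E they were -0.19 for Gnai1, -0.14 for Xiap, -0.10 for Ppp2r4, -0.15 for Mzt1, 0.20 for Ncapd2, -0.44 for Asah2 and 0.52 for Knstrn, each with an adjusted p of 1. With 1 library left out the unadjusted p was under 0.05 in Set A in 8 of 8 fits for Gnai1, Ppp2r4, Mzt1 and Ncapd2, and in 6 of 8 (not without replicate 6 or 14) for Xiap, 4 of 8 (not without replicate 7, 8, 13 or 16) for Asah2 and 3 of 8 (not without replicate 6, 7, 13, 15 or 16) for Knstrn, and in Set E in 8 of 8 fits for Xiap, and in 3 of 8 (not without replicate 9, 10, 12, 14 or 16) for Gnai1, 4 of 8 (not without replicate 11, 12, 15 or 16) for Ppp2r4, 4 of 8 (not without replicate 9, 11, 15 or 16) for Mzt1, 3 of 8 (not without replicate 9, 10, 13, 14 or 16) for Ncapd2, 4 of 8 (not without replicate 9, 10, 13 or 16) for Asah2 and 2 of 8 (not without replicate 9, 11, 12, 13, 15 or 16) for Knstrn. Under the other alternatives set before the data were examined, the genes whose unadjusted p was 0.05 or more were, in Set A, Xiap with TPM as deposited; Knstrn with genes of mean TPM of at least 1 or with quantile normalization, and in Set E Gnai1 with all 16 libraries in one fit or without the variance trend; Ppp2r4 with all 16 libraries in one fit or without the variance trend; Ncapd2 with all 16 libraries in one fit; Knstrn with genes of mean TPM of at least 1, without the filter on low values, with a pseudocount of 0.01, with TPM as deposited, with quantile normalization or with all 16 libraries in one fit. Prkar1a (chromosome 11 of mm10 from 109650949 to 109669648) was at 563 ± 6.49 TPM (SD, n = 4) in p16 KO RUN, 583 ± 15.0 TPM (SD, n = 4) in p16 KO CTL and 594 ± 4.95 TPM (SD, n = 4) in p16 WT RUN. The Prkar1a log2 fold change was -0.12 (standard error 0.049, adjusted p = 0.257) in Set A and -0.069 (standard error 0.035, adjusted p = 1) in Set E, and 0.0048 in Set A with quantile normalization. The unadjusted p of Prkar1a in Set A was 0.05 or more with TPM as deposited or without the variance trend as well, and with 1 library left out it was under 0.05 in 1 of 8 fits (not without replicate 6, 7, 8, 13, 14, 15 or 16). In Set E it was under 0.05 with TPM as deposited and with quantile normalization, and in 0 of 8 fits with 1 library left out. Rps27 (chromosome 3 of mm10 from 90212667 to 90213648) stood at separate levels between libraries of the same group, since in p16 KO RUN replicate 14 it was at 671 TPM against 12.6 to 15.7 in the other 3 libraries and in p16 WT RUN replicate 12 it was at 762 TPM against 13.2 to 18.6 in the other 3 libraries. Its mean was 178 ± 328 TPM (SD, n = 4) in p16 KO RUN, 202 ± 373 TPM (SD, n = 4) in p16 WT RUN and 898 ± 134 TPM (SD, n = 4) in p16 KO CTL. The Rps27 log2 fold change was -4.65 (standard error 1.14, adjusted p = 0.158) in Set A, where the paper's reported value is -0.5990, and -0.16 (standard error 1.61, adjusted p = 1) in Set E, where it ranged from -1.56 to 1.24 with 1 library left out (1.24 without p16 WT RUN replicate 12 and -1.56 without p16 KO RUN replicate 14). The exact permutation p was 0.0286 in Set A and 0.571 in Set E.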

On the other hand, the enrichment analysis in the Gene Ontology Biological Process database of Set D_Set E_GLM selection reveals significant enrichment essentially in genes involved in the cell cycle (Table 4; GOBP_ cell cycle process, *p*-value = 0.000011: *Rgs14*, *Cenpf*, *Prc1*, *Mki67*, *Top2a*, *Ush1c*, *Pole*; GOBP_chromosome segregation *p*-value = 0.0000031: *Rgs14*, *Cenpf*, *Prc1*, *Mki67*, *Top2a*; see full list of GO Biological process, GO Cellular Components and GO Molecular functions, enriched with *p*-value <0.05, in Supplementary Table S8).

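Ush1c, on chromosome 7 of mm10 from 46195351 to 46238490, was among the genes of lowest abundance, at 0.502 ± 0.305 TPM (SD, n = 4) in p16 KO RUN, 0.0559 ± 0.101 TPM (SD, n = 4) in p16 KO CTL, 0.207 ± 0.149 TPM (SD, n = 4) in p16 WT RUN and 0.130 ± 0.0478 TPM (SD, n = 4) in p16 WT CTL. Its log2 fold change was 1.16 (standard error 0.54, adjusted p = 0.6) in Set D, 1.87 (standard error 0.62, adjusted p = 0.212) in Set A and 0.92 (standard error 0.65, adjusted p = 1) in Set E (exact permutation p = 0.143, 0.0571 and 0.314). In Set D its unadjusted p was under 0.05 with a pseudocount of 1, with FPKM and without p16 KO RUN replicate 13. The Set E value was 0.45 without p16 WT RUN replicate 11 and 1.48 without p16 KO RUN replicate 13. In p16 KO CTL most of its signal came from 1 library, as in p16 KO CTL replicate 5 it was at 0.206 TPM against 0 to 0.0173 in the other 3 libraries.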

**TABLE 4:** Biological processes (GOBP terms) enriched in the 29 DE genes of Set D_Set E_GLM selection, i.e., a subset of genes activated by running in p16 knockout dentate gyrus with an expression pattern fitting the proliferative activation of stem cells. List of Gene Ontology Biological Processes (GOBP) from human database, whose enrichment is calculated among the 29 genes of the SetD_SetE_GLM ensemble, i.e., genes whose expression change shows significant interaction of genotype vs treatment (GLM; *p*-value <0.05) and that are also significantly induced or reduced by running in the pairwise comparisons of both Set D (p16 KO RUN vs p16 WT CTL) and Set E (p16 KO RUN vs p16 KO CTL). All SetD_SetE_GLM genes are differentially expressed genes with significant log_2_ fold change (*p*-value <0.05) and their pattern of differential expression appears to reproduce the pattern of proliferative activation of p16 KO stem cells by running (see also Table 1). The enrichment p-values (<0.05) and q-values of these DE genes in each functional class have been calculated using the Fisher’s Exact test (FDR q-value is the *p*-value adjusted for multiple testing with the Benjamini-Hochberg procedure to control the false discovery rate). GO term ID and Gene Set Name columns contain the identifier and the name of the GO group. K is the list size: total number of genes belonging to each GO process. k: number of DE genes referred to the genes of Set D_Set E_GLM selection, mapping to that GO group. The DE genes associated to each GO class are listed on the last right column. (See in Supplementary Table S8 the complete list of GOBP, GOCC, GOMF categories).

GO term ID	Gene set name	# Genes in gene set (K)	# Genes in overlap (k)	*p*-value	FDR q-value	Enriched DE genes
GO:0007059	GOBP_CHROMOSOME_SEGREGATION	350	5	0.0000031	0.024	Rgs14 Cenpf Prc1 Mki67 Top2A
GO:0022402	GOBP_CELL_CYCLE_PROCESS	1,224	7	0.0000113	0.043	Rgs14 Cenpf Prc1 Mki67 Top2A Ush1C Pole
GO:0000278	GOBP_MITOTIC_CELL_CYCLE	900	6	0.0000226	0.058	Rgs14 Cenpf Prc1 Mki67 Ush1C Pole
GO:0044092	GOBP_NEGATIVE_REGULATION_OF_MOLECULAR_FUNCTION	1,172	6	0.0000980	0.156	Cenpf Gstm2 Ramp3 Lepr Nlrc5 Gabbr2
GO:1903047	GOBP_MITOTIC_CELL_CYCLE_PROCESS	745	5	0.0001160	0.156	Cenpf Prc1 Mki67 Ush1C Pole
GO:0007049	GOBP_CELL_CYCLE	1779	7	0.0001220	0.156	Rgs14 Cenpf Prc1 Mki67 Top2A Ush1C Pole

### Function of genes related to stem cell activation by running in p16 knockout dentate gyrus, differentially expressed in Set A_Set E_GLM selection

Here we focus mainly on the Set A_Set E_GLM selection, as this may represent a comprehensive ensemble of genes involved in the activation of stem cells by running.

### Analysis of the genes most upregulated in Set A_Set E_GLM

We analyze in more functional detail the genes most upregulated by running in p16 knockout dentate gyrus, in Set A_Set E_GLM, see Table 2.

#### Synaptic regulators

The following synaptic regulators are included: *Nlrc5*, required for MHC I expression, which regulates synapse plasticity (Li et al., 2021a; see also below its role as inhibitor of ROS levels); the Leptin receptor *Lepr*, which increases synaptogenesis by promoting the formation of mature spines and the activity of glutamate hippocampal synapses (Dhar et al., 2014), and whose ligand leptin stimulates dentate gyrus stem cells proliferation (Garza et al., 2008); *Clcn1*, voltage-dependent ClC-1 chloride channel that regulates chloride channels and is crucial for the propagation of the action potential (Imbrici et al., 2015); *Unc13d,* which is an essential element of the presynaptic vescicle fusion apparatus, controlling the fusion of synaptic vesicles with the plasma membrane (Dittman, 2019); *Slc18a2*, a vesicular monoamine transporter (VMAT) promoting presynaptic storage and release of neurotransmitters also in the hippocampus (Branco et al., 2020); *Cenpf*, a protein part of the N-cadherin-mediated synaptic adhesion apparatus, which connects pre- and postsynaptic membranes and regulates the efficiency of synaptic transmission (Tanaka et al., 2012) and also regulates chromosome segregation during mitosis (Zhou et al., 2019); *Dbn1* (Drebrin), which regulates memory activities by combining with or depolymerizing F-actin (Mizui et al., 2014), and plays a critical role in synaptogenesis and synaptic plasticity (Aoki et al., 2005); *Grm1*, the metabotropic glutamate receptor 1, whose activation may facilitate dentate gyrus neurogenesis, as shown in organotypic hippocampal slice cultures (Baskys et al., 2005); *Gabbr2*, the GABA B receptor 2, whose increase by running in p16 knockout dentate gyrus is consistent with the fact that the activation of GABA B receptors in the dentate gyrus is necessary for the development of LTP, in consequence of receptor-mediated disinhibition of other inhibitory processes (Heaney and Kinney, 2016).

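Lepr lies on chromosome 4 of mm10 from 101717407 to 101815354 and was at 1.51 ± 0.460 TPM (SD, n = 4) in p16 KO RUN, 0.487 ± 0.227 TPM (SD, n = 4) in p16 KO CTL and 0.908 ± 0.138 TPM (SD, n = 4) in p16 WT RUN. The Lepr log2 fold change was 1.45 (standard error 0.34, adjusted p = 0.147) in Set A and 0.65 (standard error 0.24, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. For Lepr, leaving out 1 library gave 1.20 to 1.64 in Set A and 0.49 to 0.81 in Set E, with an unadjusted p under 0.05 in 8 of 8 fits of Set A and 5 of 8 fits (not without replicate 12, 15 or 16) of Set E. In p16 WT RUN, Lepr was at 0.702 TPM in replicate 12 against 0.955 to 0.998 in the other 3 libraries. Lepr lies within 30 Mb of Cdkn2a, the region that the closing section examines for flanking FVB sequence. Levels of Nlrc5 (chromosome 8 of mm10 from 94472763 to 94527272) were 0.308 ± 0.137 TPM (SD, n = 4) in p16 KO RUN, 0.0813 ± 0.0299 TPM (SD, n = 4) in p16 KO CTL and 0.176 ± 0.0878 TPM (SD, n = 4) in p16 WT RUN. The Nlrc5 log2 fold change was 1.09 (standard error 0.35, adjusted p = 0.208) in Set A and 0.55 (standard error 0.37, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.171 in Set E. Fits of Nlrc5 with 1 library left out ranged from 0.93 to 1.23 in Set A and from 0.39 to 0.74 in Set E, and the unadjusted p was under 0.05 in 8 of 8 fits of Set A and 0 of 8 fits of Set E. Nlrc5 had an unadjusted p of 0.05 or more in Set A with quantile normalization. On chromosome 11 of mm10 from 116062096 to 116077961, Unc13d reached 1.90 ± 0.153 TPM (SD, n = 4) in p16 KO RUN, 0.946 ± 0.251 TPM (SD, n = 4) in p16 KO CTL and 1.34 ± 0.334 TPM (SD, n = 4) in p16 WT RUN. The Unc13d log2 fold change was 0.90 (standard error 0.21, adjusted p = 0.147) in Set A and 0.51 (standard error 0.21, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.0571 in Set E. When 1 library was left out, Unc13d had an unadjusted p under 0.05 in 8 of 8 fits of Set A and 3 of 8 fits (not without replicate 9, 12, 14, 15 or 16) of Set E, and its values were 0.77 to 1.00 in Set A and 0.37 to 0.62 in Set E. Unc13d had an unadjusted p of 0.05 or more in Set E with all 16 libraries in one fit. Cenpf lies on chromosome 1 of mm10 from 189640614 to 189688086 and was at 0.598 ± 0.0591 TPM (SD, n = 4) in p16 KO RUN, 0.340 ± 0.0652 TPM (SD, n = 4) in p16 KO CTL and 0.363 ± 0.0529 TPM (SD, n = 4) in p16 WT RUN. The Cenpf log2 fold change was 0.62 (standard error 0.25, adjusted p = 0.247) in Set A and 0.60 (standard error 0.24, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. For Cenpf, leaving out 1 library gave 0.50 to 0.69 in Set A and 0.51 to 0.66 in Set E, with an unadjusted p under 0.05 in 3 of 8 fits (not without replicate 5, 8, 14, 15 or 16) of Set A and 4 of 8 fits (not without replicate 11, 14, 15 or 16) of Set E. Cenpf had an unadjusted p of 0.05 or more in Sets A and E with quantile normalization. Cenpf had a low library in each of the groups it was compared with, as in p16 KO CTL replicate 8 it was at 0.243 TPM against 0.361 to 0.384 in the other 3 libraries and in p16 WT RUN replicate 11 it was at 0.285 TPM against 0.385 to 0.397 in the other 3 libraries. Clcn1 (chromosome 6 of mm10 from 42286685 to 42314656) was at 1.69 ± 0.433 TPM (SD, n = 4) in p16 KO RUN, 0.857 ± 0.493 TPM (SD, n = 4) in p16 KO CTL and 1.08 ± 0.216 TPM (SD, n = 4) in p16 WT RUN. Slc18a2 (chromosome 19 of mm10 from 59260878 to 59296012) was at 8.50 ± 1.38 TPM (SD, n = 4) in p16 KO RUN, 5.95 ± 0.378 TPM (SD, n = 4) in p16 KO CTL and 6.65 ± 0.611 TPM (SD, n = 4) in p16 WT RUN. Dbn1 (chromosome 13 of mm10 from 55473428 to 55488076) was at 440.1 ± 21.9 TPM (SD, n = 4) in p16 KO RUN, 325 ± 31.5 TPM (SD, n = 4) in p16 KO CTL and 398 ± 18.6 TPM (SD, n = 4) in p16 WT RUN. Gabbr2 (chromosome 4 of mm10 from 46663898 to 46991714) was at 291 ± 7.75 TPM (SD, n = 4) in p16 KO RUN, 236 ± 19.1 TPM (SD, n = 4) in p16 KO CTL and 266 ± 11.5 TPM (SD, n = 4) in p16 WT RUN. Their log2 fold changes in Set A were 0.96 for Clcn1, 0.43 for Slc18a2, 0.38 for Dbn1, 0.24 for Gabbr2, with adjusted p-values from 0.0793 to 0.24, and in Set E 0.59 for Clcn1, 0.35 for Slc18a2, 0.15 for Dbn1, 0.14 for Gabbr2, each with an adjusted p of 1. With 1 library left out the unadjusted p was under 0.05 in Set A in 8 of 8 fits for Slc18a2, Dbn1 and Gabbr2, and in 3 of 8 (not without replicate 6, 7, 13, 15 or 16) for Clcn1, and in Set E in 8 of 8 fits for Dbn1, and in 3 of 8 (not without replicate 10, 11, 13, 15 or 16) for Clcn1, 2 of 8 (not without replicate 9, 10, 11, 13, 14 or 15) for Slc18a2 and 5 of 8 (not without replicate 9, 11 or 14) for Gabbr2. Clcn1 had no unadjusted p under 0.05 in Set E with quantile normalization or with all 16 libraries in one fit, nor did Dbn1 with the latter.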

#### Cell cycle regulators and promoters of stem cell proliferation

Upregulated cell cycle regulators or markers included in Set A_Set E_GLM comprise *Mki67* (Scholzen and Gerdes, 2000); the DNA topoisomerase II alpha *Top2a*, required for DNA replication (Gómez-Herreros et al., 2014), and necessary for neurogenesis in neurogenic niches (Qin et al., 2022); *Pole*, i.e., the DNA polymerase epsilon, catalytic subunit, involved in DNA replication and also recombination (Hogg and Johansson, 2012); *Prc1*, essential for successful cytokinesis and localization of the central spindle (Mollinari et al., 2002). Moreover, Set A_Set E_GLM includes also positive regulators of stem/progenitor cell proliferation such as *Zic4*, which activates the proliferation of progenitor cells in cerebellum (Blank et al., 2011); *Insm2*, required for glucose-stimulated insulin secretion (Wang et al., 2018); *Dpf3*, which is part of the SWI/SNF chromatin remodeling complex that promotes stem cells proliferation/self-renewal (Lessard et al., 2007); or, remarkably, *Trp73*, which plays a critical role in promoting self-renewal and proliferation of the neural stem and early progenitor cells, possibly through increasing Sox2 (Talos et al., 2010).

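Mki67 lies on chromosome 7 of mm10 from 135689788 to 135716379 and was at 2.03 ± 0.178 TPM (SD, n = 4) in p16 KO RUN, 0.736 ± 0.224 TPM (SD, n = 4) in p16 KO CTL and 1.41 ± 0.301 TPM (SD, n = 4) in p16 WT RUN. The Mki67 log2 fold change was 1.32 (standard error 0.22, adjusted p = 0.0856) in Set A and 0.52 (standard error 0.20, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. For Mki67, leaving out 1 library gave 1.19 to 1.45 in Set A and 0.36 to 0.59 in Set E, with an unadjusted p under 0.05 in 8 of 8 fits of Set A and 5 of 8 fits (not without replicate 9, 15 or 16) of Set E. Mki67 had an unadjusted p of 0.05 or more in Set E with all 16 libraries in one fit. In p16 WT RUN, replicate 9 was at 0.957 TPM against 1.53 to 1.59 in the other 3 libraries, and without it the Set E value was 0.36. Levels of Top2a (chromosome 11 of mm10 from 98992947 to 99024189) were 0.981 ± 0.265 TPM (SD, n = 4) in p16 KO RUN, 0.357 ± 0.0982 TPM (SD, n = 4) in p16 KO CTL and 0.278 ± 0.171 TPM (SD, n = 4) in p16 WT RUN. The Top2a log2 fold change was 1.18 (standard error 0.28, adjusted p = 0.152) in Set A and 1.59 (standard error 0.36, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. Fits of Top2a with 1 library left out ranged from 1.02 to 1.33 in Set A and from 1.37 to 1.86 in Set E, and the unadjusted p was under 0.05 in 8 of the 8 fits of each set. On chromosome 5 of mm10 from 110286319 to 110337453, Pole reached 1.49 ± 0.167 TPM (SD, n = 4) in p16 KO RUN, 0.6998 ± 0.245 TPM (SD, n = 4) in p16 KO CTL and 1.12 ± 0.152 TPM (SD, n = 4) in p16 WT RUN. The Pole log2 fold change was 0.98 (standard error 0.24, adjusted p = 0.157) in Set A and 0.40 (standard error 0.18, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. When 1 library was left out, Pole had an unadjusted p under 0.05 in 8 of 8 fits of Set A and 1 of 8 fits (without replicate 12) of Set E, and its values were 0.86 to 1.14 in Set A and 0.32 to 0.46 in Set E. Pole had an unadjusted p under 0.05 in Set E with a pseudocount of 1, with FPKM and without the variance trend. Prc1 lies on chromosome 7 of mm10 from 80294451 to 80316259 and was at 2.62 ± 0.514 TPM (SD, n = 4) in p16 KO RUN, 1.31 ± 0.511 TPM (SD, n = 4) in p16 KO CTL and 1.82 ± 0.378 TPM (SD, n = 4) in p16 WT RUN. The Prc1 log2 fold change was 0.94 (standard error 0.27, adjusted p = 0.174) in Set A and 0.51 (standard error 0.20, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.0571 in Set E. For Prc1, leaving out 1 library gave 0.79 to 1.112 in Set A and 0.37 to 0.61 in Set E, with an unadjusted p under 0.05 in 8 of 8 fits of Set A and 4 of 8 fits (not without replicate 9, 12, 15 or 16) of Set E. Prc1 had an unadjusted p of 0.05 or more in Set E with all 16 libraries in one fit. A list of 17 genes of proliferating cells, written before the data were examined, held 16 genes that were tested, among them Mki67, Top2a and Prc1. Their mean log2 fold change was 0.64 in Set A (14 of 16 genes higher, adjusted p = 0.00362 by the fry gene set test of limma over 90 tests) and 0.63 in Set E (14 of 16, adjusted p = 0.00362), and 0.49 in Set D (11 of 16, adjusted p = 0.203). The mean of the list was higher in every p16 KO RUN library than in every library of p16 KO CTL, p16 WT RUN and p16 WT CTL (exact permutation p = 0.0286 for each). Since the study picked 4 of the 17 genes from these libraries, the 12 other tested genes were compared too, a choice made after the result was seen. They had mean log2 fold changes of 0.51 in Set A (10 of 12 higher), 0.58 in Set E (10 of 12) and 0.41 in Set D (7 of 12), with adjusted p = 0.000406, adjusted p = 2.15e-05 and adjusted p = 0.00631 by fry over these 3 tests.

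**Figure D3:**
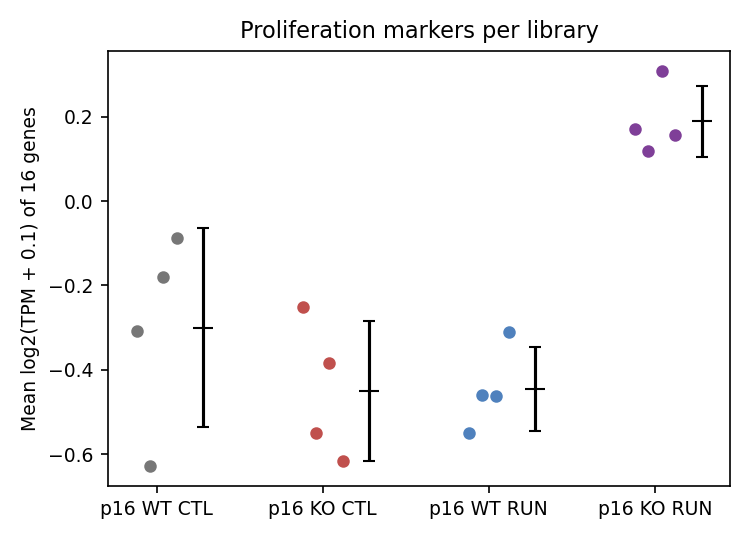
Mean log2(TPM + 0.1) of the 16 tested genes of proliferating cells (vertical axis) in each library of the 4 groups, with the mean ± SD of each group. The 4 p16 KO RUN libraries lie above all 12 other libraries.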

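Levels of Zic4 (chromosome 9 of mm10 from 91368972 to 91389348) were 0.924 ± 0.673 TPM (SD, n = 4) in p16 KO RUN, 0.442 ± 0.0794 TPM (SD, n = 4) in p16 KO CTL and 0.472 ± 0.124 TPM (SD, n = 4) in p16 WT RUN. The Zic4 log2 fold change was 0.68 (standard error 0.40, adjusted p = 0.369) in Set A and 0.68 (standard error 0.42, adjusted p = 1) in Set E, with an exact permutation p of 0.114 in Set A and 0.2 in Set E. Fits of Zic4 with 1 library left out ranged from 0.28 to 0.87 in Set A and from 0.28 to 0.87 in Set E, and the unadjusted p was under 0.05 in 0 of 8 fits of Set A and 0 of 8 fits of Set E. The Set A value of Zic4 was 0.28 without p16 KO RUN replicate 14. The Set E value of Zic4 was 0.28 without p16 KO RUN replicate 14. That library also had the highest mean log2 level of a list of thalamus and habenula markers in its group. This level was 2.462, against 1.167 to 1.626 in p16 KO RUN replicates 13, 15 and 16. On chromosome 12 of mm10 from 55598917 to 55602017, Insm2 reached 0.899 ± 0.442 TPM (SD, n = 4) in p16 KO RUN, 0.365 ± 0.105 TPM (SD, n = 4) in p16 KO CTL and 0.508 ± 0.212 TPM (SD, n = 4) in p16 WT RUN. The Insm2 log2 fold change was 0.97 (standard error 0.36, adjusted p = 0.233) in Set A and 0.67 (standard error 0.38, adjusted p = 1) in Set E, with an exact permutation p of 0.0571 in Set A and 0.143 in Set E. When 1 library was left out, Insm2 had an unadjusted p under 0.05 in 4 of 8 fits (not without replicate 5, 8, 15 or 16) of Set A and 1 of 8 fits (without replicate 10) of Set E, and its values were 0.73 to 1.17 in Set A and 0.44 to 0.89 in Set E. The Set E value of Insm2 was 0.44 without p16 KO RUN replicate 16. Insm2 had an unadjusted p of 0.05 or more in Set A with quantile normalization. Dpf3 lies on chromosome 12 of mm10 from 83213751 to 83487736 and was at 28.7 ± 1.97 TPM (SD, n = 4) in p16 KO RUN, 20.5 ± 2.33 TPM (SD, n = 4) in p16 KO CTL and 24.3 ± 1.22 TPM (SD, n = 4) in p16 WT RUN. The Dpf3 log2 fold change was 0.42 (standard error 0.081, adjusted p = 0.114) in Set A and 0.25 (standard error 0.068, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. For Dpf3, leaving out 1 library gave 0.38 to 0.47 in Set A and 0.21 to 0.29 in Set E, with an unadjusted p under 0.05 in 8 of the 8 fits of each set. Levels of Trp73 (chromosome 4 of mm10 from 154056249 to 154140208) were 3.17 ± 0.0855 TPM (SD, n = 4) in p16 KO RUN, 2.17 ± 0.649 TPM (SD, n = 4) in p16 KO CTL and 2.43 ± 0.202 TPM (SD, n = 4) in p16 WT RUN. The Trp73 log2 fold change was 0.51 (standard error 0.21, adjusted p = 0.253) in Set A and 0.38 (standard error 0.13, adjusted p = 1) in Set E, with an exact permutation p of 0.0571 in Set A and 0.0286 in Set E. Fits of Trp73 with 1 library left out ranged from 0.39 to 0.67 in Set A and from 0.32 to 0.43 in Set E, and the unadjusted p was under 0.05 in 2 of 8 fits (not without replicate 5, 6, 13, 14, 15 or 16) of Set A and 8 of 8 fits of Set E. Trp73 had an unadjusted p of 0.05 or more in Set A with quantile normalization. Trp73 had an unadjusted p of 0.05 or more in Set E with all 16 libraries in one fit.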

#### Negative regulators of ROS levels and oxidation

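On chromosome 18 of mm10 from 24653691 to 24701556, Mocos reached 4.53 ± 0.607 TPM (SD, n = 4) in p16 KO RUN, 2.35 ± 0.971 TPM (SD, n = 4) in p16 KO CTL and 3.48 ± 0.598 TPM (SD, n = 4) in p16 WT RUN. The Mocos log2 fold change was 0.92 (standard error 0.23, adjusted p = 0.16) in Set A and 0.39 (standard error 0.17, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.0857 in Set E. When 1 library was left out, Mocos had an unadjusted p under 0.05 in 8 of 8 fits of Set A and 3 of 8 fits (not without replicate 9, 11, 14, 15 or 16) of Set E, and its values were 0.79 to 1.14 in Set A and 0.25 to 0.46 in Set E. The Set E value of Mocos was 0.25 without p16 WT RUN replicate 9. Mocos had an unadjusted p of 0.05 or more in Set E without the filter on low values, with quantile normalization and with all 16 libraries in one fit. In p16 WT RUN, replicate 9 was at 2.58 TPM against 3.71 to 3.83 in the other 3 libraries. Gstm2 lies on chromosome 3 of mm10 from 107981702 to 107986436 and was at 3.78 ± 0.614 TPM (SD, n = 4) in p16 KO RUN, 2.39 ± 0.271 TPM (SD, n = 4) in p16 KO CTL and 2.47 ± 0.318 TPM (SD, n = 4) in p16 WT RUN. The Gstm2 log2 fold change was 0.57 (standard error 0.18, adjusted p = 0.199) in Set A and 0.60 (standard error 0.16, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. For Gstm2, leaving out 1 library gave 0.47 to 0.66 in Set A and 0.52 to 0.69 in Set E, with an unadjusted p under 0.05 in 8 of the 8 fits of each set. Gstm2 had an unadjusted p of 0.05 or more in Set A with quantile normalization.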

Negative regulators of ROS levels and oxidation whose expression is upregulated in SetA_Set E_GLM are: *Nlrc5*, which causes decrease of the ROS levels in hippocampal cells through Nrf2 (Li L. et al., 2021); *Mocos*, which decreases the ROS species during oxidative stress and is required during synaptogenesis (Féron et al., 2016); and *Gstm2*, which protects against dopamine oxidation through GSH-conjugation (Segura-Aguilar et al., 2014).

#### Regulator of fatty acid metabolism

*Lpin2* belongs to the Lipin family whose members act also as transcriptional coactivators that, in conjunction with *Pgc1-alpha* (peroxisome proliferator-activated receptor gamma, coactivator 1 alpha), control the expression of genes involved in lipid and mitochondrial metabolism. *Lpin 1* is required for the regulation of fatty acid metabolism, and *Lpin2* may play similar roles (Chen et al., 2015). In particular, Lipins favor lipid storage thanks to their phosphatidic acid phosphatase (PAP) enzymatic activity, which is involved in the generation of fatty acids through the production of triacylglycerols (Carman and Han, 2009). This is the first evidence of *Lpin2* expression in the hippocampus, whose increase by running may underlie the activation of stem cells by running. 

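Levels of Lpin2 (chromosome 17 of mm10 from 71183978 to 71249818) were 78.0 ± 1.10 TPM (SD, n = 4) in p16 KO RUN, 56.99 ± 5.75 TPM (SD, n = 4) in p16 KO CTL and 69.2 ± 5.44 TPM (SD, n = 4) in p16 WT RUN. The Lpin2 log2 fold change was 0.39 (standard error 0.057, adjusted p = 0.0793) in Set A and 0.18 (standard error 0.066, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. Fits of Lpin2 with 1 library left out ranged from 0.35 to 0.42 in Set A and from 0.14 to 0.22 in Set E, and the unadjusted p was under 0.05 in 8 of 8 fits of Set A and 5 of 8 fits (not without replicate 9, 11 or 15) of Set E.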

In fact, this is consistent with the observation that the activation of quiescent stem cells depends on a gradual decrease of the break down (i.e., oxidation) of fatty acids (Knobloch et al., 2017).

### Analysis of the genes most downregulated in Set A_Set E_GLM

The genes most downregulated by running in p16 knockout dentate gyrus, in Set A_Set E_GLM, are summarized below and listed in Table 2.

#### Neurotransmitter receptors

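On chromosome 2 of mm10 from 112479072 to 112480817, Chrm5 reached 0.535 ± 0.175 TPM (SD, n = 4) in p16 KO RUN, 1.36 ± 0.818 TPM (SD, n = 4) in p16 KO CTL and 1.07 ± 0.439 TPM (SD, n = 4) in p16 WT RUN. The Chrm5 log2 fold change was -1.08 (standard error 0.48, adjusted p = 0.271) in Set A and -0.85 (standard error 0.35, adjusted p = 1) in Set E, with an exact permutation p of 0.114 in Set A and 0.0857 in Set E. When 1 library was left out, Chrm5 had an unadjusted p under 0.05 in 1 of 8 fits (without replicate 7) of Set A and 3 of 8 fits (not without replicate 10, 11, 12, 14 or 16) of Set E, and its values were -1.53 to -0.75 in Set A and -1.08 to -0.63 in Set E. Chrm5 had an unadjusted p under 0.05 in Set A with a pseudocount of 1, with quantile normalization, with FPKM, with all 16 libraries in one fit and with the highest value per gene name. Chrm5 had an unadjusted p of 0.05 or more in Set E with all 16 libraries in one fit. Gabra3 lies on chromosome X of mm10 from 72432676 to 72656246 and was at 12.1 ± 1.34 TPM (SD, n = 4) in p16 KO RUN, 17.2 ± 5.61 TPM (SD, n = 4) in p16 KO CTL and 14.7 ± 2.46 TPM (SD, n = 4) in p16 WT RUN. The Gabra3 log2 fold change was -0.53 (standard error 0.19, adjusted p = 0.226) in Set A and -0.27 (standard error 0.14, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.2 in Set E. For Gabra3, leaving out 1 library gave -0.61 to -0.33 in Set A and -0.37 to -0.18 in Set E, with an unadjusted p under 0.05 in 7 of 8 fits (not without replicate 16) of Set A and 1 of 8 fits (without replicate 9) of Set E. The Set A value of Gabra3 was -0.33 without p16 KO CTL replicate 8. A single library stood apart in p16 KO CTL, where replicate 8 was at 25.6 TPM against 14.0 to 14.6 in the other 3 libraries.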

Downregulated neurotransmitter receptors include: *Chrm5,* acetylcholine receptor muscarinic 5, which is involved in presynaptic function (Sakata and Overacre, 2017); *Gabra3*, GABA(A) receptor alpha 3, which is of key importance for the activation of inhibitory GABA synapses (Wagner et al., 2021), and is remarkable that the decrease of *Gabra3* expression induced by running in p16 knockout dentate gyrus is in line with the notion that the inhibition of the GABA pathway favors stem cells activation (Dumitru et al., 2017). Another neurotransmitter receptor which is downregulated is *Grm3*, which is a metabotropic glutamate receptor (GluR) Group II, whose effect on adult neurogenesis is not clear, but the activation of GluR group II and III appears to have an inhibitory effect on neural progenitor cells proliferation (Jansson and Åkerman, 2014), and this is consistent with the decrease of expression of *Grm3* in p16 KO RUN dentate gyrus.

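Levels of Grm3 (chromosome 5 of mm10 from 9485236 to 9725352) were 33.6 ± 1.45 TPM (SD, n = 4) in p16 KO RUN, 45.0 ± 8.67 TPM (SD, n = 4) in p16 KO CTL and 37.8 ± 3.57 TPM (SD, n = 4) in p16 WT RUN. The Grm3 log2 fold change was -0.46 (standard error 0.14, adjusted p = 0.186) in Set A and -0.15 (standard error 0.066, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.0857 in Set E. Fits of Grm3 with 1 library left out ranged from -0.58 to -0.34 in Set A and from -0.20 to -0.10 in Set E, and the unadjusted p was under 0.05 in 8 of 8 fits of Set A and 2 of 8 fits (not without replicate 9, 10, 11, 14, 15 or 16) of Set E. The Set E value of Grm3 was -0.10 without p16 WT RUN replicate 11. Grm3 had an unadjusted p of 0.05 or more in Set E with TPM as deposited, with all 16 libraries in one fit and without the variance trend.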

#### Synaptic plasticity regulators

*Rgs14* is a mitotic spindle protein that plays a role in synaptic plasticity, as it restricts calcium elevations in hippocampal spines (Evans et al., 2018), and whose deletion favors synaptic plasticity and LTP in the hippocampus (Lee et al., 2010). 

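Rgs14 lies on chromosome 13 of mm10 from 55369732 to 55384687. It was at 76.1 ± 8.16 TPM (SD, n = 4) in p16 KO RUN, 95.2 ± 6.62 TPM (SD, n = 4) in p16 KO CTL, 89.9 ± 4.93 TPM (SD, n = 4) in p16 WT RUN and 87.7 ± 7.10 TPM (SD, n = 4) in p16 WT CTL. The Rgs14 log2 fold change was -0.39 (standard error 0.075, adjusted p = 0.114) in Set A, -0.24 (standard error 0.073, adjusted p = 1) in Set E and 0.18 (standard error 0.061, adjusted p = 0.624) in Set B, and leaving out 1 library gave -0.45 to -0.33 in Set A and -0.29 to -0.18 in Set E. The exact permutation p was 0.0286 in Sets A and E and 0.0571 in Set B. In Set B the unadjusted p was 0.05 or more with TPM as deposited and without p16 WT CTL replicate 1 (log2 fold change 0.15).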

The inhibitory effect of *Rgs14* on synaptic transmission is also compatible with its downregulation observed in Set A (−0.38 log2 fold change) and Set D (−0.20 log2 fold change).

*Fgf12* is an intracellular factor involved in neurotransmission that interacts with voltage-gated sodium channels and regulates the channel activity in neurons (Zhang et al., 2012), however is not clear whether its decrease may facilitate stem cells activation.

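On chromosome 16 of mm10 from 28157783 to 28753243, Fgf12 reached 43.6 ± 2.58 TPM (SD, n = 4) in p16 KO RUN, 48.8 ± 1.68 TPM (SD, n = 4) in p16 KO CTL and 49.2 ± 1.99 TPM (SD, n = 4) in p16 WT RUN. The Fgf12 log2 fold change was -0.23 (standard error 0.068, adjusted p = 0.191) in Set A and -0.17 (standard error 0.064, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.0857 in Set E. When 1 library was left out, Fgf12 had an unadjusted p under 0.05 in 8 of 8 fits of Set A and 4 of 8 fits (not without replicate 10, 12, 13 or 16) of Set E, and its values were -0.26 to -0.18 in Set A and -0.20 to -0.12 in Set E. Fgf12 had an unadjusted p of 0.05 or more in Sets A and E with all 16 libraries in one fit.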

*Nrxn1* is one of the neurexins, which are required for the localization and function of presynaptic GABA_B_-receptor signaling complexes (Luo et al., 2021); therefore, the decrease of *Nrxn1* expression negatively modulates the GABA pathway, which induces an expansion of the stem cells pool (Dumitru et al., 2017).

*Glrb* (Glycine receptor-β) is an inhibitory synaptic receptor, and this suggests that the decrease of *Glrb* may reduce its inhibition to the activation of neurogenesis by running in p16 knockout mice (Lee et al., 2017).

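Levels of Glrb (chromosome 3 of mm10 from 80843599 to 80913660) were 133 ± 1.73 TPM (SD, n = 4) in p16 KO RUN, 138 ± 7.53 TPM (SD, n = 4) in p16 KO CTL and 147 ± 7.04 TPM (SD, n = 4) in p16 WT RUN. The Glrb log2 fold change was -0.12 (standard error 0.057, adjusted p = 0.282) in Set A and -0.14 (standard error 0.049, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. Fits of Glrb with 1 library left out ranged from -0.15 to -0.087 in Set A and from -0.18 to -0.11 in Set E, and the unadjusted p was under 0.05 in 2 of 8 fits (without replicate 5 and 6) of Set A and 7 of 8 fits (not without replicate 10) of Set E. Glrb had an unadjusted p under 0.05 in Set A with all 16 libraries in one fit.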

#### Regulators of cell cycle, neural migration and differentiation

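On chromosome X of mm10 from 114474333 to 114561129, Klhl4 reached 4.03 ± 0.435 TPM (SD, n = 4) in p16 KO RUN, 5.38 ± 1.10 TPM (SD, n = 4) in p16 KO CTL and 5.08 ± 0.530 TPM (SD, n = 4) in p16 WT RUN. The Klhl4 log2 fold change was -0.46 (standard error 0.16, adjusted p = 0.218) in Set A and -0.32 (standard error 0.13, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.0571 in Set E. When 1 library was left out, Klhl4 had an unadjusted p under 0.05 in 8 of 8 fits of Set A and 3 of 8 fits (not without replicate 9, 10, 11, 14 or 16) of Set E, and its values were -0.54 to -0.34 in Set A and -0.39 to -0.27 in Set E. In p16 KO CTL, replicate 8 was at 7.01 TPM against 4.70 to 5.08 in the other 3 libraries.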

A downregulated cell cycle regulator is *Klhl4*, a member of the Klhl protein family, which mediates the ubiquitination of interacting proteins and activates the transcription of p21, thus resulting in the inhibition of cell cycle (Choi et al., 2020); this would be consistent with the decrease of *Klhl4* expression induced by running in p16 knockout dentate gyrus. Another regulator is *Ttc9*, which interacts with tropomyosin, and since the primary function of tropomyosin is to stabilize actin filament, this interaction may play a role in cell shape and motility (Cao et al., 2008), with a possible role in stem/progenitor cells migration (Sun et al., 2015); *Ttc9* downregulation may thus suggest a decreased motility of exercise-activated stem/progenitor cells in the p16 knockout dentate gyrus.

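Ttc9 lies on chromosome 12 of mm10 from 81631369 to 81664941 and was at 12.8 ± 1.41 TPM (SD, n = 4) in p16 KO RUN, 17.5 ± 2.54 TPM (SD, n = 4) in p16 KO CTL and 16.4 ± 2.70 TPM (SD, n = 4) in p16 WT RUN. The Ttc9 log2 fold change was -0.51 (standard error 0.13, adjusted p = 0.158) in Set A and -0.34 (standard error 0.14, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in Set A and 0.114 in Set E. For Ttc9, leaving out 1 library gave -0.57 to -0.43 in Set A and -0.46 to -0.26 in Set E, with an unadjusted p under 0.05 in 8 of 8 fits of Set A and 3 of 8 fits (not without replicate 9, 10, 11, 13 or 16) of Set E.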

Moreover, the gene *Ramp3* (receptor activity modifying protein 3), required for neuron differentiation (Li C. et al., 2021), is included among the genes downregulated in Set A and Set D, and this is consistent with the gene profile of stem cells proliferative activation that we are seeking to identify.

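Levels of Ramp3 (chromosome 11 of mm10 from 6658533 to 6677475) were 4.46 ± 0.617 TPM (SD, n = 4) in p16 KO RUN, 7.24 ± 1.47 TPM (SD, n = 4) in p16 KO CTL and 7.08 ± 2.69 TPM (SD, n = 4) in p16 WT RUN. The Ramp3 log2 fold change was -0.74 (standard error 0.18, adjusted p = 0.158) in Set A and -0.59 (standard error 0.22, adjusted p = 1) in Set E, with an exact permutation p of 0.0286 in each set. Fits of Ramp3 with 1 library left out ranged from -0.88 to -0.62 in Set A and from -0.70 to -0.36 in Set E, and the unadjusted p was under 0.05 in 8 of 8 fits of Set A and 7 of 8 fits (not without replicate 15) of Set E. The Set E value of Ramp3 was -0.36 without p16 WT RUN replicate 9.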

*In summary*, the above analysis focuses on genes that may play a causal role in the activation of neural stem cell. These include *Zic4*, which regulates progenitor cell proliferation, the negative regulators of ROS levels *Nlrc5*, *Gstm2* and *Mocos*, the regulator of fatty acid metabolism *Lpin2*, and the prodifferentiative gene *Ramp3* (downregulated in Set D; Li C. et al., 2021) or *Insm2*, required for the activation of the glycolitic pathway (Wang et al., 2018). The upregulation by running in p16 knockout dentate gyrus of the negative regulators of ROS levels *Nlrc5*, *Gstm2* and *Mocos*, in both Set A_Set E_GLM and Set D_Set E_GLM, is interesting, in view of the fact that a decrease of reactive oxygen species (ROS) accompanies the activation of stem cells by running (Adusumilli et al., 2021). As for *Lpin2*, the Lipin family has dual opposite actions on lipid metabolism, acting as a PAP (phosphatidate phosphatase) enzyme, required for lipid synthesis, and at the same time acting as a transcriptional coactivator promoting fatty acid oxidation. The balance of these two actions may contribute to lipid metabolic homeostasis (Chen et al., 2015), and this may be relevant since the control of fatty acid oxidation regulates neural stem cells activity (Knobloch et al., 2017). Among the synaptic regulators upregulated by running in both Set A_Set E_GLM and Set D_Set E_GLM, genes of interest are *Lepr*, *Slc18a2*, *Cenpf*, *Unc13d*, *Gabbr2*, and the synaptic inhibitor *Rgs14* that is downregulated, as they control synaptic plasticity and function, including release of neurotransmitters. Moreover, relevant for stem cell activation may also be the upregulation of cell cycle regulators, common to both Sets, such as *Top2a*, *Prc1*, *Pole* that are implicated in DNA replication and cytokinesis and may thus be involved in the proliferative activation of p16 knockout stem cells by running. Also *Cenpf* is interesting, as it plays a dual role in regulating the chromosome segregation as well as synaptic transmission.

Of note, the idea that Set A_Set E_GLM selection is a genuine and comprehensive collection of genes related to the activation of stem cells by running, is supported not only by their function profile related to the modulation of neural activity, but also from the observation that the genes differentially expressed in Set B comparison (KO CTL vs WT CTL, i.e., the genes representing the genetic signature of the p16 knockout phenotype), are a different subset, only marginally overlapping with Set A_Set E_GLM or with Set D_Set E_GLM selection (see section above “Genetic signature of the p16 knockout in the aged dentate gyrus (Set B comparison)”)*.*

### Repeated running stimuli fail to activate stem cell proliferation in p16 KO dentate gyrus as well as to induce differential expression of related genes

Finally, we asked whether the observed proliferative hyperactivation of p16 KO stem and progenitor cells by running made the cells prone to being reactivated by sequential running stimuli or had the opposite effect. We aimed to verify whether the stem cell-specific genes identified here play a role in the repeated response, and to gather information on the potential of stem cells self-renewal/proliferative activity.

To this purpose we set up an experimental protocol with two sequential running stimuli. One-year-old p16 KO and p16 WT mice were divided into four groups, namely,: i) sedentary mice (CTL); ii) a group that ran for 7 days (7d RUN); iii) a group allowed to run voluntarily for 12 days and sacrificed after 28 days (12d RUN +28d); iv) and a group that, 21 days after the first 12-day session of running, was submitted to a second running session of 7 days (12d RUN +21d + 7d RUN). The timeline of the experiment is described in Figure 5A.

**FIGURE 5:**
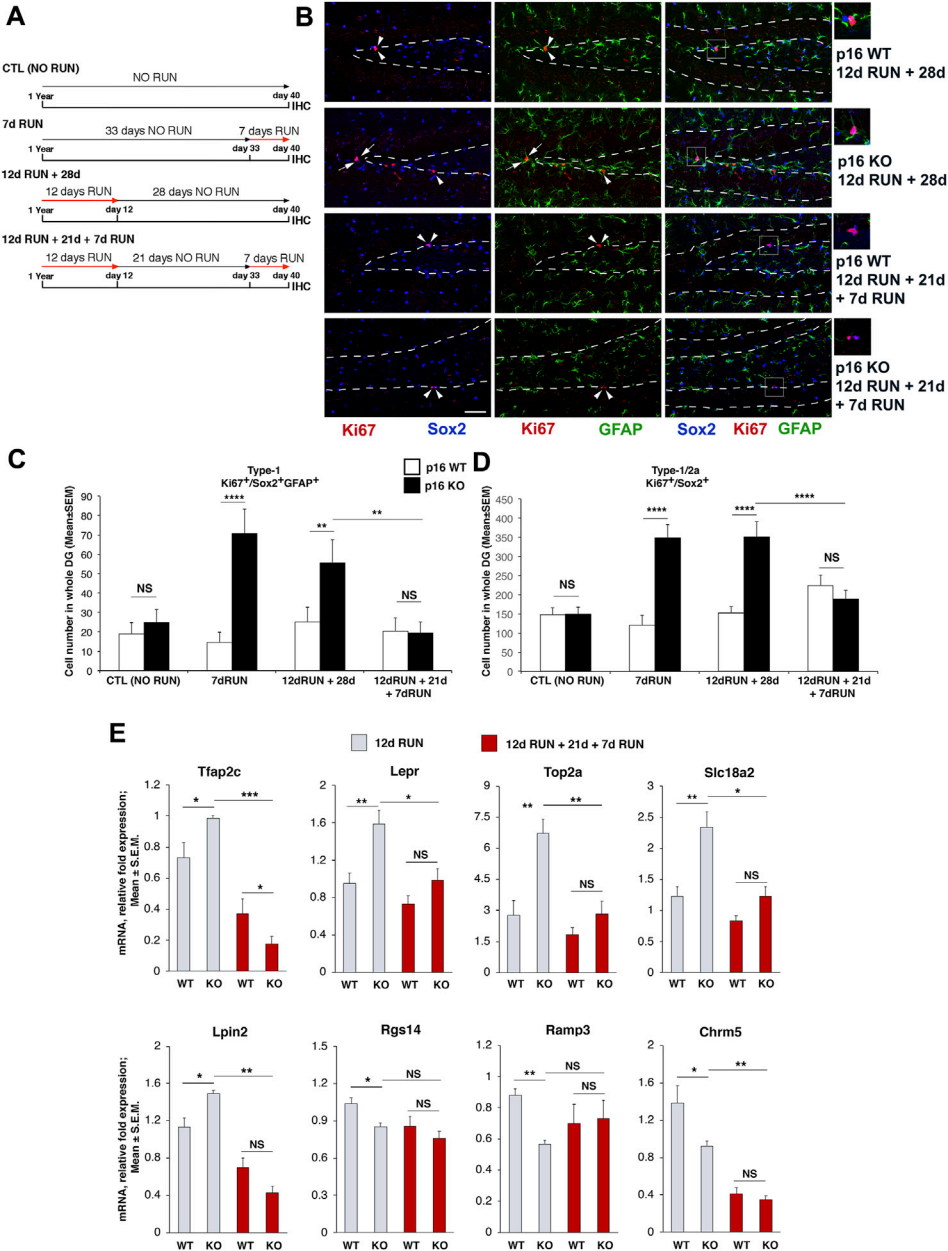
Cellular and gene expression analyses of stem cell activation elicited by sequential running stimuli in p16 KO and p16 WT dentate gyrus. **(A)** Timeline of the experiments performed on p16 WT and p16 KO 1-year-old mice: i) no run; ii) single run of 7 days; iii) single run of 12 days followed by a sedentary period; iv) double run of 12 and 7 days spaced 21 days apart. **(B)** Representative images by confocal microscopy (×40 magnification) showing that the proliferating type-1 stem cells (Ki67^+^/Sox2^+^/GFAP^+^, labeled in red, blue and green, respectively) in the dentate gyrus of p16 KO mice increase, relative to p16 WT, after a single run of 12 days followed by a sedentary period, whereas they do not increase after a double run of 12 and 7 days spaced 21 days apart. The white dashed line labels the boundaries of the dentate gyrus. Arrowheads: Ki67^+^/Sox2^+^/GFAP^−^ cells, arrows: Ki67^+^/Sox2^+^/GFAP^+^ cells. Scale bar 50 μm. White boxes: area at higher magnification (×2), shown in the panels on the right. **(C)** Graph showing the changes induced by running on the proliferation of stem cells (type-1 cells, Ki67^+^/Sox2^+^/GFAP^+^) in p16 WT and in p16 KO dentate gyrus, in the different groups indicated. A single RUN of 12 days induces the proliferation of p16 KO stem cells for an extended period (28 days; group 12d RUN +28d), but a second running added (7 days; group 12d RUN +21d + 7d RUN) does not stimulate p16 KO stem cell proliferation. **(D)** Similar changes were observed analyzing stem and progenitor cells together (i.e., type-1 and type-2a cells, respectively; Ki67^+^/Sox2^+^cells). **(C,D)** Analysis of simple effects: NS *p* > 0.05, **p < 0.01, or ****p < 0.0001, PLSD ANOVA test. Cell numbers in the dentate gyrus are means ± SEM of the analysis of five animals per group. **(E)** Real-time PCR analysis of the differential expression response to the second running stimulus for the Set A_Set E_GLM genes whose activation by running had been validated, i.e., *Tfap2c*, *Lepr*, *Top2a*, *Slc18a2*, *Lpin2*, *Rgs14*, *Ramp3*, *Chrm5*. The expression of these genes was activated in the p16 knockout dentate gyrus by a single run of 12 days but was not changed by a second running, relative to p16 wild-type. The figure shows the mean mRNA expression fold increases ±SEM from two independent experiments. Four biological replicates were used for mice that run 12 days and five biological replicates for mice that underwent the double run. TBP was used to normalize data. The statistical analysis of real-time PCR data was performed by non-parametric Kruskal-Wallis test to detect main effects (resulting with *p*-value <0.05 for all the genes tested), followed by Mann-Whitney U *post hoc* test for single Set comparison. *p < 0.05, **p < 0.01, ***p < 0.001, Mann-Whitney U *post hoc* test; n = at least 24, i.e., total number of data for each gene analyzed for all four groups (WT RUN and KO RUN, WT 12d RUN +21d + 7d RUN or KO 12d RUN +21d + 7d RUN).

First, we verified that 7 days of running was effective in stimulating the proliferation of stem cells in p16 KO, compared to p16 WT mice, as previously observed after a protocol of 12-day running (Micheli et al., 2019). We observed that proliferating stem cells (i.e., type-1, Ki67^+^/Sox2^+^/GFAP^+^) in p16 KO dentate gyri are highly induced after 7 days of running, showing 4.8-fold increase, relative to p16 WT (p16 KO 7d RUN vs p16 WT 7d RUN, *p* < 0.0001, Fisher’s PLSD ANOVA *post hoc* test; two-way ANOVA, interaction of running with genotype, *F*_(3,430)_ = 4.37, *p* = 0.0048 Figures 5A–C). As expected, no change is induced by running on p16 WT type-1 cell proliferation, relative to sedentary p16 WT (p16 WT 7d RUN vs p16 WT CTL, *p* = 0.71); likewise, sedentary p16 KO and p16 WT type-1 cell proliferation did not show differences (p16 KO CTL vs p16 WT CTL, *p* = 0.63). Of note, as we previously observed (Micheli et al., 2019), a large increase in type-1 cells proliferation was induced and was still present 28 days after the end of the 12-day running exercise (p16 KO 12d RUN +28d vs p16 WT 12d RUN +28d, 2.2-fold increase, *p* = 0.010, Fisher’s PLSD ANOVA *post hoc* test; Figures 5A–C). However, in the p16 KO group a second running exercise 7-day-long not only is ineffective on type-1 cells proliferation, relative to p16 WT (p16 KO 12d RUN +21d + 7d RUN vs p16 WT 12d RUN +21d + 7d RUN, *p* = 0.95, Fisher’s PLSD ANOVA *post hoc* test; Figures 5A–C) but also leads to a decrease with respect to the single-running group p16 KO 12d RUN +28d (*p* = 0.002, Fisher’s PLSD ANOVA *post hoc* test; Figures 5A–C). Similar results were obtained by analyzing together type-1 and type-2a stem and progenitor cells, respectively, i.e., Ki67^+^/Sox2^+^ (p16 KO 12d RUN +28d vs p16 WT 12d RUN +28d, 2.3-fold increase, *p* < 0.0001, Fisher’s PLSD ANOVA *post hoc* test; p16 KO 12d RUN +21d + 7d RUN vs p16 WT 12d RUN +21d + 7d RUN, *p* = 0.36, Fisher’s PLSD ANOVA *post hoc* test; Figures 5A, B, D). It is worth noting that also a second longer running exercise for 12 days did not increase type-1 cell proliferation (p16 KO 12d RUN +21d + 12d RUN vs p16 WT 12d RUN +21d + 12d RUN, data not shown).

Thus, the process of self-renewal of stem cells in p16 KO dentate gyrus appears to be long-lasting, relative to p16 WT, but with a limited capability of response to repeated stimuli. This suggest that a repeated stimulus in absence of p16 could lead stem cells to exit the cell cycle, thus favoring the maintenance of a pool of quiescent stem cells, or, alternatively, could cause a decrease of the stem cell pool. Additionally, we cannot exclude that the dentate gyrus stem cells may respond to a second stimulus if they are given more time to recover.

We also aimed to test the effect of a second running stimulus on the expression of the genes we identified in p16 KO as being correlated with the activation of stem cells after running, i.e., the Set A_Set E_GLM genes. Of this Set we analyzed the genes whose differential expression had been validated in this study, i.e., *Tfap2c*, *Lepr*, *Top2a*, *Slc18a2*, *Lpin2*, *Rgs14*, *Ramp3*, *Chrm5*. In spite of their observed regulation by the single 12-day run, (p16 WT RUN vs p16 KO RUN, *p*-value <0.05 for all genes, Mann Whitney U test, after analysis of main effects by Kruskal-Wallis test showing *p*-value <0.05; Figure 5E), their expression was not modified by the double-running protocol in the p16 knockout dentate gyrus, with respect to p16 wild-type, or, in the case of *Tfap2c,* it was even counter-regulated (p16 KO 12d RUN +21d + 7d RUN vs p16 WT 12d RUN +21d + 7d RUN; *Tfap2c*, *p* = 0.041; *Lepr*, *p* = 0.17; *Top2a*, *p* = 0.25; *Slc18a2*, *p* = 0.07; *Lpin2*, *p* = 0.07; *Rgs14*, *p* = 0.14; *Ramp3*, *p* = 0.91; *Chrm5, p* = 0.46; Mann Whitney U test; see Figure 5E). Moreover, comparing the gene expression level in p16 KO after the single 12-day run and after the double run, we found a significant reduction in 6 genes after the double run (p16 KO 12d RUN vs p16 KO 12d RUN +21d + 7d RUN; *Tfap2c*, *p* = 0.0004; *Lepr*, *p* = 0.018; *Top2a*, *p* = 0.004; *Slc18a2*, *p* = 0.018; *Lpin2*, *p* = 0.004; *Chrm5, p* = 0.004; Mann Whitney U test).

Thus, the lack of proliferative activation of type-1 stem cells in p16 knockout mice after the second stimulus matches the lack of differential expression, further suggesting the involvement of these Set A_Set E_GLM genes in the process of stem cell response to stimulus.

Indeed, in recent years two views have been proposed about how the stem cell pool in the subgranular zone of the dentate gyrus self-renews; one suggesting recurrent stem cell self-renewal, while the other configuring a “disposable stem cell” model.

In the first model, a quiescent stem cell that has been activated under physiological conditions may go through repeated asymmetrical divisions, generating neurons or astroglia. However, stem cells may also divide symmetrically and, following either type of division, return to a quiescent state, remaining open to activation in the future (Bonaguidi et al., 2011). Conversely, according to the “disposable stem cell” paradigm, the stem cell is activated, divides multiple times asymmetrically, and then definitively differentiates into an astrocyte or a neuron, depleting the pool (Encinas et al., 2011). However, if the activation is induced by a stimulus of strong intensity (kainic acid), which mimics epileptiform activity, then the division mode changes from asymmetric to symmetric with prevalent astrocytogenesis and enhanced pool depletion (Sierra et al., 2019).

Moreover, according to other studies, the retention of the stem cell pool and neurogenesis in old age may be caused by the fact that not all neural stem cells are rapidly exhausted and that some of them return to quiescence in both the subgranular zone (SGZ) and the SVZ (Urbán et al., 2016; Obernier et al., 2018; Pilz et al., 2018).

Pilz’s et al. (2018) model actually suggests that radial glia stem cells may enter the cell cycle infrequently and alternate between quiescence and activity. According to Urbán et al. (2016) the activated dentate gyrus stem cells can in the long-term revert to a resting state if the E3-ubiquitin ligase Huwe1 is destroyed, which eventually prevents the upregulation of cyclin D1. Indeed, stem cell returning to a quiescent state is a necessary step for the long-term maintenance of hippocampus neurogenesis, since the proliferative stem cell pool is depleted when stem cells fail to enter quiescence (Urbán et al., 2016).

More recently, the two views have been united by recognizing the importance of age in stem cell self-renewal. In fact, at an early age the second model would be favored, with intense replication followed by depletion of the pool, whereas at later ages and during aging stem cells would replicate according to a gradual pattern of self-renewal that favors the conservation of the pool; this age-associated change is parallel to a shift from a population of stem cells dividing repeatedly to a more quiescent population (Harris et al., 2021; Ibrayeva et al., 2021; Martín-Suárez and Encinas, 2021).

We showed that the proliferation of p16 knockout stem cells (Ki67^+^/Sox2^+^/GFAP^+^) remains active after the first running stimulus, relative to p16 wild-type mice, remarkably even 28 days after the end of the exercise. However, after a second neurogenic stimulus (i.e., 7-day running), the stem cell pool appears unresponsive to stimulus, since proliferating stem cells of p16 knockout dentate gyrus do not display a significant change relative to p16 wild-type, and are even reduced relative to the p16 knockout group undergoing a single running exercise, (i.e., p16 KO RUN 12d + 28d), reaching the level of sedentary mice. This suggests that a protracted proliferation after the end of the first running, in a condition lacking the inhibitory control of p16 expression, may reduce the response potential of stem cells. This effect may mean a reduced number of responsive stem cells remaining 3 weeks after the first running stimulus; however, although this points to the safeguarding effect of p16 on the cell pool functional integrity, our data do not directly suggest that a depletion of the stem cell pool has occurred. Our transcriptomic analysis monitors the genetic response of p16 knockout at the end of the first (12-day) running stimulus. Notably, the match between the lack of responsiveness of the Set A_Set E_GLM genes to the second run and the lack of proliferative activation of p16 knockout stem cells is consistent with our idea that this gene set plays a role in stem cells activation after the first running stimulus and in the non-activation after the second stimulus. If so, the modulation of those p16-dependent genes could ensure that the stem cell pool is preserved during aging.

## Conclusion

The main cellular phenotypes that we have observed previously in the p16 KO dentate gyrus, correspond to i) an increase of apoptosis relative to p16 WT either sedentary or running mice, and to ii) a strong activation of stem and progenitor cells induced by running (Micheli et al., 2019). Consistently, here we find that the genes most significantly upregulated by p16 knockout in the dentate gyrus of sedentary mice (Set B, i.e., the basic p16 KO gene signature not associated with running) are involved in apoptosis and neuroinflammation (*Eif2ak2, Ccr1, Cd59a*), in cell signaling, metabolism and synaptic neuroplasticity and activity (lactate transport, NOS), suggesting a reactive cellular state, ready to respond to external stimuli. In fact, the GO classes enriched in these Set B genes include response to endogenous stimulus, regulation of signaling, cell cycle, and response to oxygen containing compounds.

On the other hand, the 106 differentially expressed genes of Set A_Set E_GLM selection, identified as correlated to the activation of stem cells by running in p16 KO dentate gyrus, appear to be an ensemble relatively different from Set B genes, and are involved in synaptogenesis and synaptic function, glutamate and GABA metabolism, cell cycle control and promotion of stem cell proliferation, regulation of ROS levels and oxidation as well as neurotransmitter activity. The differential changes of expression of these genes, either up-or downregulated by running, appear to correspond to an activation of these processes, in line with their correlation to a phenotype of proliferative activation of stem and progenitor cells.

Further studies will be necessary to ascertain whether the up- or downregulation in the dentate gyrus of one or more of the genes belonging to Set A_Set E_GLM selection is sufficient by itself to stimulate stem cells activation or self-renewal in wild-type sedentary mice. It would also be interesting to verify whether the same gene patterns differentially regulated by running are observed in a conditional mouse model that ablates p16 selectively in the hippocampus or in stem cells.

The cohort of the Set A_Set E_GLM stem cell-specific genes, activated by 12-day running in p16 knockout dentate gyrus, may also support the observed enhancement of stem cell proliferation still ongoing 1 month after the termination of the exercise. Moreover, parallel to the inability of the second running stimulus to induce stem cell proliferation in p16 knockout dentate gyrus, the expression of several Set A_Set E_GLM genes is not modified, and this could be at the origin of the lack of stem cell activation by the second run, being conceivably in line with the idea that these genes are responsible for the stem cell pool activation and maintenance during aging. In particular, in keeping with the self-renewal model favoring quiescence during aging, proposed by Harris et al. (2021) and by Ibrayeva et al. (2021), Set A_Set E_GLM genes may play a role as regulators in stem cells of the shift from activity to quiescence and viceversa.

## Figures and Tables

**Table:** 

**ANOVA**	analysis of variance
**Btg1**	B-cell translocation 1 gene
**DE**	differentially expressed
**DG**	dentate gyrus
**FDR**	false discovery rate
**GFAP**	glial fibrillary acidic protein
**DCX**	doublecortin
**NeuN**	neuronal nuclei
**GO**	Gene Ontology
**Gsea**	Gene Set Enrichment Analysis
**GOCC**	Gene Ontology Cellular Components
**GOMF**	Gene Ontology Molecular Functions
**GLM**	Generalized Linear Model
**LRT**	likelihood ratio test
**MSigDB**	Molecular Signatures Database
**RT-PCR**	real-time PCR
**TBP**	TATA-binding protein
**GOBP**	Gene Ontology biological processes
**KO**	knockout
**PFA**	paraformaldehyde
**PBS**	phosphate buffered saline
**PLSD**	protected least significant difference
**ROS**	reactive oxygen specie
**SEM**	standard error of the mean
**SGZ**	subgranular zone
**Sox2**	sex determining region Y-box 2
**SVZ**	subventricular zone
**TRITC**	tetramethylrhodamine isothiocyanate
**WT**	wild-type
**Ccr1**	C-C motif chemokine receptor 1
**Chrm5**	cholinergic receptor muscarinic 5
**Eif2ak2**	eukaryotic translation initiation factor 2 alpha kinase 2
**Lepr**	leptin receptor
**Lpin2**	lipin2
**Magt1**	magnesium transporter 1
**Ntsr2**	neurotensin receptor 2
**Ramp3**	receptor activity modifying protein 3
**Rgs14**	regulator of G protein signaling 14
**Slc16a1**	solute carrier family 16 member 1
**Slc18a2**	solute carrier family 18 member A2
**Tfap2c**	transcription factor AP-2 gamma
**Top2a**	DNA topoisomerase II alpha
**Lpl**	lipoprotein lipase
**PAP**	phosphatidic acid phosphatase

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237736.

How the deposited data were processed for this re-analysis (not part of the article)

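Total RNA of the dentate gyrus of male mice aged 1 year was sequenced by the authors in 16 libraries, each made from 2 pooled animals, with 4 libraries for each of p16 WT CTL, p16 KO CTL, p16 WT RUN and p16 KO RUN, where running lasted 12 days. The groups and replicate numbers come from the sample labels, and no replicate number occurs in more than 1 group, so no libraries were paired. According to the paper's methods, the authors masked adapters with Cutadapt, trimmed bases of low quality with ERNE, aligned the reads to mm10 with STAR and computed abundances per gene with StringTie. Neither the labels nor the paper's text name a sequencing batch.

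The TPM values, per the file headers and the authors' methods, are StringTie abundances per gene, corrected for gene length and scaled to the same total in each library. The FPKM values, per the file headers, come from the same StringTie run by the authors and are proportional to TPM within a library. The coverage values, as deposited, are the mean coverage per base of each gene computed by StringTie, and were used only, divided by FPKM, for the relative depth of the libraries. The tables hold no read counts. The paper's methods state the average sequencing depth, but the counting error of single genes is not known from these tables.

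Values of entries with the same gene name were summed (112 to 130 names per library), giving 24421 gene names. Each library was divided by the median of its ratios to the mean library over 13226 genes with at least 1 TPM in all 16 libraries. The 17317 genes with a mean of at least 0.1 TPM were tested on log2(scaled TPM + 0.1) with limma 3.58.1 in R 4.3.3 (with statmod 1.5.0 and jsonlite 2.0.0), with empirical Bayes moderation and a trend of the variance with abundance. Each set was fitted with the 8 libraries of its 2 groups, and the interaction with all 16. P-values were adjusted by Benjamini and Hochberg over all tested genes, and the paper's own threshold of an unadjusted p under 0.05 was applied beside this. Single genes were also compared by a two-sided exact permutation test of the mean log2 values over 35 splits, with 0.0286 as its smallest p. Counts over the gene lists of the paper were taken from its supplementary tables, and the p-values within a list were also adjusted over the list alone.

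Genes were named in the text if the paper's results text names them, if they were the genes of smallest p among those with an adjusted p under 0.05 in a set, or if they are the knocked-out gene. Some of the genes named in the paper's text are not reported here. This rule, the comparisons, the tests, the 18 marker lists and the alternatives were set before the data were examined, except for the alternatives with protein-coding genes only and with a nuclear RNA score as a covariate, and for the tests named as later choices in the closing section. The marker lists cover dentate granule neurons, mossy cells, newborn neurons, CA1, CA2 and CA3 pyramidal neurons, GABAergic interneurons, astrocytes, oligodendrocytes, microglia, endothelium, blood, choroid plexus, ependyma, meninges and fibroblasts, thalamus and habenula, immediate early genes and proliferation. They were tested with fry of limma, adjusted over 90 tests. Tested genes within 30 Mb of Cdkn2a were compared with all others by Fisher's exact test.

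Alternatives were a filter at a mean TPM of 1, no filter, pseudocounts of 1 and 0.01, TPM as deposited, quantile normalization, FPKM, all 16 libraries in one fit, no variance trend, the highest value per gene name in place of the sum, windows of 10 Mb and of the whole chromosome 4 around Cdkn2a, camera in place of fry, and leaving out each library in turn. The procedure was tested on simulated data with 200 changed genes: in Set A 99% of them had an unadjusted p under 0.05 and 88.5% an adjusted one, against 5% of unchanged genes at the unadjusted threshold, and 12 unchanged genes at the adjusted one. In the interaction 94% and 83.5% of the changed genes were called. Of the marker lists, 3 of 3 raised tests were called and 0 of 87 others. The simulated genes were drawn independently of one another, and each changed gene was shifted by at least 1 on the log2 scale. The real genes of Set A at an unadjusted p under 0.05 had a median absolute log2 fold change of 0.334. The simulation thus does not give the power for smaller changes, or the rate of false calls where genes move together. The quantitative PCR, the cell counts, the enrichment of gene ontology terms and the comparison with the CellAge database were not analysed here.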

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

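The results in this part each had a library far from the other 3 of its group, with a gap to the nearest of them that took up most of the range of the group, apart from the last, which is a signal near Cdkn2a that the paper did not analyse. The count of such libraries against chance, the read-assignment test of Nfix and the sign test near Cdkn2a were chosen after the results had been seen. Among 328 groups of 4 values (236 of single genes and 92 of values per library), 31 had such a library, which is 9.45% where chance gives 5%, or 16 groups. The groups are not independent, since genes move together in a library, so that an excess beyond chance and chance cannot be told apart, a reading adopted after the 9.45% was seen, where the prediction of about 1 in 20 was not met. The numbers per library were 6 for p16 WT CTL replicate 2, 4 each for p16 KO CTL replicate 8 and p16 WT RUN replicate 12, 3 for p16 KO CTL replicate 7, and 2 or fewer for the other 12 libraries. No library batch is named, and no biological explanation was tested for single libraries, as the design names none.

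Of the genes at 1 TPM or more in all 4 libraries of the group, 3 had a deviating library that differed from each of the others by over 2 times. Rps27 was at 762 TPM in p16 WT RUN replicate 12 against 13.2 to 18.6 in the other 3 and at 671 TPM in p16 KO RUN replicate 14 against 12.6 to 15.7 in the other 3. Homer2 was at 4.57 TPM in p16 WT CTL replicate 1 against 14.2 to 14.7 in the other 3 and at 5.09 TPM in p16 KO RUN replicate 14 against 14.7 to 15.3 in the other 3. Nfix was at 86.0 TPM in p16 WT CTL replicate 2 against 272.3 to 286 in the other 3. For the difference of Nfix between p16 KO RUN and p16 WT RUN, the way the abundance tables assign reads to a gene is a candidate explanation: the paper's log2 fold change from the read counts of the same libraries is -0.003, within 2 of its standard errors (0.0806) of 0, where the abundance tables gave 1.46. The other genes were not tested for this one by one, apart from Rps27, treated under the other observations.

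Values of p16 WT CTL were 3.44 TPM in p16 WT CTL replicate 2 against 5.61 to 5.94 in the other 3 for Cd59a, 0.586 TPM in p16 WT CTL replicate 2 against 0 to 0.0843 in the other 3 for Cdkn2a, 233 TPM in p16 WT CTL replicate 2 against 263 to 266 in the other 3 for Gabbr2, 0.527 TPM in p16 WT CTL replicate 2 against 1.36 to 1.47 in the other 3 for Mki67 and 559 TPM in p16 WT CTL replicate 3 against 576 to 579 in the other 3 for Prkar1a. The sum of FPKM was 356895 in p16 WT CTL replicate 2 against 338160 to 339865 in the other 3. This library also had the highest relative depth of the group (2.21), and without it the log2 fold change was 0.90 for Cd59a and 0.64 for Cdkn2a in Set B and 0.50 for Mki67 in Set D. Prkar1a and Gabbr2 differed by a small part of their level, where the other 3 libraries lay close together.

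In p16 KO CTL, the relative depth of replicate 7 was 1.91 against 1.02 to 1.15 in the other 3. Cd59a was at 14.2 TPM in p16 KO CTL replicate 7 against 8.87 to 9.70 in the other 3, Cenpf at 0.243 TPM in p16 KO CTL replicate 8 against 0.361 to 0.384 in the other 3, Gabra3 at 25.6 TPM in p16 KO CTL replicate 8 against 14.0 to 14.6 in the other 3, Klhl4 at 7.01 TPM in p16 KO CTL replicate 8 against 4.70 to 5.08 in the other 3, Tnfrsf1b at 2.63 TPM in p16 KO CTL replicate 8 against 3.28 to 3.30 in the other 3 and Ush1c at 0.206 TPM in p16 KO CTL replicate 5 against 0 to 0.0173 in the other 3. Cenpf and Ush1c were below 1 TPM in each of these libraries, and the tables hold no read counts from which the counting error of such a value is known. A higher depth does not by itself raise TPM, and no test of depth was made for single genes.

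In the running groups, Cenpf was at 0.285 TPM in p16 WT RUN replicate 11 against 0.385 to 0.397 in the other 3, Lepr at 0.702 TPM in p16 WT RUN replicate 12 against 0.955 to 0.998 in the other 3, Mki67 at 0.957 TPM in p16 WT RUN replicate 9 against 1.53 to 1.59 in the other 3 and Mocos at 2.58 TPM in p16 WT RUN replicate 9 against 3.71 to 3.83 in the other 3. Cd59a was at 10.2 TPM in p16 KO RUN replicate 15 against 7.94 to 8.28 in the other 3, Cdkn2a at 0.413 TPM in p16 KO RUN replicate 13 against 0 in the other 3 and Tfap2c, which was below the filter on low values, at 0.0945 TPM in p16 KO RUN replicate 15 against 0.249 to 0.277 in the other 3. Signal of Cdkn2a in p16 KO RUN replicate 13 was no higher than in single wild-type libraries, and at this level the tables do not tell reads of the remaining part of the locus from a mislabelled or mixed library.

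The mean log2 levels of marker lists that stood apart were 4.24 for CA2 pyramidal neurons in p16 WT RUN replicate 10 against 4.52 to 4.53 in the other 3 libraries, 4.95 for CA3 pyramidal neurons in p16 KO RUN replicate 16 (5.42 to 5.48), 4.63 for mossy cells in p16 KO CTL replicate 7 (4.40 to 4.42) and 4.44 in p16 WT RUN replicate 12 (4.33 in the others), and, for newborn neurons, 4.11 in p16 WT RUN replicate 12 (3.79 to 3.84) and 4.09 in p16 KO RUN replicate 13 (4.32 to 4.37). Lists of CA2, CA3 and mossy cells concern cells next to the granule layer, and the share of these taken at dissection was not measured.

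Of the 261 tested genes within 30 Mb of Cdkn2a, 12.3% had an unadjusted p under 0.05 in Set B, against 6.56% of all other genes (Fisher's exact p = 0.00095). The knocked-out gene was made in FVB mice and bred into C57BL/6, so that FVB sequence flanking the knocked-out gene is a candidate explanation. The share was also higher in Set D (12.3% against 8.6%, Fisher p = 0.045), but Set A, which compares knockout with knockout, is a control (16.9% against 18.5%, Fisher p = 0.574), as is Set C (3.07% against 4.84%, Fisher p = 0.241). The prediction written before the data were seen, a raised share in Set E too, was not met: it was 2.3% against 3.89% (Fisher p = 0.254), and 1 of the 32 genes had an unadjusted p under 0.05 in Set E in the same direction. Also against it, 76 of 2075 windows over the genome had as high a share, 60 of them on other chromosomes (up to 15.3%), and the share depended on single libraries (6.51% without p16 WT CTL replicate 1 and 22.2% without p16 WT CTL replicate 2). What keeps it open is that 28 of the 32 genes (87.5%) had the same sign in Set E, which shares no library with Set B, against 658 of 1119 elsewhere (58.8%, Fisher p = 0.000781). By the prediction alone the explanation would be set aside, and it was reopened only after this sign test was seen. Since neighbouring genes are not independent and the test came after the others, flanking sequence cannot be told apart from chance here. Of the genes described above, Trabd2b and Lepr lie within 30 Mb of Cdkn2a.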

How the results depend on the processing

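Results were recomputed with 1 choice changed at a time. The alternatives with protein-coding genes only (15413 of the 17317 tested) and with a nuclear RNA score as a covariate were chosen after seeing the data. No paired analysis was possible because no replicate number occurs in more than 1 group. The planned comparison of edgeR and DESeq2 on read counts was not run, as the tables hold no counts.

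At an unadjusted p under 0.05, the counts of genes stayed within 1.5 times under the alternatives other than the nuclear RNA score and the fits with a library left out in Set A (2767 to 3539), Set C (708 to 978), Set D (1288 to 1590), Set E (513 to 756) and the interaction (753 to 1061), and in Set B under 9 of 10, the exception being 2208 genes with all 16 libraries in one fit. That fit also raised the overlap of Set A and Set B to 1168 genes. With the nuclear RNA score as a covariate the counts were 1636 in Set A, 731 in Set B and 2277 in Set D, the overlap 169, and the paper's genes past this threshold 401 of the 1230, 20 of the 43 and 9 of the 29. The latter were 10 with quantile normalization. The cause was not tested.

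Counts at an adjusted p under 0.05 are small and moved more. In Set A the 3 genes became 6 with a mean TPM of at least 1, 1 without a filter, 1 with quantile normalization, 0 with all 16 libraries in one fit, 0 without the variance trend, 7 with protein-coding genes only and 0 with the nuclear RNA score, beside the unadjusted counts given above. Without the variance trend Set B had 2 genes and Set E 2, and with TPM as deposited Set C had 1. Set D had 1 without a filter, 1 with a pseudocount of 0.01 and 5 with protein-coding genes only. Set E had 0 with all 16 libraries in one fit. A filter changes the number of genes adjusted for; for the other settings the cause was not tested. The interaction had 0 under each of its 9 alternatives other than the later 2 and the fits with a library left out.

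Leaving out 1 library gave, at an unadjusted p under 0.05, from 2015 (without p16 KO CTL replicate 7) to 4734 genes (without p16 KO CTL replicate 5) in Set A, 557 (without p16 KO CTL replicate 7) to 3028 (without p16 WT CTL replicate 2) in Set B, 541 (without p16 WT RUN replicate 10) to 1023 (without p16 WT CTL replicate 2) in Set C, 1123 to 1935 in Set D, 486 to 1051 (without p16 WT RUN replicate 12) in Set E and 618 (without p16 WT CTL replicate 3) to 2377 (without p16 WT CTL replicate 2) in the interaction. At an adjusted p under 0.05 the ranges were 0 to 179 in Set A, 0 to 6 in Set B, 0 to 2 in Set C, 0 to 2 in Set D, 1 to 2 in Set E and 0 to 1 in the interaction, with the highest counts without p16 KO CTL replicate 5, p16 KO CTL replicate 8, p16 WT CTL replicate 2, p16 WT CTL replicate 4, p16 WT RUN replicate 10 and p16 WT CTL replicate 4. The selection from Sets A and E and the interaction ranged from 96 to 156 genes, and that from Sets D and E and the interaction from 25 (without p16 WT CTL replicate 1) to 57. For the paper's lists the ranges were 34 (without p16 KO RUN replicate 16) to 72 of the 106, 6 (without p16 WT RUN replicate 9) to 16 of the 29, 7 (without p16 WT RUN replicate 9) to 17 for the pattern across groups, 331 (without p16 KO CTL replicate 7) to 921 of the 1230, 25 to 27 of the 27 and 19 (without p16 WT CTL replicate 1) to 33 of the 43. The overlap of Set A and Set B ranged from 171 (without p16 KO CTL replicate 7) to 1518 genes (without p16 KO CTL replicate 5). Each such fit has fewer libraries.

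The share of Set B genes near Cdkn2a was 12.3% in a window of 10 Mb (Fisher p = 0.102), where fewer genes were tested, 8.41% over the whole chromosome 4 and 17.2% with all 16 libraries in one fit, and from 6.51% to 22.2% with 1 library left out. Of the 90 marker list tests, 2 had an adjusted p under 0.05. This became 0 with a mean TPM of at least 1, where fewer genes of the lists are tested, 1 with quantile normalization, 29 for camera with the preset correlation, 0 for camera with an estimated correlation and 2 to 3 with 1 library left out (3 without p16 KO RUN replicate 13). The test added without that library was newborn neurons in Set E (adjusted p = 0.0117 by fry).

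The share of genes that were higher, among those with an unadjusted p under 0.05, depended on the scaling. With TPM as deposited it was 77.9% in Set A against 58%, 30.2% in Set B against 46% and 66.6% in the interaction against 54.8%. With quantile normalization it moved the other way, to 49.9% in Set A, 54.3% in Set B and 43.4% in the interaction. The median log2 fold change of all genes in Set A was 0.082 with TPM as deposited against 0.018.

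For the named genes, 1133 values under the alternatives set beforehand kept their direction and side of the unadjusted threshold in 1058 cases, were weaker in 56, stronger in 15 and reversed in 4. With 1 library left out 726 of 928 values were unchanged in this sense, 10 were stronger, 9 reversed and the rest weaker, and under the later alternatives 210 of 232, with 17 weaker, 4 stronger and 1 reversed. The reversed values were those of Cdkn2a in Set B (-0.0268 with a pseudocount of 1, -0.0127 with TPM as deposited, -0.0273 with FPKM, -0.41 with the nuclear RNA score, and -0.30, -0.2996, -0.0144, -0.43 and -0.18 without p16 WT CTL replicates 1, 3 and 4 and p16 KO CTL replicates 7 and 8, in a range up to 0.64 without p16 WT CTL replicate 2), Prkar1a in Set A (0.0048 with quantile normalization) and Rps27 in Set E (1.24 without p16 WT RUN replicate 12, and 0.30, 0.36 and 0.26 without p16 KO RUN replicates 13, 15 and 16, in a range down to -1.56 without p16 KO RUN replicate 14). Cdkn2a is near 0 TPM in all groups, Rps27 has single libraries at a separate level, and for Prkar1a the cause was not tested. At low TPM the size of a log2 fold change depends on the pseudocount, which limits the values of Ccr1, Nlrc5, Ush1c and Cenpf, among others. Across the alternatives set beforehand, leave-outs aside, Top2a in Set E ran from 0.63 to 1.93 and Lepr in Set A from 0.73 to 1.64. Trabd2b in Set B ran from -1.99 to -0.79 and Insm2 in Set A from 0.43 to 1.12 across the same alternatives.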

Differences from the paper's values

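The paper's log2 fold changes come from read counts with DESeq2 and those here from TPM, both on the log2 scale and in the same direction. Of the values compared, 111 had the same sign and 1 had the opposite (Nfix in Set E). In 100 the difference from the paper was within a limit that is called the error in this part. This limit is the larger of the paper's standard error and the pooled SD of single libraries in the groups compared. The SD of single libraries is a spread, not an error of the fold change. Of 12 counts of the paper's text, 10 lay within 1.5 times. The alternatives named in this part were set before the data were examined, unless a sentence says otherwise.

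In Set B the paper counts 310 genes at p under 0.01, where 190 were found. Without a filter, with all 16 libraries in one fit, without p16 KO CTL replicate 5 and without p16 KO CTL replicate 8 the count was within 1.5 times of the paper's, and under the other alternatives it was not (range 97 to 562). The paper has 27 genes at a p of at most 0.0001 in Set B, where 0 were found (1151 had an unadjusted p under 0.05), and none of the alternatives closed this gap (0 to 11).

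For Ccr1 in Set B the log2 fold change was 1.41 against the paper's 2.0507. A pseudocount of 0.01, quantile normalization, and the fits without p16 WT CTL replicate 3 and without p16 KO CTL replicate 5 came within the error of the paper's value, and the other alternatives did not. Slc18a2 had 0.48 in Set D against the paper's 0.8177, which was within the error only without p16 KO RUN replicate 16, 0.43 in Set A against the paper's 0.8881 and 0.35 in Set E against the paper's 0.8678, where no alternative closed the gap. Mki67 had 0.80 in Set D against the paper's 1.3571 and 0.52 in Set E against the paper's 1.4870, and no alternative closed either gap. For Nlrc5 in Set A the values were 1.09 and the paper's 1.7969, closed with a pseudocount of 0.01 alone.

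Rps27 in Set A was at -4.65 against the paper's -0.5990, with no alternative closing the gap. Ush1c in Set A was at 1.87 against the paper's 2.8624, within the error with a pseudocount of 0.01 and in the fits without p16 KO CTL replicate 5 and without p16 KO RUN replicate 13, but not with the others. Cenpf in Set E was at 0.60 against the paper's 0.8323, within the error with a pseudocount of 0.01, without p16 WT RUN replicate 9, 10 or 12 and without p16 KO RUN replicate 13, but not with the others. For Prc1 in Set E, 0.51 stood against the paper's 1.1565, and for Nfix in Set E, 1.46 against the paper's -0.0030, and no alternative closed these gaps.

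Some genes that the paper calls changed had an unadjusted p of 0.05 or more here. In Set B this was Tnfrsf1b, at 0.28, called without the variance trend and without p16 KO CTL replicate 8. In Set A they were Glrb at -0.12 (called with all 16 libraries in one fit and without p16 KO CTL replicate 5 or 6), Chrm5 at -1.08 (called with a pseudocount of 1, quantile normalization, FPKM, all 16 libraries in one fit, the highest value per gene name and without p16 KO CTL replicate 7, and with protein-coding genes only and the nuclear RNA score, alternatives chosen after seeing the values) and Zic4 at 0.68 (called under none). In Set D they were Cenpf at 0.41 (called without the variance trend), Prc1 at 0.51 (without p16 WT CTL replicate 3), Ush1c at 1.16 (with a pseudocount of 1, FPKM and without p16 KO RUN replicate 13), and Nlrc5 at 0.55 and Zic4 at 0.55, called under none.

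In Set E they were Pole at 0.40 (called with a pseudocount of 1, FPKM, no variance trend and without p16 WT RUN replicate 12, and with protein-coding genes only, chosen after seeing the values), Gabra3 at -0.27 (called without p16 WT RUN replicate 9, and with the nuclear RNA score, chosen after seeing the values), Insm2 at 0.67 (without p16 WT RUN replicate 10), Ush1c at 0.92 (without p16 KO RUN replicate 13), Prkar1a at -0.069 (with TPM as deposited and quantile normalization), and Nlrc5 at 0.55, Zic4 at 0.68 and Rps27 at -0.16, called under none. The paper states that the large majority of its 106 genes differ between p16 KO RUN and all other groups, while 20 of 104 did so here. In the paper's own supplementary table, 28 of the 106 pass its threshold in Set D.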

Other observations

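Of the tests in this part, those of the nuclear RNA score, of the 27 genes moving together, of neighbouring genes, of the source of the proliferation genes, of the proliferation genes that the study had not picked and of the genes at separate levels were chosen only after the result was seen. For the overlap of Set A and Set B, the Set A genes with the score fitted, neighbouring genes and cells from outside the dentate gyrus, the reading of the test was also revised after its value was known: by the predictions as written, the first, the third and the last explanation would be set aside and the second kept, and all are left open here.

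The libraries of each set were split in all 35 ways into 4 against 4. In Set A only 1 of the 35 splits, the real one, gave as many genes at an unadjusted p under 0.05 (3200), but the closest other split gave 3199 and the median of the others was 553. At an adjusted p under 0.05, 2 of the 35 splits gave as many genes (3, and 11 in another split). In Set B 9 of 35 splits gave as many as 1151, up to 5995 genes, of which 2715 had an adjusted p under 0.05. The split with 5995 genes is the real grouping with p16 WT CTL replicate 2 and p16 KO CTL replicate 5 exchanged. It also divides the libraries by their score on the first principal component of all 16. Replicates 2, 6, 7 and 8 scored 4.235 to 57.9, and replicates 1, 3, 4 and 5 scored -18.9 to -4.524. The count thus does not tell an exchange of libraries from another source of variation between them. In Set C 12 of 35 gave as many as 834, in Set D 5 of 35 as many as 1499 and in Set E 17 of 35 as many as 670. At an adjusted p under 0.05, 13 of 35 splits gave at least the 1 gene of Set E. For the 0 genes of Sets B, C and D at this threshold the splits test nothing, since any of the 35 gives at least 0. At an unadjusted p under 0.05, other splits give as many genes as the real groups often enough in Sets B, C, D and E that the number of genes by itself does not separate the groups, and in Set A the real groups exceed the other splits by 1 gene.

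For the interaction and the selections, 100 regroupings of the 16 libraries, the real one included, were drawn. As many interaction genes at an unadjusted p under 0.05 (947) were found in 30 of 100. The 0 interaction genes at an adjusted p under 0.05 are not tested by the 100 regroupings, as any of them gives at least 0. A selection from Sets A and E and the interaction of at least 140 genes was found in 19 of 100, and one from Sets D and E and the interaction of at least 41 genes in 12 of 100.

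Set A and Set B share their p16 KO CTL libraries, so a chance deviation of these libraries raises genes in one set and lowers them in the other. With simulated unchanged genes and the same sharing, a median of 176 genes were shared (lowest 148), and all 100 simulations gave fewer than the 481 observed, so the prediction that sharing alone gives as many was not met. The simulated genes were independent of one another, however, and in regroupings of the 16 libraries, which keep the correlation between genes, 11 of 100 shared as many genes (median 88, highest 2138), with a median of 100% of opposite signs against 99.2% in the real groups. This second result led to the reading that the shared p16 KO CTL libraries cannot be told apart from a reversal of the knockout's changes by running.

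The libraries differed in the level of 7 nuclear long noncoding RNAs. The mean log2 score of these differed by 0.94 in Set A (exact permutation p = 0.2), -0.71 in Set B (exact p = 0.286), 0.22 in Set C, 0.23 in Set D and 0.015 in Set E. In p16 KO CTL it was 4.88 in replicate 6 and 4.82 in replicate 7, against 6.67 in replicate 5 and 6.76 in replicate 8. The Set A and Set B differences thus rested on replicates 6 and 7. In p16 WT CTL the score was 5.721 in replicate 2, against 6.53 to 6.866 in replicates 1, 3 and 4. In the 8 wild-type libraries, which Set A does not use, the slopes of 17310 genes on the score had a rank correlation of 0.49 with the Set A log2 fold changes, and 7 of 100 permutations of the score were as high. Genes are not independent here, and with 7 of 100 the nuclear RNA content of the libraries cannot be told apart from chance as a part of the Set A changes. With the score fitted, Set A had 1636 genes at an unadjusted p under 0.05, and 4 of 35 splits as many (highest 2577). Fitting the score removes some of the group difference with it, as score and group overlap, so this too leaves the question open. The Set A score difference (exact permutation p = 0.2) does not tell a change of nuclear RNA with running in the knockout from chance.

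The 27 genes that the paper lists for Set B moved together within the running groups, whose libraries had not chosen them, with a mean correlation of 0.61 between genes (random lists: median 0.032). None of 10000 random lists was as high (0). Strain background segregating among the libraries is a candidate explanation that needs this value, though so does any other source of variation between animals that these genes share. The nuclear RNA content of the libraries as the whole cause is argued against, since with the score taken out the mean correlation was 0.31 and 0 of 10000 random lists were as high. A single mislabelled library among the running groups as the whole cause is argued against as well: with each of the 8 running libraries left out in turn it was 0.45 (without p16 WT RUN replicate 12) to 0.69, each time with 0 of 10000 random lists as high. For 2 libraries exchanged between the running groups, each of the 16 pairs of a p16 WT RUN and a p16 KO RUN library was left out in turn, which gave 0.457 to 0.757, again with 0 of 10000 each time.

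If strain background were the cause, Set B genes would lie beside one another more than by chance. Of the 500 Set B genes with the smallest p, 53.2% had another within 1 Mb, and 84 of 1000 shuffles of the calls were as high. Set D had 53.8% (73 of 1000), Set A 51%, Set C 48.4% and Set E 47.8%. The prediction of more neighbours than in shuffled calls was not met. The position of Set B genes along the chromosomes still does not exclude segregating strain background, since blocks of several Mb hold many genes that do not differ between strains, so strain background and chance cannot be told apart with 500 genes.

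Of the 18 marker lists, the proliferation list had an adjusted p under 0.05 in Set A and Set E, as given beside the cell cycle genes, and no other list in any set (adjusted p from 0.203 to 0.995). Its mean log2 fold change was -0.15 in Set B and -0.14 in Set C. In Sets A, B, C, D and E, in this order, the mean log2 fold changes of the neuronal lists were 0.31, -0.24, 0.075, 0.069 and -0.0050 for dentate granule neurons, 0.037, 0.010, -0.10, 0.047 and 0.15 for mossy cells, 0.26, 0.023, -0.10, 0.28 and 0.38 for newborn neurons, -0.68, 0.77, 0.49, 0.093 and -0.40 for CA1 pyramidal neurons, -0.10, 0.18, 0.043, 0.078 and 0.035 for CA2 pyramidal neurons, -0.027, 0.045, -0.082, 0.018 and 0.10 for CA3 pyramidal neurons and -0.062, 0.17, 0.15, 0.11 and -0.043 for GABAergic interneurons. They were -0.32, 0.24, 0.066, -0.076 and -0.14 for astrocytes, -0.39, 0.36, 0.13, -0.033 and -0.16 for oligodendrocytes, -0.29, 0.24, -0.067, -0.050 and 0.017 for microglia and 0.45, -0.26, 0.13, 0.19 and 0.056 for endothelium for the lists of glia and vessels, and 0.23, -0.42, -0.34, -0.19 and 0.15 for immediate early genes, 0.24, 0.16, 0.015, 0.41 and 0.39 for thalamus and habenula, -0.12, 0.29, -0.30, 0.17 and 0.47 for choroid plexus, 0.12, 0.57, 0.54, 0.69 and 0.15 for ependyma, 0.045, -0.56, -0.80, -0.51 and 0.28 for blood and 0.34, 0.048, 0.058, 0.38 and 0.33 for meninges and fibroblasts for the remaining lists. In the CA1 list, the mean log2 level was 4.73 in p16 KO CTL replicate 8 and 2.56 to 3.15 in replicates 5 to 7. In the blood list it was 2.04 in p16 WT RUN replicate 10 and 4.05 to 4.99 in replicates 9, 11 and 12. The CA1 values in Sets A and B and the blood values in Sets C and E thus leaned on 1 library each. So did the thalamus and habenula values in Sets A, D and E. The mean log2 level of that list was 2.462 in p16 KO RUN replicate 14 and 1.167 to 1.626 in replicates 13, 15 and 16. The newborn neuron list had an unadjusted p of 0.00823 in Set E by fry, with 9 of 11 genes higher and an adjusted p of 0.203. Without p16 KO RUN replicate 13 its adjusted p was 0.0117, and in no other fit with 1 library left out was it under 0.05. Most lists consist of genes that the dentate gyrus libraries express at a mean of at least 1 TPM, with 4 of 15 for choroid plexus, 6 of 9 for ependyma, 7 of 10 for meninges, 8 of 11 for thalamus, 8 of 17 for proliferation, 9 of 11 for newborn neurons, 8 of 9 for CA1, 9 of 10 for CA2 and 5 of 6 for blood, and every gene of the other lists. Mossy cells and newborn neurons each hold 1 gene of another list. Of the paper's 106 genes, 4 are in the proliferation list and 1 each in those of newborn neurons, CA1, CA2 and thalamus.

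For each set, 19 settings bear on this test, among them the 8 fits without 1 of its libraries. The proliferation list had an adjusted p under 0.05 in 16 of the 19 in Set A (adjusted p from 0.000532 to 0.296; not with genes of mean TPM of at least 1, quantile normalization or camera with an estimated correlation), in 17 of the 19 in Set E (1.31e-07 to 0.105; not with genes of mean TPM of at least 1 or camera with an estimated correlation) and in 2 of the 19 in Set D (0.00128 to 0.855; all 16 libraries in one fit and camera with the preset correlation), with a mean log2 fold change above 0 in each setting (lowest 0.31, 0.24 and 0.20). RNA of cells from outside the dentate gyrus was weighed as a source of the proliferation markers. It predicted that the lists of choroid plexus, ependyma, blood or meninges are higher in both sets, and 0 of these 4 lists were at an adjusted p under 0.05. The most abundant genes of the lists were Ttr at 22.8 TPM in p16 KO RUN, 61.2 in p16 KO CTL and 13.4 in p16 WT RUN for choroid plexus, Fam183b at 25.7 TPM in p16 KO RUN, 26.0 in p16 KO CTL and 22.4 in p16 WT RUN for ependyma, Hba-a2 at 393 TPM in p16 KO RUN, 394 in p16 KO CTL and 289 in p16 WT RUN for blood, and Ptgds at 369 TPM in p16 KO RUN, 302 in p16 KO CTL and 283 in p16 WT RUN for meninges and fibroblasts. In p16 KO CTL, Ttr was at 190.8 TPM in replicate 7 and 12.5 to 25.2 in replicates 5, 6 and 8. Its higher mean than in p16 KO RUN thus rested on 1 library. In p16 WT RUN, Hba-a2 was at 1.01 TPM in replicate 10, where Hba-a1 was at 453.8, and at 298 to 448 in replicates 9, 11 and 12. What keeps it open is that the meninges list leaned the same way (0.34 in Set A and 0.33 in Set E), though with exact permutation p of 0.4 and 0.371. As mean log2 levels, p16 KO RUN replicate 15 was the highest library for proliferation (0.310) and the lowest for meninges (1.02). Replicate 13 of that group was the highest for meninges (2.48), with 0.172 for proliferation. A small number of dividing cells of another type also brings few abundant transcripts, so outside cells cannot be told apart from dividing cells of the dentate gyrus.

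Beside Nfix and Rps27, genes at separate levels between libraries were sought among those in the paper's supplementary table. Yaf2 had log2 fold changes of -0.30 in Set A, -0.34 in Set E and 0.37 in Set D, where the paper's are -0.1687, -0.0223 and 0.0065. Aqp4 had -0.84, -1.61 and -0.97, where the paper's are -0.2475, 0.0551 and 0.1594. For Rps27 they were -4.65, -0.16 and -1.53 against the paper's -0.599, -0.6897 and -0.3919, and for Nfix 0.96, 1.46 and 0.46 against the paper's 0.2678, -0.003 and 0.0899. Over 1962 genes with the paper's values, the rank correlation of log2 fold changes was 0.958 in Set A, 0.915 in Set E and 0.876 in Set D, where genes are not independent replicates, and 36, 24 and 17 genes differed by over 1.

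The first 2 principal components of the 16 libraries held 31.3% and 11.8% of the variance over 14430 genes.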
